# The HUSH complex controls brain architecture and protocadherin fidelity

**DOI:** 10.1126/sciadv.abo7247

**Published:** 2022-11-04

**Authors:** Astrid Hagelkruys, Marion Horrer, Jasmin Taubenschmid-Stowers, Anoop Kavirayani, Maria Novatchkova, Michael Orthofer, Tsung-Pin Pai, Domagoj Cikes, Sergei Zhuk, Meritxell Balmaña, Christopher Esk, Rubina Koglgruber, Paul Moeseneder, Jelena Lazovic, Lydia M. Zopf, Shane J.F. Cronin, Ulrich Elling, Jürgen A. Knoblich, Josef M. Penninger

## Abstract

The HUSH (human silencing hub) complex contains the H3K9me3 binding protein M-phase phosphoprotein 8 (MPP8) and recruits the histone methyltransferase SETDB1 as well as Microrchidia CW-type zinc finger protein 2 (MORC2). Functional and mechanistic studies of the HUSH complex have hitherto been centered around SETDB1 while the in vivo functions of MPP8 and MORC2 remain elusive. Here, we show that genetic inactivation of *Mphosph8* or *Morc2a* in the nervous system of mice leads to increased brain size, altered brain architecture, and behavioral changes. Mechanistically, in both mouse brains and human cerebral organoids, MPP8 and MORC2 suppress the repetitive-like protocadherin gene cluster in an H3K9me3-dependent manner. Our data identify MPP8 and MORC2, previously linked to silencing of repetitive elements via the HUSH complex, as key epigenetic regulators of protocadherin expression in the nervous system and thereby brain development and neuronal individuality in mice and humans.

## INTRODUCTION

Histone methylation plays a crucial role in heterochromatin formation and is controlled by the opposing actions of “writers” (histone methyltransferases) and “erasers” (histone demethylases) (*1*, *2*). “Reader” proteins bind to certain histone modifications and thereby influence fundamental biological processes such as transcription, replication, or DNA repair. These epigenetic writers, erasers, and readers need to be tightly regulated, and disturbances in this highly balanced network of epigenetic control and chromatin-modifying enzymes can contribute to a variety of diseases including many types of cancers (*3*). Histone methylation has also been functionally linked to memory formation, neuroplasticity, and cognitive capabilities, and aberrant histone methylation has been associated with neurodevelopmental, neurodegenerative, and behavioral disorders (*4*–*6*).

To identify factors involved in the repression of silenced elements, several genome-wide screens have been performed in human cell lines and identified the HUSH (human silencing hub) complex (*7*–*9*). This recently discovered repressor complex, which contains M-phase phosphoprotein 8 (MPP8) and recruits the histone methyltransferase SETDB1 and Microrchidia CW-type zinc finger protein 2 (MORC2), has been implicated in silencing of genes, repetitive elements, and transgenes in mammals (*7*, *8*). So far, functional and mechanistic studies have focused on SETDB1 (*10*–*14*), while the in vivo functions of other HUSH complex members remain elusive. Recently, MORC2 mutations have been reported in individuals with Charcot-Marie-Tooth (CMT) disease type 2Z, a form of axonal neuropathy with progressive muscle weakness, atrophy, and sensory impairment (*15*–*17*) and in a neurodevelopmental disorder with intellectual disability, growth retardation, microcephaly, and variable craniofacial dysmorphism (*18*).

Here, we report that murine MPP8 and MORC2A are highly expressed in the brain, wherein they are exclusively found in neurons. Genetic inactivation of *Mphosph8* (coding for MPP8) or *Morc2a* in the nervous system of mice results in altered brain architecture, impaired motor functions, and reduced life span. Mechanistically, MPP8 and MORC2A precisely and selectively suppress the repetitive-like protocadherin gene cluster on mouse chromosome 18 in an H3K9me3-dependent manner, thereby affecting synapse formation. Moreover, we demonstrate that individual MPHOSPH8- or MORC2-deficient neurons in human cerebral organoids express increased numbers of clustered protocadherin isoforms. Our data uncover a novel role for the HUSH complex in the regulation of clustered protocadherins within the nervous system, thereby controlling brain development and neuronal fidelity in mice and humans.

## RESULTS

### Murine MPP8 and MORC2A are required for embryonic development

To elucidate the in vivo roles of MPP8 and MORC2A, we established mouse models carrying conditional *Mphosph8* or *Morc2a* knockout alleles. Exons 4 of *Mphosph8* and *Morc2a* were flanked by loxP sites (fig. S1, A and B) and Cre recombinase–mediated removal of this exon leads to out-of-frame splicing, subjecting the resulting mRNA to nonsense-mediated decay. Southern blot analysis of embryonic stem (ES) cells (fig. S1, C and D) identified correctly targeted clones, which were then used for blastocyst injections. Loss of *Mphosph8* or *Morc2a* in mouse ES cells resulted in no apparent changes in proliferation but were significantly impaired in their ability to form teratomas (fig. S1, E and F). *Actin*-Cre–mediated full-body knockout of *Mphosph8* or *Morc2a* in the mouse resulted in embryonic lethality (fig. S1, G and H). In comparison to a recent study showing that *Mphosph8* knockout mice display partial embryonic lethality with surviving *Mphosph8*^−/−^ mice developing normally apart from reduced body weight (*19*), in our study, *Actin*-Cre–mediated loss of *Mphosph8* resulted in 100% embryonic lethality before embryonic day 11.5 (E11.5) and loss of *Morc2a* led to embryonic lethality around E13.5 (fig. S1, I and J). These data show that MPP8 and MORC2A are critically required for teratoma formation and embryonic development.

### Deletion of *Mphosph8* or *Morc2a* in the nervous system results in elevated brain/body ratios and altered brain architecture

On the basis of high expression of both MPP8 and MORC2A proteins in the adult mouse brain (fig. S1, K and L) and the known link between histone methylation, neuroplasticity, and cognitive abilities (*4*, *5*), we focused on investigating their function in the nervous system. Therefore, we crossed homozygous floxed *Mphosph8* and *Morc2a* mice to *Nestin*-Cre–expressing mice, effectively deleting *Mphosph8* or *Morc2a* in neuronal progenitors and postmitotic neurons from E11.0 onward. *Mphosph8*^fl/fl^ *Nestin*-Cre and *Morc2a*^fl/fl^ *Nestin*-Cre mice are hereafter referred to as *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^, respectively. Loss of *Mphosph8* and *Morc2a* was verified by quantitative reverse transcription polymerase chain reactions (qRT-PCRs; Figs. 1A and 2A) and immunoblots (Figs. 1B and 2B) from whole brains of control *Mphosph8*^fl/fl^ or *Morc2a*^fl/fl^ and their respective *Mphosph8*^Δ/Δn^ or *Morc2a*^Δ/Δn^ littermates. *Nestin*-Cre–mediated *Mphosph8* or *Morc2a* deficiency in the central nervous system resulted in reduced body sizes, body weights, and survival (Figs. 1, C and D, and 2, C and D).

**Fig. 1.**
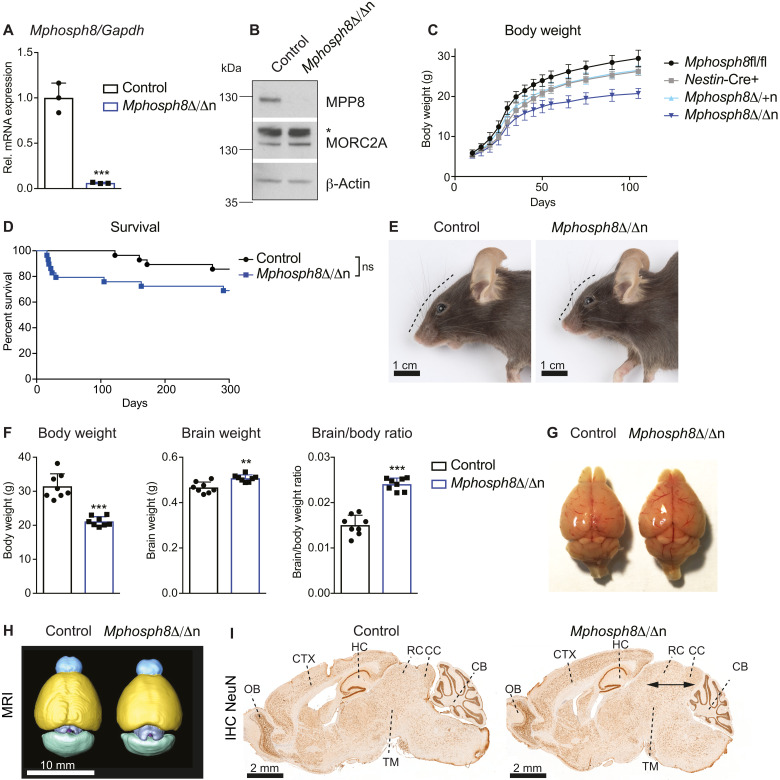
Altered brain architecture in *Mphosph8* knockout mice. (**A**) Relative mRNA expression of *Mphosph8* in littermate control and homozygous *Mphosph8*^Δ/Δn^ brains. Mean values ± SD were normalized to the housekeeping gene *Gapdh* (*n* = 3). Data are shown for one of two independent experiments. (**B**) Immunoblot analysis of littermate control versus *Mphosph8*^Δ/Δn^ whole-brain extracts using antibodies against MPP8, MORC2A, and β-actin as loading control. The asterisk indicates an unspecific band. (**C**) Body weights of *Mphosph8*^fl/fl^ (*n* = 18), *Nestin-*Cre+ (*n* = 8), heterozygous *Mphosph8*^Δ/+n^ (*n* = 7), and *Mphosph8*^Δ/Δn^ (*n* = 9) male littermates ± SD during the first 3 months of age. Data from several litters were pooled. (**D**) Kaplan-Meier survival curve over the first 300 days of control versus *Mphosph8*^Δ/Δn^ littermates. Data from several litters were pooled (*n* > 27), and survival curves were compared by the Log-rank (Mantel-Cox) test. (**E**) Representative macroscopic photographs of control (left) and *Mphosph8*^Δ/Δn^ (right) mouse heads (scale bars, 1 cm). (**F**) Body weights, brain weights, and brain/body ratios of control compared to *Mphosph8*^Δ/Δn^ adult (at 3 to 4 months) littermates. Data from two independent experiments were pooled and shown as mean values ± SD (*n* = 8). (**G** to **I**) Representative macroscopic images (G), in vivo MRI scans (H; scale bar, 10 mm), and NeuN immunohistochemistry (I; scale bars, 2 mm) of control (left) and *Mphosph8*^Δ/Δn^ (right) littermate adult (at 3 to 4 months) brains. In total, at least three mice per genotype were analyzed. OB, olfactory bulb; CTX, cerebral cortex; HC, hippocampus; RC, rostral colliculus; CC, caudal colliculus; TM, tegmentum; CB, cerebellum. Arrows indicate widening of collicular regions of the midbrain. For (A) and (F), each data point represents an individual mouse. *P* values were calculated using the Student’s *t* test. **P < 0.01; ***P < 0.001; ns, not significant.

**Fig. 2.**
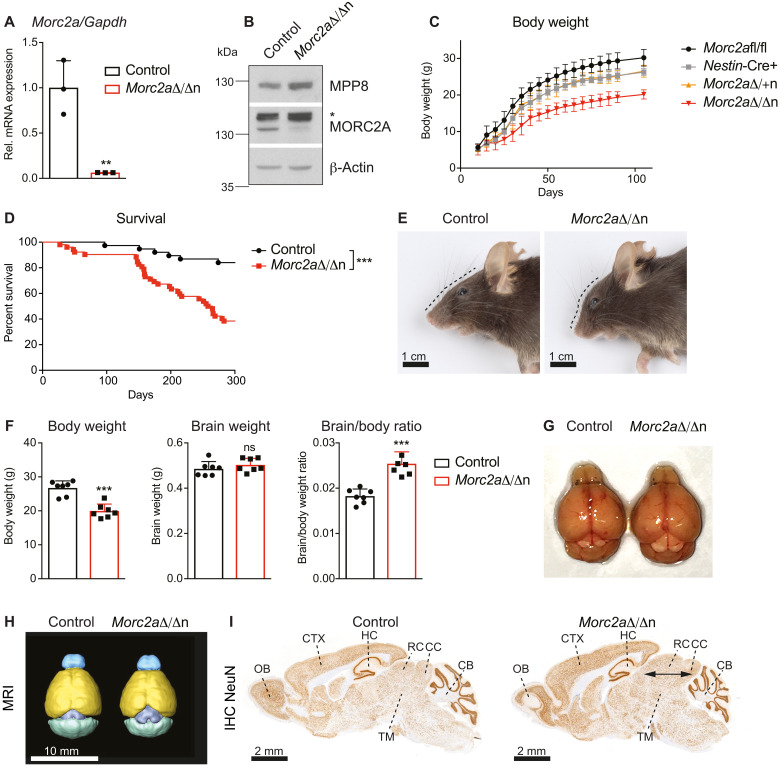
Altered brain architecture in *Morc2a* knockout mice. (**A**) Relative mRNA expression of *Morc2a* in littermate control and homozygous *Morc2a*^Δ/Δn^ brains. Mean values ± SD were normalized to the housekeeping gene *Gapdh* (*n* = 3). Data are shown for one of two independent experiments. (**B**) Immunoblot analysis of littermate control versus *Morc2a*^Δ/Δn^ whole-brain extracts with antibodies against MPP8, MORC2A, and β-actin as loading control. The asterisk indicates an unspecific band. (**C**) Body weights of *Morc2a*^fl/fl^ (*n* = 13), *Nestin-*Cre+ (*n* = 8), heterozygous *Morc2a*^Δ/+n^ (*n* = 8), and *Morc2a*^Δ/Δn^ (*n* = 11) male littermates (± SD) during the first 3 months of age. Data from several litters were pooled. (**D**) Kaplan-Meier survival curve over the first 300 days of control versus *Morc2a*^Δ/Δn^ littermates. Data from several litters were pooled (*n* > 35) and survival curves were compared by the Log-rank (Mantel-Cox) test. (**E**) Representative macroscopic photographs of control (left) and *Morc2a*^Δ/Δn^ (right) mouse heads (scale bars, 1 cm). (**F**) Body weights, brain weights, and brain/body ratios of control compared to *Morc2a*^Δ/Δn^ adult (at 3 to 4 months) littermates. Data from two independent experiments were pooled and are shown as mean values ± SD (*n* = 7). (**G** to **I**) Representative macroscopic images (G), in vivo MRI scans (H; scale bar, 10 mm), and NeuN immunohistochemistry (I; scale bars, 2 mm) of control (left) and *Morc2a*^Δ/Δn^ (right) littermate adult (at 3 to 4 months) brains. In total, at least three mice per genotype were analyzed. Arrows indicate widening of collicular regions of the midbrain. For (A) and (F), each data point represents an individual mouse. *P* values were calculated using the Student’s *t* test. **P < 0.01; ***P < 0.001.

Morphologically, both *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice featured varying degrees of cranial alterations including skulls that ranged from normal to moderately domed (Figs. 1E and 2E). Nervous system–specific deletions of *Mphosph8* or *Morc2a* led to markedly elevated brain/body ratios (Figs. 1F and 2F). In both *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice, the increase in brain mass corresponded to a partial macroencephaly featuring enlargement (dorsoventral and mediolateral expansion), predominantly of the collicular (tectal) and tegmental regions of the midbrain. This resulted in widening of the distance between the occipital lobes and the cerebellar vermis and imparted the appearance of exposed rostral and caudal colliculi. These changes were consistently observed by macroscopic examination (Figs. 1G and 2G) and magnetic resonance imaging (MRI; Figs. 1H and 2H), as well as in histologic sections (Figs. 1I and 2I). Quantitative immunohistochemistry revealed an increased density of RBFOX3^+^ (NeuN^+^) nuclei, especially in the colliculi (fig. S2, A to D), indicative of increased numbers of neurons. Glial fibrillary acidic protein immunohistochemistry did not reveal any apparent differences in astrocyte numbers and distribution, suggesting that the observed morphologic expansion was attributable to increases in the neuronal rather than astrocytic components of the neuropil (fig. S2, E and H). Notably, we found no histomorphological alterations in the olfactory bulb, cerebellar folia, the cerebral cortex, or the hippocampal formation (fig. S2, C, D, F, G, I, and J). These data show that neuronal loss of murine MPP8 or MORC2A results in a morphological and neuronal expansion of defined brain areas.

### *Mphosph8* and *Morc2a* double mutant mice

To study whether the loss of both MPHOSPH8 and MORC2A leads to more severe phenotypes, we generated *Mphosph8*^Δ/Δn^ *Morc2a*^Δ/Δn^ mice lacking both *Mphosph8* and *Morc2a* in the nervous system. Loss of *Mphosph8* and *Morc2a* was verified by quantitative RT-PCRs and immunoblots from whole brains of control (*Mphosph8*^fl/fl^ *Morc2a*^fl/fl^) and *Mphosph8*^Δ/Δn^ *Morc2a*^Δ/Δn^ littermates (fig. S3, A and B). Upon *Nestin-*Cre–mediated double deletion of both *Mphosph8* and *Morc2a*, these mice showed elevated brain/body ratios and altered brain architecture including exposed colliculi, very similar to the changes observed in *Mphosph8*^Δ/Δn^ or *Morc2a*^Δ/Δn^ single-mutant mice (fig. S3, C to H). We observed a synergistic effect on mortality whereby survival rates of double-mutant mice decreased after already 150 days to 50% and after 300 days to 20% (fig. S3I). These data indicate that, apart from enhanced lethality, double knockout of *Mphosph8* and *Morc2a* leads to similar brain architecture phenotypes as in single-mutant mice, suggesting that these two proteins act in the same molecular complex.

### *Mphosph8* or *Morc2a* deficiency affects motor and memory functions

To evaluate the pathophysiological consequences of *Mphosph8* or *Morc2a* neuronal inactivation, we performed various behavioral tests analyzing locomotion, learning, and memory in adult mice. Since *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice showed the most notable neuroanatomic alterations in the midbrain, we paid special attention to motor control and coordination abilities. Both *Mphosph8* and *Morc2a* single-knockout mice exhibited decreased locomotor activity in PhenoMaster cages (Fig. 3, A and B) and in the open field test (Fig. 3, C and D). Moreover, the mutant mice exhibited reduced motor performance and impaired motor functions on the Rotarod test (Fig. 3, E and F). To exclude *Nestin*-Cre–specific effects, we performed similar experiments comparing *Nestin*-Cre^−^ and *Nestin*-Cre^+^ mice and observed no significant differences in any of these assays (fig. S4, A to C). *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice also exhibited reduced neuromuscular function in the grip strength test (Fig. 3, G and H), similar to the findings in human patients with *MORC2* mutations (*18*).

**Fig. 3.**
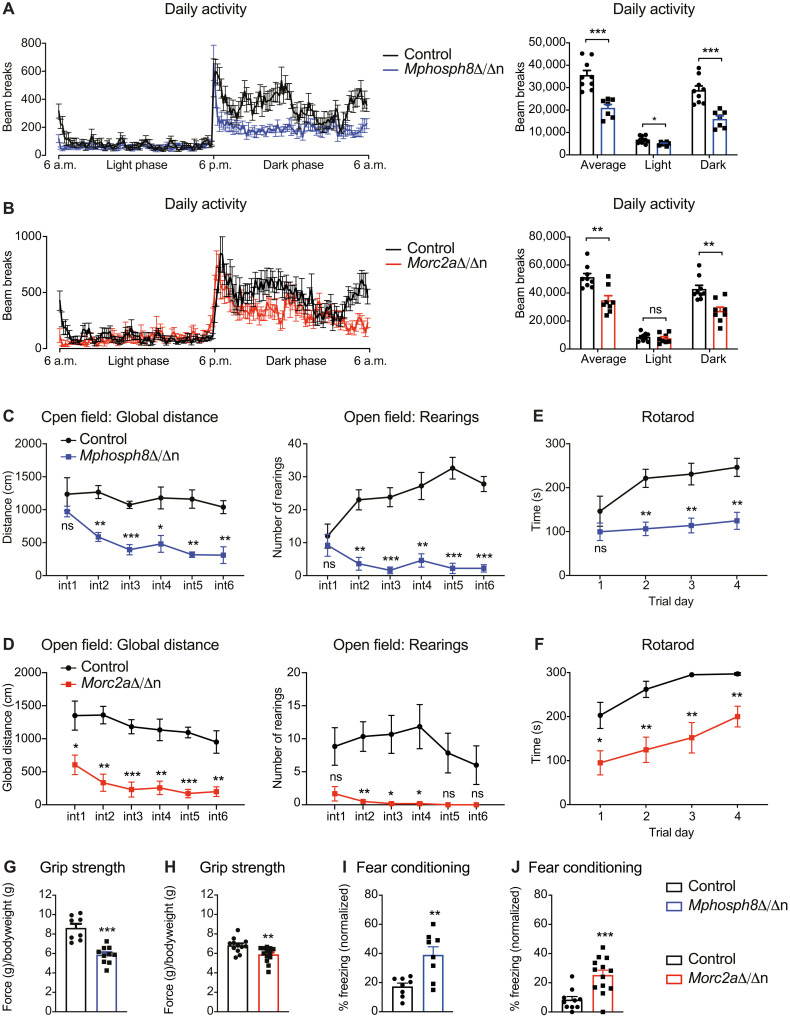
Decreased motor performance and enhanced fear memory upon loss of *Mphosph8* or *Morc2a*. (**A** and **B**) Daily activity in PhenoMaster cages measured by beam breaks of *Mphosph8*^Δ/Δn^ mice (A, *n* > 5) and *Morc2a*^Δ/Δn^ mice (B, *n* > 7) compared to their respective control littermates over 24 hours. Data from two independent experiments were pooled and shown as mean values ± SEM. (**C** and **D**) Global distance and number of rearings of *Mphosph8*^Δ/Δn^ mice (C) and *Morc2a*^Δ/Δn^ mice (D) compared to their control littermates in the open field test. Data are shown as mean values ± SEM (*n* > 5) and are representative of one of two independent experiments. (**E** and **F**) Latency to fall from the accelerating Rotarod of *Mphosph8*^Δ/Δn^ mice (E) and *Morc2a*^Δ/Δn^ mice (F) compared to control littermates. Data from two independent experiments were pooled and shown as mean values ± SEM (*n* > 8). (**G** and **H**) Four-paw grip strength normalized to body weights of *Mphosph8*^Δ/Δn^ mice (G) and *Morc2a*^Δ/Δn^ mice (H) compared to control littermates. Data from two independent experiments were pooled and shown as mean values ± SEM (*n* > 7). (**I** and **J**) Percent freezing in the fear-context box normalized to training without foot shock of *Mphosph8*^Δ/Δn^ mice (I) and *Morc2a*^Δ/Δn^ mice (J) compared to control littermates. Data from two independent experiments were pooled and shown as mean values ± SEM (*n* > 7). For the right panels in (A) and (B) and for (G) to (J), each data point represents an individual mouse. *P* values were calculated using the Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

*Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice did not show any changes in the spontaneous alternation performance in the Y-maze as well as anxiety in the elevated plus maze, but both knockout mice showed improved hippocampal-dependent fear-context memory (Fig. 3, I and J, and fig. S4, D to G). While the mice showed no apparent differences in finding the visual platform in the Morris water maze, *Mphosph8*^Δ/Δn^ and, to some extent, *Morc2a*^Δ/Δn^ mice performed worse in finding the hidden platform in the Morris water maze test in short-term and long-term probe trials, indicating impaired spatial learning (fig. S4, H and I). *Mphosph8* and *Morc2a* knockout mice did not show any evidence of ataxia or gait-related problems using the catwalk assay (fig. S4, J and K). Thus, increased midbrain sizes and accompanying brain architectural changes in *Mphosph8* and *Morc2a* mutant mice are associated with defective motor functions and spatial learning, yet improved fear-context memory.

To noninvasively determine physiological and functional changes in the mouse brain at rest, we used resting-state functional MRI (fMRI). The level of oxygen supply is synchronized throughout the brain, and this synchrony can be measured as amplitude of low-frequency fluctuation (ALFF) of the signal (*20*). Different stressors and neurological disturbances can lead to disruption of the synchrony and manifest as changes in ALFF signal. Both *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice showed changes in resting-state activation with significantly increased neuronal activation throughout the cortex and reduced activation in the posterior brain (fig. S5, A and B). The similar patterns of brain activation found in both *Mphosph8* and *Morc2a* knockout mice suggest that MPP8 and MORC2A play similar roles in neuronal activation and synaptic connectivity. Together, this indicates that deletion of *Mphosph8* and *Morc2a* results in comparable alterations of defined brain circuits at rest.

### Up-regulation of clustered protocadherins upon loss of *Mphosph8* or *Morc2a*

Since MPP8 is part of the repressive HUSH complex, we assessed transcriptional changes upon loss of *Mphosph8* and performed RNA sequencing (RNA-seq) from control *Nestin*-Cre^+^ and *Mphosph8*^Δ/Δn^ littermate whole brains at postnatal day 14. To estimate repetitive element enrichment using the RNA-seq data, we used the *DESeq2* and *piPipes* pipelines and detected no major changes in repetitive elements, with the exception of a slight up-regulation of major satellite repeats (GSAT_MM) and some LTRs and LINE elements (fig. S6, A to C). Differentially expressed protein coding genes contained only two down-regulated (including *Mphosph8*) and 55 up-regulated genes (fold change >2, adjusted *P* value <0.05), which were highly enriched in synapse assembly, synapse organization, and cell-cell adhesion gene ontology categories (fig. S6D). Twenty-one of the fifty-five up-regulated genes were from the protocadherin (Pcdh) gene cluster on chromosome 18 (fig. S6E). These clustered protocadherins comprise a large family of cell surface molecules expressed in the developing vertebrate nervous system. In contrast to classic cadherin genes, many of the encoded ectodomains of each member of the protocadherin gene cluster are present in one large exon and do not contain any introns (*21*). Besides clustered protocadherins, 11 other genes consisting of only one exon were significantly up-regulated more than twofold (fig. S6E). This is in accordance with a recent study showing that the HUSH complex represses long intronless elements including LINE-1 retrotransposons and intronless transgenes, which are thereby recognized as invading genetic elements (*22*) and suggests that MPP8 and MORC2A silence clustered Pcdhs because of their intronless repetitive-like nature. Pcdh combinations in individual neurons provide a barcode that mediates the precise molecular recognition of synaptic partners and are involved in synapse development and neuronal fidelity (*23*–*25*). This family of adhesion molecules has also been implicated in brain evolution (*26*, *27*).

The up-regulation of protocadherins was detected comparably two- to fourfold in different brain regions upon loss of both *Mphosph8* or *Morc2a* as representatively shown for *Pcdhb14* (Fig. 4, A and B). Because of the neuron-specific expression of protocadherins, we optimized a protocol for flow cytometry–based sorting of NeuN-immunotagged brain nuclei. 

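RNA of NeuN+ nuclei sorted from adult mouse brains was sequenced in 10 libraries, 5 control, 3 *Mphosph8* Δ/Δn and 2 *Morc2a* Δ/Δn. All control libraries were from mice with floxed alleles and without the *Nestin*-Cre transgene, replicates 1 to 3 from the *Mphosph8* floxed line and replicates 4 and 5 from the *Morc2a* floxed line. All 10 libraries were male by their counts, with 0 counts on *Xist* and between 733 and 1359 on *Ddx3y*. The authors enriched poly(A) RNA, sequenced single reads, removed adapters and reads on abundant sequences such as rDNA, aligned the rest to GRCm38 with STAR 2.6.0c and counted reads in genes with featureCounts. The deposited values are whole-number read counts for 54532 genes without normalization, and all normalized values, given as CPM, were computed from them here. The total count was between 6686038 and 10764555 in the control libraries (median 10003517), between 9475921 and 10357845 in the *Mphosph8* Δ/Δn libraries (median 9602104), and 9579220 and 9729647 in the *Morc2a* Δ/Δn libraries. A count of 0 allows up to 3 counts, or 0.279 to 0.449 CPM depending on the library, and this limit covers counting error only.

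Counts were normalized by edgeR's TMM method, and 18573 genes passed its filter on low counts. The 3 groups were compared in 1 fit of all 10 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes were called at an adjusted p below 0.05 and a fold change above 2, the threshold of Fig. 4E. The biological coefficient of variation was 0.375. In simulated counts with the sizes and means of these libraries, in which 200 genes were changed 4-fold, the test called 69.0% of the changed genes in the *Mphosph8* Δ/Δn comparison (17809 genes tested) and 62.5% in the *Morc2a* Δ/Δn comparison (17827 genes tested). False calls were 1.43% and 4.58% of its calls.

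*Mphosph8* (ENSMUSG00000079184, chromosome 14 of GRCm38 from 56668248 to 56697430) had 38.7 ± 6.81 CPM (SD, n = 5) in control, 30.7 ± 10.2 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 39.7 ± 2.48 CPM (SD, n = 2) in *Morc2a* Δ/Δn libraries. Its log2 fold change in *Mphosph8* Δ/Δn was -0.34 (standard error 0.23, adjusted p = 0.967 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its counts were between 257 and 495 in the control and between 182 and 372 in the *Mphosph8* Δ/Δn libraries. *Morc2a* (ENSMUSG00000034543, chromosome 11 from 3649191 to 3690477) had 140 ± 14.7 CPM (SD, n = 5) in control, 180 ± 23.7 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 219 ± 5.46 CPM (SD, n = 2) in *Morc2a* Δ/Δn libraries. Its log2 fold change in *Morc2a* Δ/Δn was 0.64 (standard error 0.14), which was not past the threshold (adjusted p = 0.0916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave the smallest adjusted p, 0.00237, at the same log2 fold change. Over the alternatives that left out no single library the adjusted p was between 0.00237 and 0.210. With 1 library left out it was between 0.0722 and 0.401, the largest without *Morc2a* Δ/Δn replicate 2 (edgeR). *Rbfox3*, which encodes NeuN, had 232 ± 49.4 CPM (SD, n = 5) in control, 272 ± 52.7 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 265 ± 20.1 CPM (SD, n = 2) in *Morc2a* Δ/Δn libraries.

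In both genes, exon 4 is flanked by loxP sites. In GENCODE M21 on GRCm38 it spans 97 bases of *Mphosph8* (chromosome 14 from 56676522 to 56676618) and 35 bases of *Morc2a* (chromosome 11 from 3661829 to 3661863), 2.7% and 0.545% of the exonic bases of each gene. The paper states that mRNA without this exon is subject to nonsense-mediated decay. Of the transcript in which its position was read, exon 4 is 3.3% for *Mphosph8* and 0.688% for *Morc2a*. Loss of the exon alone would take about such shares from a count over the whole gene, if reads are spread evenly over the bases. Decay would instead lower the whole count of the RNA it reaches, and it was not measured in the RNA of nuclei here. The counts of *Mphosph8* in *Mphosph8* Δ/Δn libraries overlap those of the controls, those of *Morc2a* in *Morc2a* Δ/Δn libraries are higher, and neither shows which libraries lack the exon.

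**Figure D1:**
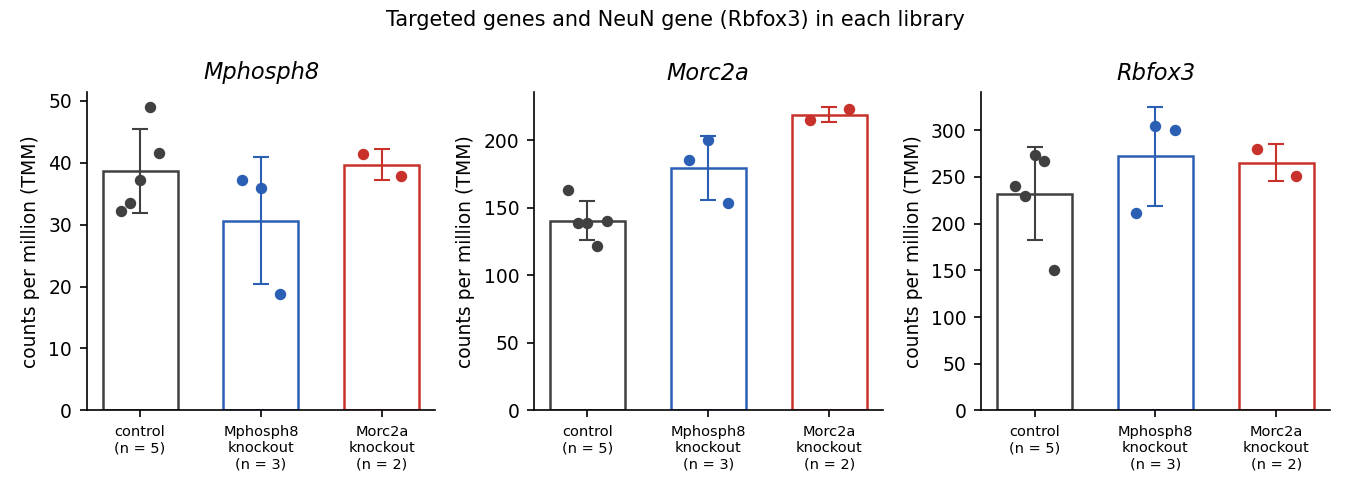
CPM of *Mphosph8*, *Morc2a* and *Rbfox3* in each library, on linear axes from 0. Points are libraries, open bars are group means and error bars are SD. The *Mphosph8* values of the *Mphosph8* Δ/Δn libraries overlap those of the controls, and both *Morc2a* Δ/Δn libraries lie above every control for *Morc2a*.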

Fluorescence-activated cell sorting (FACS) of freshly isolated neuronal nuclei (NeuN^+^) and non-neuronal nuclei of the brain (NeuN^−^) revealed an almost exclusive expression of MPP8 and MORC2A in neurons but not in non-neuronal cells of the brain (Fig. 4, C and D, and fig. S7A). 

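In the annotation of GRCm38, the cPcdhs comprise 58 genes on the plus strand of chromosome 18 between 36930184 and 37841873, 14 *Pcdha*, 22 *Pcdhb* and 22 *Pcdhg* genes. Of these, 49 passed the filter on low counts, 9 *Pcdha*, 21 *Pcdhb* and 19 *Pcdhg* genes. The genes of the *Pcdha* and *Pcdhg* arrays have their last exons in common: the tested *Pcdha* genes share 48.6 to 63.6% and the tested *Pcdhg* genes 31.5 to 73.6% of their exonic bases with other genes. The paper's text does not name how reads on shared bases were counted. *Pcdhga10*, with 100% of its exonic bases shared, had 0 counts in every library, and *Pcdhgc3* (66.9%) had 0 or 1. *Pcdhgc4*, in the same array, had 321 to 1947. These counts argue against crediting such reads to every *Pcdhg* gene that covers them. Values of single *Pcdha* and *Pcdhg* genes may thus leave out reads on shared bases and are uncertain. Most *Pcdhb* genes share no exonic base with another gene, with the exceptions of *Pcdhb12* (63.5%), *Pcdhb21* (9.7%) and *Pcdhb22* (6.9%), but they are paralogs whose single 50-base reads cannot always be told apart.

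Summed over all 58 genes, the cPcdhs had 394 ± 77.9 CPM (SD, n = 5) in control, 1075 ± 124 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 730 ± 86.9 CPM (SD, n = 2) in *Morc2a* Δ/Δn libraries. Every knockout library lay above the highest control library (475 CPM). The log2 difference was 1.46 in *Mphosph8* Δ/Δn (two-sided exact permutation test, p = 0.0357, the smallest p that 5 against 3 libraries allow) and 0.91 in *Morc2a* Δ/Δn (exact permutation test, p = 0.0952, the smallest that 5 against 2 allow, so that this design cannot reach 0.05). Setting each knockout against the controls of its own floxed line moved these differences most, to 1.25 (exact permutation p = 0.1) and 1.22 (exact permutation p = 0.333), the smallest p-values that 3 against 3 and 2 against 2 libraries allow. The rise lay in the *Pcdhb* genes, from 243 ± 37.7 CPM (SD, n = 5) to 671 ± 61.8 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 438 ± 18.8 CPM (SD, n = 2) in *Morc2a* Δ/Δn, and in the *Pcdhg* genes, from 138 ± 46.3 CPM to 386 ± 49.3 CPM and 278 ± 68.4 CPM. The *Pcdha* genes had 13.5 ± 2.64 CPM in control, 17.7 ± 13.8 CPM in *Mphosph8* Δ/Δn and 13.6 ± 0.228 CPM in *Morc2a* Δ/Δn libraries, a difference within the spread between libraries (exact permutation p = 0.75 and 0.952).

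**Figure D2:**
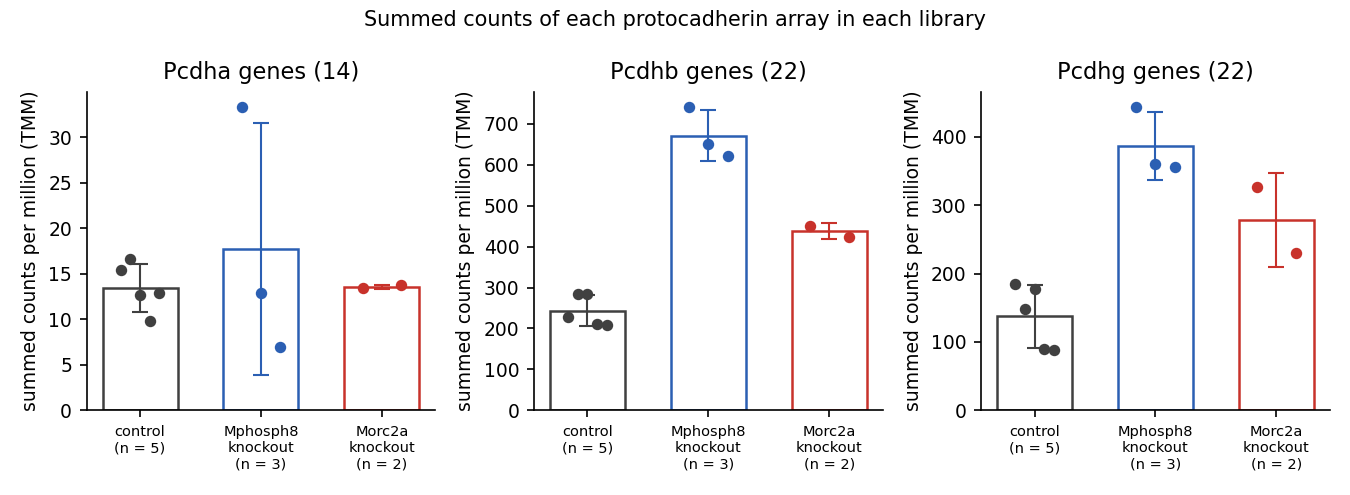
Summed CPM of the *Pcdha*, *Pcdhb* and *Pcdhg* genes in each library, on linear axes from 0 with a different range for each array. Points are libraries, open bars are group means and error bars are SD. The knockout libraries lie above all control libraries for *Pcdhb* and *Pcdhg*, whereas for *Pcdha* 1 *Mphosph8* Δ/Δn library reaches 33.3 CPM and the others lie among or below the controls.

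As a set, the 49 tested cPcdhs were higher in *Mphosph8* Δ/Δn (p = 9.1e-05 from limma's fry, a rotation test used in place of an exact permutation test) and in *Morc2a* Δ/Δn (fry, p = 0.0056). The camera test, with a preset correlation of 0.01 between genes, gave p-values of 1.57e-58 and 3.73e-13, and the set remained below 0.05 with the correlation estimated from the data (p = 1.18e-04 and 0.0111). Of the 49 genes, 44 had a positive log2 fold change in *Mphosph8* Δ/Δn (median 1.34) and 37 in *Morc2a* Δ/Δn (median 0.83). With the genes that had no count in a group set to a limit of 3 counts over that group, the medians were the same. By array, fry gave p-values of 6.1e-06 and 5.76e-04 for the *Pcdhb* genes, 2.24e-04 and 0.0145 for the *Pcdhg* genes, and 0.876 and 0.986 for the *Pcdha* genes in *Mphosph8* Δ/Δn and *Morc2a* Δ/Δn. For the *Pcdha* genes in *Morc2a* Δ/Δn the median was 0.23, the mean was -0.60 and fry pointed downward, whereas camera pointed upward, as did fry against the controls of the same line (a rotation test in place of an exact permutation test, p = 0.618, median 1.13), so that no direction is shown. Adjusted over the list alone, 24 of the 49 genes in *Mphosph8* Δ/Δn and 13 in *Morc2a* Δ/Δn were below 0.05, all of them higher, against 12 and 2 when adjusted over all genes tested. The paper first reported a rise of cPcdhs after the loss of *Mphosph8* in other libraries, of whole brains, and then in these libraries too. The counts over the list thus use libraries that the paper already reported and are not independent evidence.

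Of the 12 cPcdhs past the threshold in *Mphosph8* Δ/Δn, the largest rises were in *Pcdhb6*, *Pcdhb8*, *Pcdhb14*, *Pcdhga6* and *Pcdhb15*. The number of cPcdhs past it was 6 without control replicate 1, 4 without *Mphosph8* Δ/Δn replicate 1 and 5 without *Mphosph8* Δ/Δn replicate 2 or 3. *Pcdhb6* (ENSMUSG00000051678, 37333921 to 37337674) rose from 5.51 ± 3.14 CPM (SD, n = 5) to 46.0 ± 4.47 CPM (SD, n = 3), a log2 fold change of 3.04 (standard error 0.33, adjusted p = 2.81e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pcdhb8* (ENSMUSG00000045876, 37355121 to 37358604) rose from 8.14 ± 4.81 to 62.1 ± 7.72 CPM, a log2 fold change of 2.92 (standard error 0.35, adjusted p = 9.11e-04 from the same edgeR test). *Pcdhb14* (ENSMUSG00000044043, 37447656 to 37456350, 1 exon) rose from 11.2 ± 6.21 to 48.2 ± 13.0 CPM, a log2 fold change of 2.09 (standard error 0.35, edgeR adjusted p = 0.0231). Its adjusted p was above 0.05 without control replicate 1 (edgeR, 0.0721), *Mphosph8* Δ/Δn replicate 1 (0.167) or *Mphosph8* Δ/Δn replicate 2 (0.167). *Pcdhga6* (ENSMUSG00000103793, 37707039 to 37841873, 44.8% of its exonic bases shared) rose by 1.97 (edgeR adjusted p = 0.0349), and with each of the 10 libraries left out in turn its adjusted p was between 0.0503 and 0.171. *Pcdhb15* (ENSMUSG00000047033, 37473540 to 37476340) rose from 8.14 ± 1.88 to 26.8 ± 10.4 CPM, by 1.71 on the log2 scale (edgeR adjusted p = 0.0209), and was not past the threshold without control replicate 1 (edgeR adjusted p = 0.0545) or 3 (0.0554) or *Mphosph8* Δ/Δn replicate 1 (0.171) or 3 (0.052). Against the controls of the same line alone, 7 of the 12 cPcdhs were past the threshold in *Mphosph8* Δ/Δn, and *Pcdhga6* and *Pcdhb15* were not (edgeR adjusted p = 0.206 and 0.0819). With the replicate number as a block, *Pcdhb14*, *Pcdhga6* and *Pcdhb15* were not (edgeR adjusted p = 0.073, 0.362 and 0.103).

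In *Morc2a* Δ/Δn, *Pcdhb6* had 27.4 ± 7.56 CPM (SD, n = 2), a log2 fold change of 2.29 (standard error 0.36, adjusted p = 0.0174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Pcdhb15* had 26.2 ± 3.38 CPM, a log2 fold change of 1.68 (standard error 0.31, edgeR adjusted p = 0.0438). The call for *Pcdhb6* was lost without control replicate 1 (edgeR adjusted p = 0.0502), *Mphosph8* Δ/Δn replicate 2 (0.0549), *Morc2a* Δ/Δn replicate 1 (0.104) or *Morc2a* Δ/Δn replicate 2 (0.0618), and that for *Pcdhb15* without any library other than control replicates 4 and 5 (edgeR adjusted p up to 0.177) and against the controls of the same line (0.201). With only both groups compared or the replicate number as a block, neither gene was past the threshold (edgeR adjusted p = 0.116 and 0.0555 for *Pcdhb6*, 0.0986 and 0.082 for *Pcdhb15*). *Pcdhb14* had 30.6 ± 4.53 CPM, a log2 fold change of 1.44 (standard error 0.39) that was not past the threshold (edgeR adjusted p = 0.181), while both libraries lay above every control. Over the alternatives that left out no single library its adjusted p was between 7.13e-05 and 0.259, with 1 library left out it was between 0.138 and 0.544 (edgeR), and it was past the threshold without a filter on low counts, against the controls of the same line and by DESeq2. *Pcdhb3* (ENSMUSG00000045498, 37300799 to 37304585) had log2 fold changes of 1.16 in *Mphosph8* Δ/Δn and 0.50 in *Morc2a* Δ/Δn (edgeR adjusted p = 0.655 and 0.725). Without a filter on low counts its adjusted p in *Mphosph8* Δ/Δn was 0.0341, and it was up to 0.884 in the other settings. *Pcdhb2* (ENSMUSG00000051599, 37294812 to 37297624) had 0 to 27 counts in the control, 0 to 11 in the *Mphosph8* Δ/Δn and 0 to 1 in the *Morc2a* Δ/Δn libraries, too few to show a change at this depth (edgeR adjusted p = 0.997 and 0.64). No cPcdh was lower past the threshold in either knockout by edgeR, DESeq2 or limma-voom, and 1, *Pcdha12* in *Morc2a* Δ/Δn with 0 counts in both libraries, was lower at an unadjusted p below 0.05 by edgeR.

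The genes beside and between the arrays were tested for comparison. The 24 protein-coding genes within 500000 bases before or after the cluster had a median log2 fold change of -0.0195 in *Mphosph8* Δ/Δn, with a range of -0.59 to 0.90, and of -0.06 in *Morc2a* Δ/Δn, and none of them was past the threshold in *Mphosph8* Δ/Δn. Inside the cluster 10 other genes were tested, with a median of 0.80 in *Mphosph8* Δ/Δn and 0.34 in *Morc2a* Δ/Δn. Of these, 5 rose by more than 1 on the log2 scale in *Mphosph8* Δ/Δn, the lincRNA gene *3222401L13Rik*, which alone was past the threshold, *Gm37446* (3.52, with 67.6% of its exonic bases shared), *Gm18529* (3.03), *Gm36858* (1.6) and *Gm24401* (1.59), and 4 were below 0. The 2 protein-coding genes among the 10, *Slc25a2* and *Taf7*, lie between the *Pcdhb* and *Pcdhg* arrays and had log2 fold changes of -0.99 and -0.24 in *Mphosph8* Δ/Δn (edgeR adjusted p = 0.997 for both).

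**Figure D3:**
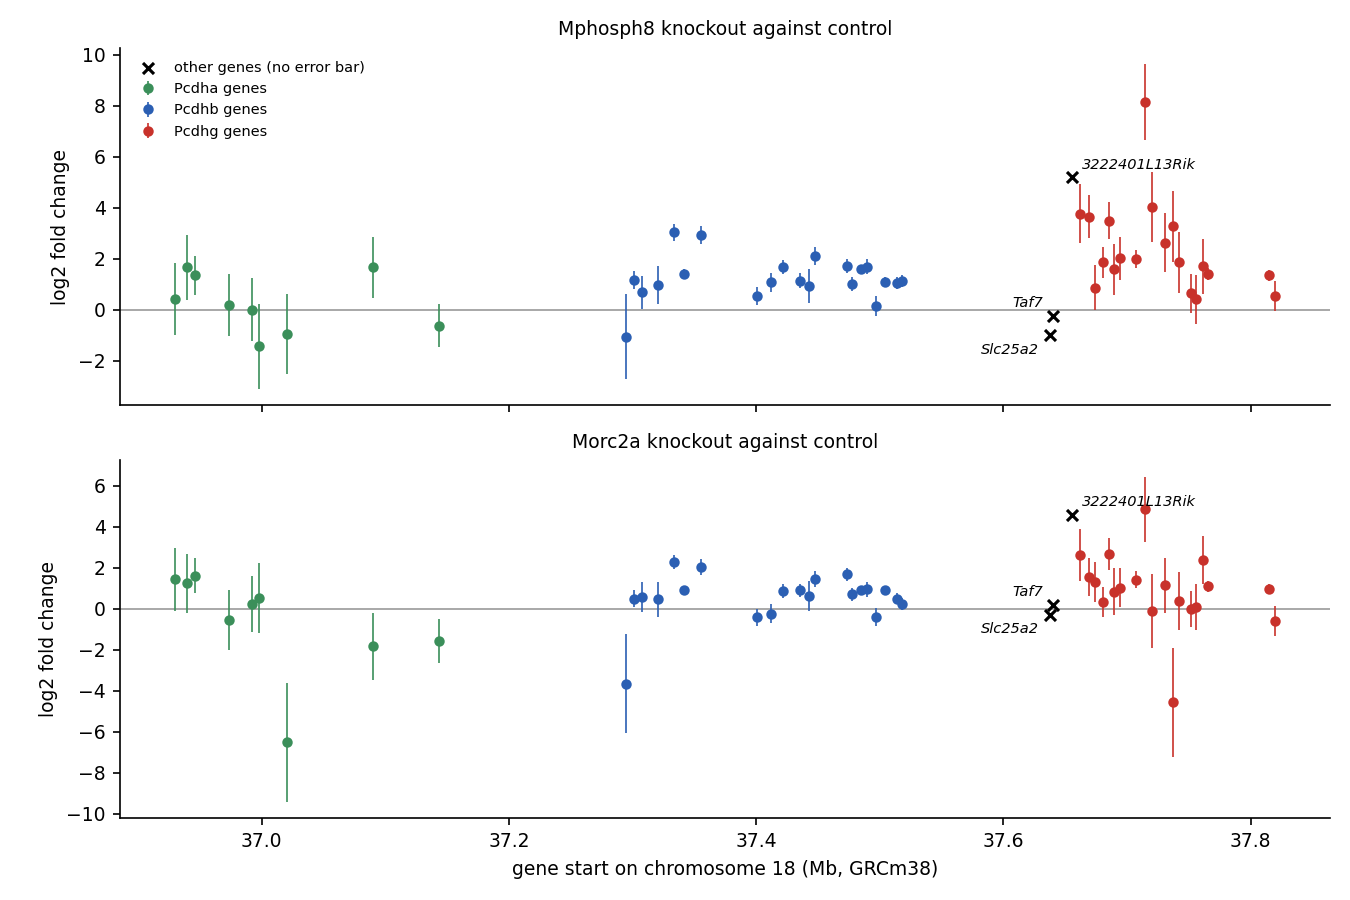
Log2 fold change of each tested cPcdh against its start on chromosome 18 of GRCm38, in *Mphosph8* Δ/Δn (top) and *Morc2a* Δ/Δn (bottom) compared with control. Error bars are standard errors from the edgeR fit, and crosses are protein-coding and lincRNA genes inside the cluster that are not protocadherins. Of the points, 44 lie above 0 in *Mphosph8* Δ/Δn and 37 in *Morc2a* Δ/Δn, and points below -4 or above 4.5 rest on groups with few or no counts.

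The paper reasons that protocadherins are expressed in neurons, and for this reason measured them in sorted nuclei. From the RNA of these nuclei it states a rise of the cPcdhs after the loss of either gene (Fig. 4E).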

Loss of either *Mphosph8* or *Morc2a* resulted in an up-regulation of clustered protocadherins (cPcdhs) in NeuN^+^ neuronal nuclei (Fig. 4E and fig. S7B). The observed up-regulation of cPcdhs could stem from the fact that the expression level of already expressed protocadherins is elevated or that there are increased numbers of protocadherins per cell, i.e., more cells express any particular cPcdh. 

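The libraries of NeuN+ nuclei give a number of cPcdh members with counts and a level for each member, both over the pooled nuclei of a library. Of the 58 members, 41 to 52 had at least 1 count in the control, 43 to 54 in the *Mphosph8* Δ/Δn, and 45 and 49 in the *Morc2a* Δ/Δn libraries. With all libraries thinned at random to 6686038 counts (means of 100 draws), 40.2 to 50.7 members had a count in the control, 43.0 to 53.5 in the *Mphosph8* Δ/Δn and 44.2 and 48.5 in the *Morc2a* Δ/Δn libraries. These numbers overlapped between the groups (two-sided exact permutation test on the thinned numbers, p = 0.464 and 0.857). More than 1 CPM was reached by 27 to 35 members in the control, 40 to 45 in the *Mphosph8* Δ/Δn and 38 and 39 in the *Morc2a* Δ/Δn libraries (exact permutation p = 0.0357 and 0.0952, the smallest that 5 against 3 and 5 against 2 libraries allow).

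When the 49 tested members were split by their mean CPM in the control libraries, the 25 lower ones (0 to 2.24 CPM) had a median log2 fold change of 1.58 in *Mphosph8* Δ/Δn and 0.63 in *Morc2a* Δ/Δn, with 21 and 18 of them higher than in control. The 24 higher ones (2.84 to 67.0 CPM) had medians of 1.25 and 0.88, with 23 and 19 of them higher. A split by the mean over all libraries gave medians of 0.97 and 0.54 for the lower and 1.40 and 0.91 for the higher members. Each split uses libraries that also enter the fold change, and which members rose more in *Mphosph8* Δ/Δn depends on the split. The most abundant members in the control libraries, *Pcdhgc4* (67.0 ± 22.9 CPM, SD, n = 5), *Pcdhga12* (47.3 ± 16.7 CPM) and *Pcdhb17* (41.8 ± 6.82 CPM), reached 170 ± 27.9, 125 ± 21.8 and 128 ± 9.54 CPM (SD, n = 3) in *Mphosph8* Δ/Δn libraries. The first 2 share 37.9% and 38.1% of their exonic bases with other genes. *Pcdhga7*, with 50.9% of its exonic bases shared, had no count in any control library and 3.74 ± 3.09 CPM (SD, n = 3) in *Mphosph8* Δ/Δn libraries, which is at least 57.1-fold higher than the limit of 3 counts over the 5 control libraries, or 34.7-fold without *Mphosph8* Δ/Δn replicate 2 and 81.6-fold without *Mphosph8* Δ/Δn replicate 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0733). Counts of pooled nuclei do not separate a higher level in each expressing nucleus from a larger number of expressing nuclei.

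**Figure D4:**
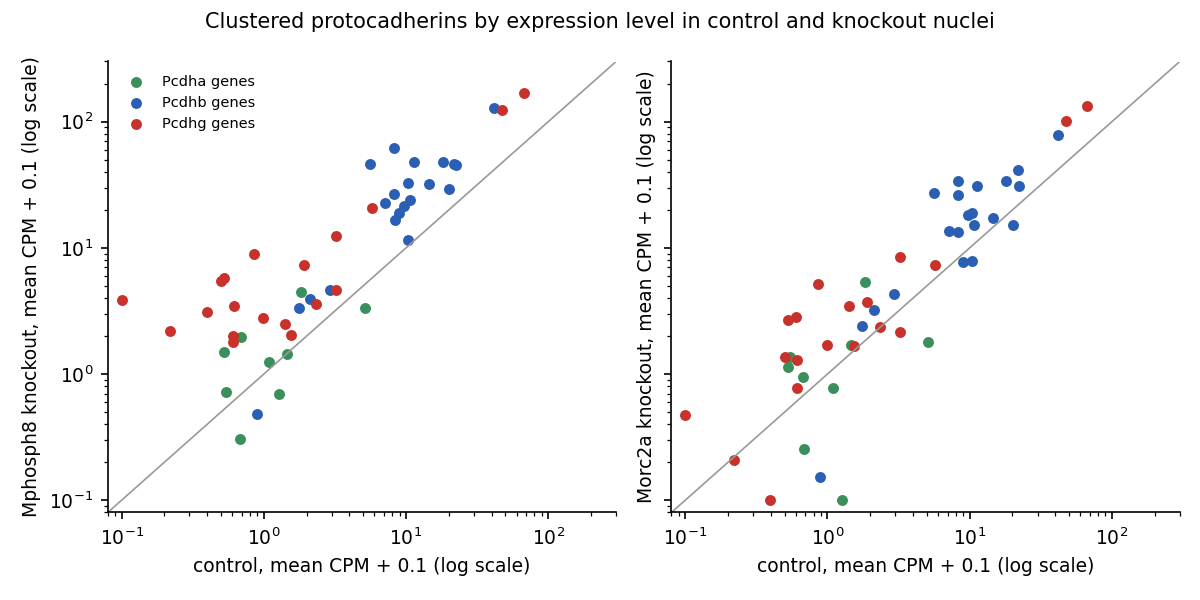
Mean CPM of each tested cPcdh in control (horizontal axis) and knockout libraries (vertical axis), with 0.1 CPM added and both axes on log scales, for *Mphosph8* Δ/Δn (left) and *Morc2a* Δ/Δn (right). Each point is 1 gene and the gray line marks equal values. In *Mphosph8* Δ/Δn 44 of the 49 genes lie above the line and in *Morc2a* Δ/Δn 38, at low and at high levels in control.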

To explore these hypotheses, we analyzed the expression of two specific protocadherins—*Pcdhb2* and *Pcdhb14*—by chromogenic RNA in situ hybridization (RNAscope) in *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ brains. We indeed found a higher number and proportion of *Pcdhb2*- and *Pcdhb14*-positive cells compared to control littermates (Fig. 4, F and G). To test whether elevated cPcdh expression might expand the neuronal barcodes and increase synaptic connections, we crossed *Morc2a*^Δ/Δn^ animals to mice expressing enhanced green fluorescent protein (EGFP) under the control of a neuronal promoter [Tg(Thy1-EGFP).MJrs mice], which allowed direct examination of dendritic spines in vivo (*28*). We indeed observed increased density of spines in *Morc2a*^Δ/Δn^ brains (Fig. 4H). These data show that in *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ brains, individual neurons express more clustered protocadherin isoforms and exhibit a higher number of synaptic connections.

**Fig. 4.**
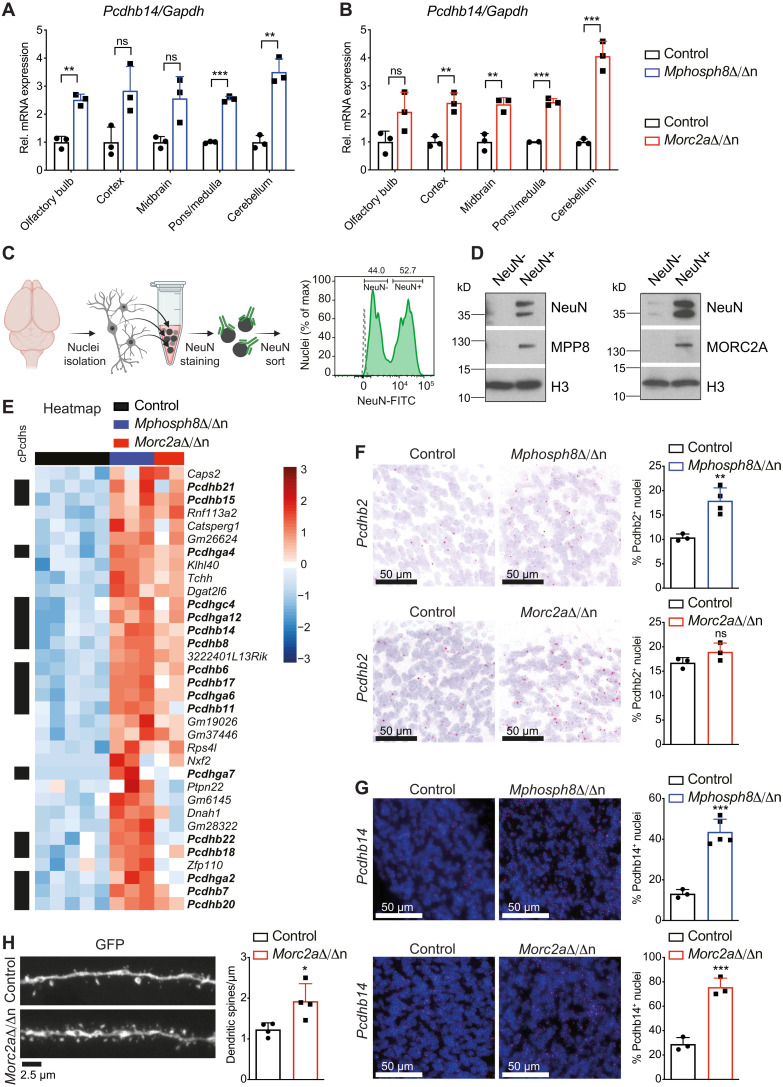
Loss of murine *Mphosph8* or *Morc2a* leads to up-regulation of clustered protocadherins and increased synaptic spines. (**A** and **B**) Relative mRNA expression of *Pcdhb14* in littermate control versus *Mphosph8*^Δ/Δn^ (A) and control versus *Morc2a*^Δ/Δn^ (B) brain areas including the olfactory bulb, cortex, midbrain, pons/medulla, and cerebellum. Mean values ± SD were normalized to the housekeeping gene *Gapdh* (*n* = 3) and the control values were set to 1. (**C**) Schematic illustration (created with Biorender.com) and representative plot of flow cytometry–based sorting of NeuN-immunotagged brain nuclei. The gray dashed line indicates unstained nuclei as background control. (**D**) Immunoblot analysis of NeuN^−^ and NeuN^+^ wild-type brain nuclear extracts as depicted in (C) using antibodies against MPP8, MORC2A, and histone H3 (H3) as loading control. (**E**) Heatmap of up-regulated genes (adjusted *P* value < 0.05, fold change >2 between control and *Mphosph8*^Δ/Δn^) found in an RNA-seq experiment using sorted brain NeuN^+^ nuclei from control, *Mphosph8*^Δ/Δn^, and *Morc2a*^Δ/Δn^ adult littermates. *Z* score is shown from −3 (blue) to 3 (red). (**F** and **G**) In situ hybridization (RNAscope) for *Pcdhb2* (F) and *Pcdhb14* (G) mRNA and quantification in the whole brain of adult (at 3 to 4 months) control versus *Mphosph8*^Δ/Δn^ (top, *n* > 2) and control versus *Morc2a*^Δ/Δn^ (bottom, *n* = 3) littermates (scale bars, 50 μm). A representative image of the granular cell layer of the cerebellum is shown. Data are shown as mean values ± SD. (**H**) Representative maximum-intensity-projection and quantification of z-stacked confocal images of hippocampal CA1 pyramidal cell distal dendrites in control versus *Morc2a*^Δ/Δn^ (*n* = 4; per mouse, three to six individual neurons were counted and averaged) adult littermates (scale bar, 2.5 μm). Data are shown as mean values ± SD. For (A) and (B) and (F) to (H), each data point represents an individual mouse. *P* values were calculated using the Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

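By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 18 genes were past the threshold of Fig. 4E in *Mphosph8* Δ/Δn libraries, all higher than in control. No gene was lower past the threshold by edgeR or limma-voom, against 16 by DESeq2, and 574 genes were lower at an unadjusted p below 0.05. Of the 18 genes, 12 were cPcdhs, and the other 6 were *3222401L13Rik*, *Gh*, *Dnah1*, *Tchh*, *Gm19026* and *Rnf113a2*, of which *Dnah1*, *Tchh* and *Rnf113a2* are named here after their values were seen. DESeq2 version 1.42.0 moved the count most among the alternatives that kept the filter or replaced it with a filter of the tool, to 54 genes (38 higher and 16 lower), among which were 17 of the 18. Testing all genes with a count gave 87 (59 higher and 28 lower). The count fell to 6 without *Mphosph8* Δ/Δn replicate 2, 7 without *Mphosph8* Δ/Δn replicate 1 and 9 without control replicate 1 or *Mphosph8* Δ/Δn replicate 3. The heatmap of Fig. 4E names 34 genes, 17 of them cPcdhs. All 34 were higher on average in the *Mphosph8* Δ/Δn libraries, and in 32 of them every *Mphosph8* Δ/Δn library lay above every control library, which chance gives in 1.79% of splits. Past the threshold in *Mphosph8* Δ/Δn were 17 of the 34 by edgeR, 19 by limma-voom and all 34 by DESeq2. The number by edgeR was 8 without control replicate 1 and 5, 6 and 7 without *Mphosph8* Δ/Δn replicates 1, 2 and 3. In the *Morc2a* Δ/Δn libraries 33 of the 34 were higher than control on average, with *Ptpn22* as the exception (-0.55 on the log2 scale), and in 24 both *Morc2a* Δ/Δn libraries lay above every control, which chance gives in 4.76% of splits. Past the threshold in *Morc2a* Δ/Δn were 4 of the 34 by edgeR, 8 by DESeq2 and 11 without a filter on low counts. The number by edgeR was 1 without control replicate 1, *Mphosph8* Δ/Δn replicate 2, *Morc2a* Δ/Δn replicate 1 or *Morc2a* Δ/Δn replicate 2, and 2 without control replicate 2 or *Mphosph8* Δ/Δn replicates 1 or 3. The heatmap's genes were chosen on the *Mphosph8* Δ/Δn libraries, so that their tally there is not independent evidence. They were chosen against the same control libraries that the *Morc2a* Δ/Δn libraries are compared with. Genes low in these controls by chance are thus favoured in both tallies, and 4.76% is not the chance rate for genes chosen this way.

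*3222401L13Rik* (ENSMUSG00000073590) is a lincRNA gene with 1 exon, from 37655451 to 37661742 on chromosome 18 of GRCm38, between the *Pcdhb* and *Pcdhg* arrays. It rose from 3.82 ± 3.73 CPM (SD, n = 5) in control to 144 ± 31.0 CPM (SD, n = 3) in *Mphosph8* Δ/Δn and 95.0 ± 33.6 CPM (SD, n = 2) in *Morc2a* Δ/Δn libraries, log2 fold changes of 5.19 (standard error 0.54) and 4.59 (standard error 0.57), at adjusted p-values of 2.43e-04 and 0.00222 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its control counts were between 36 and 93 in the *Mphosph8* line and 0 and 3 in the *Morc2a* line. *Gm19026* (ENSMUSG00000103845), a processed pseudogene on chromosome 1 from 6429655 to 6441296, rose from 2.24 ± 1.52 to 16.3 ± 7.31 CPM in *Mphosph8* Δ/Δn libraries, a log2 fold change of 2.88 (edgeR adjusted p = 0.0231). Its adjusted p was between 0.0503 and 0.2 without control replicates 1, 2 or 3 or *Mphosph8* Δ/Δn replicates 1 or 2, it was 0.0801 against the controls of the same line, and reads of a pseudogene can belong to its parent gene. *Gh* (ENSMUSG00000020713), on chromosome 11 from 106300271 to 106301865, had 0 to 2 counts in the control and 16, 1116 and 38 counts in the *Mphosph8* Δ/Δn libraries (edgeR adjusted p = 0.00494). Without *Mphosph8* Δ/Δn replicate 2 its adjusted p was 0.323, limma-voom gave 0.78, and DESeq2 gave it none.

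In the *Morc2a* Δ/Δn libraries 11 genes were past the threshold, 7 higher and 4 lower. The directions depended on the setting, with 20 higher and 49 lower by DESeq2, 40 and 58 without a filter on low counts, and 15 and 1 by limma-voom. The count was 3 without *Morc2a* Δ/Δn replicate 2, 21 without *Morc2a* Δ/Δn replicate 1, 20 and 26 without control replicate 4 or 5, 6 without *Mphosph8* Δ/Δn replicate 2, and 7 without any 1 of control replicates 1 and 2 and *Mphosph8* Δ/Δn replicates 1 and 3. Besides *3222401L13Rik*, *Rnf113a2*, *Pcdhb6* and *Pcdhb15*, which were past the threshold in both knockouts, the higher genes were *Pask*, *Gm47283* and *AA465934*. *Pask*, named after its values were seen, was high in 1 library only, with 216863 counts in *Morc2a* Δ/Δn replicate 1 against 212 in replicate 2, and without replicate 1 it was not past the threshold. *Gm47283* (ENSMUSG00000096768, chromosome Y from 90784738 to 90816464) rose from 50.9 ± 28.1 to 242 ± 20.0 CPM (edgeR adjusted p = 0.0403). It was not past the threshold when control replicate 1, control replicate 2 or any knockout library was left out (edgeR adjusted p up to 0.19), nor against the controls of the same line (0.169) or with only both groups compared (0.117). *AA465934* (ENSMUSG00000093483, chromosome 11 from 83291699 to 83294632) rose from 11.2 ± 1.87 to 41.9 ± 3.10 CPM (edgeR adjusted p = 0.00481; 0.144 without *Morc2a* Δ/Δn replicate 2 and 0.0961 against the controls of the same line). The lower genes were *Bccip* (ENSMUSG00000030983, chromosome 7 from 133709333 to 133721145), from 53.9 ± 7.82 to 16.1 ± 3.51 CPM (edgeR adjusted p = 0.00222), *Oscar* (ENSMUSG00000054594, chromosome 7 from 3609813 to 3616157), from 12.9 ± 4.71 to 0.842 ± 0.315 CPM (edgeR adjusted p = 0.00222), *Gm43176* (ENSMUSG00000106648, chromosome 5 from 52139585 to 52142573), from 10.2 ± 1.52 to 0.32 ± 0.452 CPM (edgeR adjusted p = 0.0116), and *Ubb* (ENSMUSG00000019505, chromosome 11 from 62551171 to 62553213), from 236 ± 42.6 to 117 ± 8.29 CPM (edgeR adjusted p = 0.0294). Without *Morc2a* Δ/Δn replicate 2, *Oscar* and *Gm43176* had an adjusted p of 0.0979 (edgeR), neither was past the threshold by limma-voom, and *Ubb* was not past the threshold without control replicate 2 or any knockout library (edgeR adjusted p up to 0.25), nor against the controls of the same line (0.0537) or with only both groups compared. Its fold change was below 2 without control replicate 5, with the replicate number as a block and by limma-voom.

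A gene past the threshold in 1 knockout only is not shown to differ between them. A test of the difference of the 2 effects, each against the controls of its own line, called 0 genes by edgeR's quasi-likelihood test, with 1476 genes at an unadjusted p below 0.05, and no other tool was run on this difference. It called 12 genes without control replicate 5, 3 without *Mphosph8* Δ/Δn replicate 3, 2 without control replicate 4 or *Morc2a* Δ/Δn replicate 2 and 1 without *Morc2a* Δ/Δn replicate 1. In simulated counts this test called 49.5% of 200 genes changed 4-fold by *Mphosph8* and 47.0% of those changed by *Morc2a*. Comparing *Mphosph8* Δ/Δn directly with *Morc2a* Δ/Δn libraries, which leaves the floxed lines in the difference, called 12 genes, 6 in each direction.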

### *Mphosph8*- and *Morc2a*-deficient neurons show decreased H3K9 trimethylation at the protocadherin cluster

To establish neuronal individuality and generate functional neuronal circuits, each neuron transcribes only a few Pcdh isoforms from the protocadherin gene cluster differentially and independently, while the silent protocadherins are marked by DNA methylation and H3K9me3 to maintain a repressed state (*29*–*31*). To investigate whether the observed up-regulation of cPcdhs was associated with decreased trimethylation of H3K9, we first assessed global H3K9me3 levels in *Mphosph8*^Δ/Δn^ brains and did not detect any differences (Fig. 5A). When analyzing freshly isolated adult control, *Mphosph8*^Δ/Δn^, and *Morc2a*^Δ/Δn^ NeuN^+^ neuronal nuclei by chromatin immunoprecipitation (ChIP) experiments for abundance of the histone methylation mark H3K9me3, we, however, detected markedly decreased H3K9me3 levels at the *Pcdhb14* locus (Fig. 5, B and C) despite the limited cell numbers that could be obtained and posed challenges for this experiment. In additional, independently performed H3K9me3 ChIP-seq experiments, chromosome 18 with the clustered protocadherins emerged as the top-scoring locus for H3K9me3 hypomethylation in both *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ neuronal nuclei as visualized in the genome browser views (Fig. 5D), genome-wide Manhattan plots (Fig. 5E), and H3K9me3 intensity heatmaps (Fig. 5F). Notably, individual biological replicates for the analysis of differential genome-wide H3K9me3 abundancy were merged to overcome the low signal-to-noise ratio and the low sequencing depth of the ChIP-seq experiment (Fig. 5, E and F). When compared to differentially H3K9me3-methylated regions in *Setdb1* knockout versus wild-type cortical neurons (*14*), we found similar patterns (fig. S7C). In *Morc2a*^Δ/Δn^ mice, another hotspot of H3K9me3 hypomethylation was the *Skint* gene cluster on chromosome 4 (Fig. 5E and fig. S7D), which encodes proteins with immunoglobulin (Ig)–like domains thereby playing a role in direct cell-cell signaling in the immune system (*32*). Together, these data indicate that *Mphosph8* or *Morc2a* deficiency in neurons leads to decreased histone H3K9 trimethylation specifically on the protocadherin cluster, resulting in up-regulation of cPcdhs.

**Fig. 5.**
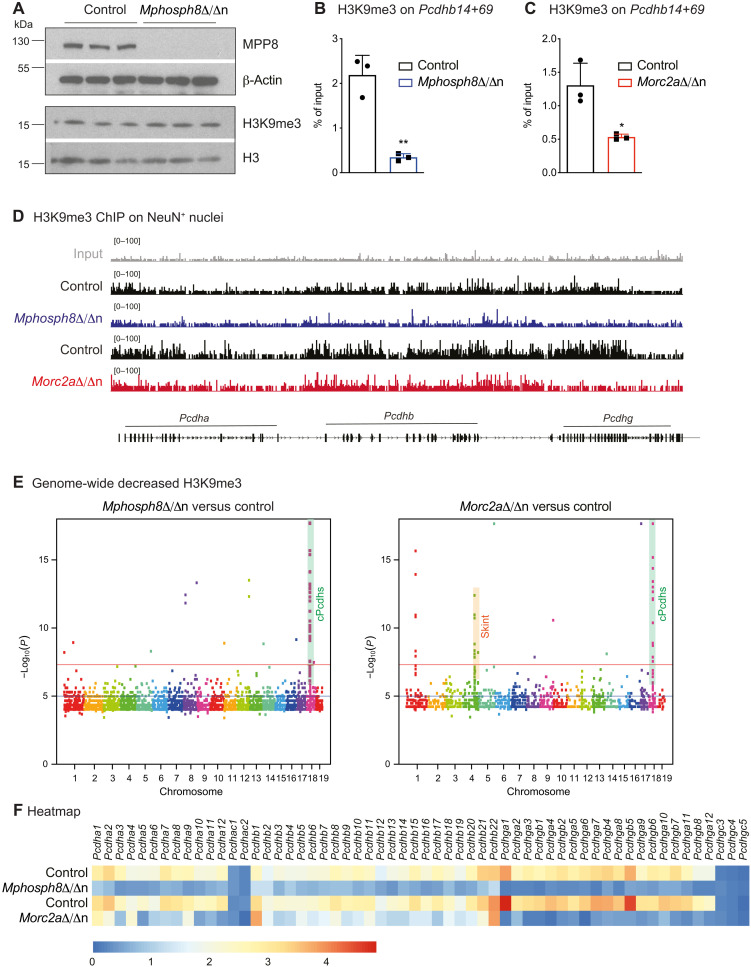
Specifically, the protocadherin cluster shows less H3K9 trimethylation in *Mphosph8*-deficient or *Morc2a*-deficient neurons. (**A**) Immunoblot analysis of littermate control versus *Mphosph8*^Δ/Δn^ brain extracts with antibodies against MPP8 and H3K9me3 as well as β-actin and total histone H3 as loading controls. (**B** and **C**) Chromatin from control versus *Mphosph8*^Δ/Δn^ littermate (B, *n* = 3) and control versus *Morc2a*^Δ/Δn^ littermate (C, *n* = 3) NeuN^+^ nuclei was immunoprecipitated with an H3K9me3-specific antibody followed by qPCR with primers specific for *Pcdhb14* (+69 bp from the transcriptional start site). Data are representative of one of two independent experiments and are shown as mean values ± SD. (**D**) Normalized read density plots of H3K9me3 ChIP-seq in brain NeuN^+^ nuclei from control, *Mphosph8*^Δ/Δn^, and *Morc2a*^Δ/Δn^ mice for the protocadherin cluster on chromosome 18. (**E**) Manhattan plot visualization of H3K9me3 ChIP-seq differential analysis using diffreps in 1-kb sliding windows showing localized enrichments for decreased abundance of H3K9me3 methylation in NeuN^+^ nuclei of *Mphosph8*^Δ/Δn^ versus control mice (left, *n* = 3) and *Morc2a*^Δ/Δn^ versus control mice (right, *n* = 2). All the top-scoring dots on chromosome 18 correspond to the clustered *Pcdh* locus (highlighted in green). For *Morc2a*^Δ/Δn^, all the top-scoring dots on chromosome 4 correspond to the *Skint* gene cluster (highlighted in orange). (**F**) Heatmap of the normalized H3K9me3 intensity of H3K9me3 ChIP-seq in brain NeuN^+^ nuclei from *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice compared to their respective littermate controls. For control versus *Mphosph8*^Δ/Δn^ nuclei, data from three individual mice were pooled. To compare control versus *Morc2a*^Δ/Δn^ nuclei, data from two individual mice were pooled. RPKM are shown from 0 (blue) to 5 (red). For (B) and (C), each data point represents an individual mouse. *P* values were calculated using the Student’s *t* test. *P < 0.05; **P < 0.01.

### Human cerebral organoids lacking *MPHOSPH8* or *MORC2* express increased numbers of clustered protocadherins at the single-cell level

To translate our mouse data and to model the role of MPHOSPH8 and MORC2 in human brain development, we generated human three-dimensional (3D) cerebral organoids (*33*, *34*). We established two independent clones of *MPHOSPH8* and *MORC2* knockout H9 human ES cell lines by CRISPR-Cas9 engineering and used these clones for cerebral organoid generation. We observed an up-regulation of MORC2 upon loss of MPHOSPH8 and vice versa, suggesting a potential compensation in the mutant ES cell lines (fig. S8A), which, to some extent, was also detected in *Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mouse brains (Figs. 1B and 2B). We used these ES cell lines to generate cerebral organoids as previously described (*34*). Single-cell RNA-seq analysis of day 27 cerebral organoids confirmed the enrichment of neuronal progenitors (fig. S8, B and C). Fluorescent immunohistochemistry of day 60 cerebral organoids further revealed the presence of both neuronal progenitors and neurons (fig. S8D). *MPHOSPH8* and *MORC2* knockout human H9 ES cells and cerebral organoids showed a strong up-regulation of repetitive elements including LINE-1 and alpha satellites (fig. S9, A, B, and D), demonstrating that the HUSH complex regulates expression of defined transposons in human stem cells and developing cerebral organoids.

While clustered protocadherins are expressed at a very low level in pluripotent human ES cells, an up-regulation of clustered protocadherins could be observed in *MPHOSPH8*- or *MORC2*-deficient cerebral organoids at different time points of differentiation as exemplified by *PCDHB2* (fig. S9C). Single-cell RNA-seq of day 27 cerebral organoids revealed an increased proportion of cells expressing a defined protocadherin upon loss of *MPHOSPH8* or *MORC2* (Fig 6, A and B). The higher number of cells expressing a particular protocadherin was observed throughout all cell clusters including neuronal progenitors (expressing *SOX2*, *PAX6*, and *DLX1*) and immature neurons (expressing *DCX*; Fig. 6A and fig. S8C). Moreover, upon *MPHOSPH8* or *MORC2* knockout, individual cells expressed a higher number of clustered protocadherins (Fig. 6, C to E), especially in the *PCDHB* and *PCDHGA* subclusters (Fig. 6F). Thus, our human cerebral organoid data show that individual *MPHOSPH8*- or *MORC2*-deficient neurons express increased numbers of clustered protocadherins.

**Fig. 6.**
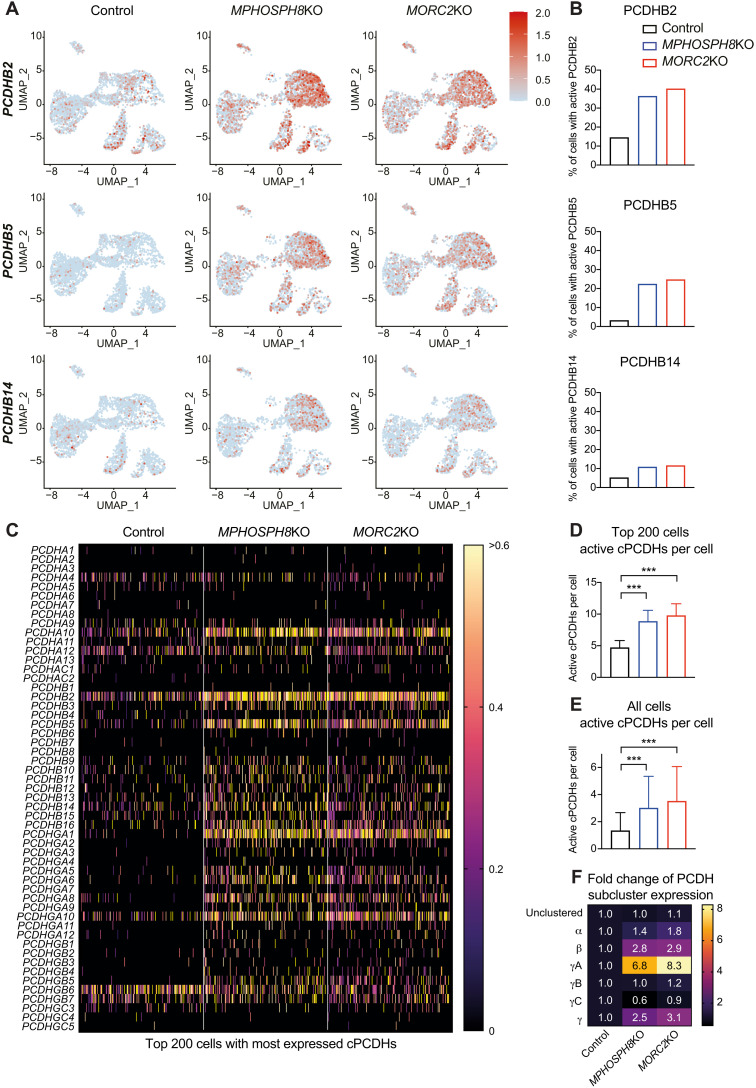
MPHOSPH8 and MORC2 control fidelity of clustered protocadherins in human cerebral organoids. (**A**) Expression of *PCDHB2* (top), *PCDHB5* (middle), and *PCDHB14* (bottom) in control, *MPHOSPH8*KO, and *MORC2*KO single cells from day 27 cerebral organoids projected on a uniform manifold approximation and projection plot. Each dot represents one cell, and in total, approximately 3400 cells per group were analyzed. (**B**) Percent of cells expressing *PCDHB2* (top), *PCDHB5* (middle), and *PCDHB14* (bottom) in control (*n* = 3488), *MPHOSPH8*KO (*n* = 3414), and *MORC2*KO (*n* = 3426) single cells from day 27 cerebral organoids as shown in (A). (**C**) Heatmap of the normalized expression of the top 200 cells with the most expressed cPCDHs in control, *MPHOSPH8*KO, and *MORC2*KO single cells from day 27 cerebral organoids, shown for all clustered protocadherins. Log-normalized UMI counts are shown from 0 (black) to >0.6 (yellow). (**D**) Number of expressed clustered protocadherins per single cell of the top 200 cells with the most expressed cPCDHs in control, *MPHOSPH8*KO, and *MORC2*KO single cells from day 27 cerebral organoids as shown in (C). Mean values ± SD are shown. (**E**) Number of expressed clustered protocadherins per single cell in control (*n* = 3488), *MPHOSPH8*KO (*n* = 3414), and *MORC2*KO (*n* = 3426) single cells from day 27 cerebral organoids. Mean values ± SD are shown. (**F**) Relative fold increase of expressed unclustered and clustered protocadherins per single cell in *MPHOSPH8*KO and *MORC2*KO single cells from day 27 cerebral organoids in comparison to the control, shown for each subcluster separately. For (A) to (F), for each group (control, *MPHOSPH8*KO, and *MORC2*KO), two organoids (each organoid originating from an independent ESC clone) were pooled. For (D) and (E), *P* values were calculated using ordinary one-way analysis of variance using multiple comparisons. ***P < 0.001.

## DISCUSSION

In this study, we identify murine M-phase phosphoprotein 8 (MPP8) and Microrchidia CW-type zinc finger protein 2 (MORC2A) as crucial regulators of brain development and function. Full-body knockout of either *Mphosph8* or *Morc2a* leads to embryonic lethality and *Nestin-*Cre–mediated nervous system–specific loss of *Mphosph8* or *Morc2a* results in decreased survival and altered brain morphology with expansion of the midbrain leading to increased cerebro-cerebellar distance and more exposed rostral and caudal colliculi. The alterations in neuromorphology, neuronal activity, and behavior, including motor deficits and differences in learning and memory, are remarkably similar in *Mphosph8* and *Morc2a* knockout mice. Mechanistically, *Mphosph8* and *Morc2a* are exclusively expressed in neurons, where they repress the protocadherin cluster on mouse chromosome 18 in an H3K9me3-dependent manner, thereby affecting synapse formation.

The combinatorial expression of clustered protocadherins in individual neurons generates barcodes for neuronal identity as well as synapse formation and thereby provides the molecular basis for neuronal diversity, neuronal network complexity, and function of the vertebrate brain. In the mouse, the 58 clustered protocadherin genes are tandemly arrayed in α, β, and γ subclusters called *Pcdh*α*, Pcdh*β, and *Pcdh*γ, which encode 14, 22, and 22 cadherin-like proteins, respectively, with each having its own promoter (*35*, *36*). The expression of different protocadherin combinations from each of the three gene clusters in individual neurons provides barcodes to distinguish self from nonself and ensures that neurons only interact with other neurons, while they do not contact processes of the same neuron with the same barcode (*37*, *38*). By RNAscope RNA in situ hybridization and single-cell RNA-seq, we observed that individual MPHOSPH8- or MORC2-deficient neurons in both mouse brains and human cerebral organoids express increased numbers of clustered protocadherin isoforms. ChIP data suggest that the up-regulation of cPcdhs is likely due to loss of HUSH-deposited H3K9me3 across clustered protocadherin genes. This is in accordance with a study showing that the histone methyltransferase SETDB1 regulates a large neuron-specific topological domain including the protocadherin cluster and loss of murine neuronal *Setdb1* triggers structural disintegration specifically of this megabase-scale topologically associated domain (*14*). However, because of the challenges in obtaining sufficiently high numbers of sorted neurons for our experiments, as well as the limitations in antibody specificity and resulting low signal-to-noise ratio, additional effects or other causes cannot be excluded. Together, this suggests that the HUSH-complex containing MPP8 and SETDB1 partners with the chromatin remodeler MORC2 to regulate the 3D chromatin structure of the protocadherin gene cluster in neuronal cells. Since SETDB1 does not remodel chromatin on its own, it remains to be investigated whether the structure across the clustered protocadherin genes is ultimately formed by MORC2. In our mutant mice, we also observed increased synapse formation and region-specific differences in neuronal activity measured by fMRI. It requires further elucidation how this is associated with the impaired motor functions, spatial learning deficits, and the improved fear-context memory observed in *Mphosph8*- or *Morc2a*-deficient mice.

Some of the observed mouse phenotypes including growth retardation, craniofacial dysmorphisms, and weakness are similar to human patients with *MORC2* mutations (*18*), while others are opposite (microcephaly versus macrocephaly), which might stem from the fact that patients carry heterozygous *MORC2* mutations in the adenosine triphosphatase (ATPase) module resulting in apparent hyperactivation of HUSH silencing. A heterozygous full-body p.S87L *Morc2a* mouse mutant (mimicking one of the various hyperactivating patient mutations) showed phenotypes similar to our *Morc2a*-deficient mice concerning locomotive dysfunction and activity, but featured neuronal apoptosis, smaller cerebella, cerebellar ataxia, and spinal cord motor neuron degeneration (*39*). It remains to be investigated whether the p.S87L *Morc2a* mice also exhibit deregulation of clustered protocadherins. Different knockout mouse models of protocadherins in defined tissues cause massive neuronal loss and a smaller spinal cord area (*40*) or a thinned retina (*23*). The opposing phenotypes of *Morc2a*^Δ/Δn^ and p.S87L *Morc2a* mutant mice in regard to brain size and numbers of neurons might, therefore, be due to p.S87L *MORC2A* being a better HUSH effector with more stable functional ATPase dimers (*41*), ultimately exerting opposite effects on expression of the protocadherin cluster. Since dysregulation of clustered protocadherins is associated with a variety of neurological and neurodevelopmental diseases as well as mental disorders including autism spectrum disorder, bipolar disorder, Alzheimer’s disease, cognitive impairments, and schizophrenia (*42*, *43*), our data on the key importance of the HUSH complex in protocadherin gene expression might provide new understanding on the epigenetic regulation of such diseases.

In addition to the up-regulation of clustered protocadherins, we observed a strong derepression of alpha satellite repeats in human cerebral organoids and a moderate up-regulation of major satellite repeats in our knockout mice. These abundant tandem repeats are located at the site of centromere attachment and in the neighboring pericentromeric regions and are known to be bound by heterochromatin protein 1 (HP1) (*44*). The mammalian chromodomain-containing methyl-H3K9 reader protein MPP8 and chromo-like domain–containing MORC2 do not have orthologs either in *Drosophila* or in *Caenorhabditis*. This suggests that they could function through different mechanisms compared to the conserved chromodomain-containing reader protein HP1 and hence represent a second evolutionary route to H3K9me3-mediated heterochromatin regulation in mammalian cells. The up-regulated clustered protocadherins are mostly vertebrate-specific and might mediate neurite self-avoidance by specifying single-cell identity similar to invertebrate Dscam1 proteins. Clustered protocadherins can also be found in some invertebrates such as coleoid cephalopods including octopuses, which have the largest nervous systems among invertebrates and a rich behavioral repertoire including complex problem solving, observational learning, and a sophisticated adaptive coloration system (*45*). The octopus genome encodes 168 protocadherin genes, nearly three-quarters of which are found in tandem clusters on the genome (*26*). Thus, both octopuses and vertebrates have independently evolved a diverse array of clustered protocadherin genes. The synaptic specificity regulated by members of the protocadherin gene cluster thus allows the enormous increase in number and complexity of neuronal subtypes, synaptic connections, and the neural networks of the vertebrate brain compared to most of its invertebrate ancestors. Whether a HUSH-like complex universally controls protocadherin barcoding and regulates brain and cognitive evolution remains to be determined.

Fine-tuning of neural connectivity is important for advanced cerebral functions as well as brain and cognitive evolution. Our data now show that the HUSH complex, previously linked to silencing of transposons, has a role in regulating sizes and proportions of brain regions and synapse formation through epigenetic regulation of protocadherin expression.

## MATERIALS AND METHODS

### Mice

For *Mphosph8*, the ES cell clone EPD0058_2_C01 (Mphosph8^tm1a(EUCOMM)Wtsi^) was purchased from EUCOMM. For *Morc2a*, the targeting vector PG00072_X_1_H08 (KOMP) was electroporated into IB10/C ES cells generating the Morc2a^tm1a(KOMP)Wtsi^ allele. In both cases, exon 4 was flanked by loxP sites and the adjacent LacZ-Neo selection cassette was flanked by Frt sites. Southern blot analysis of ES cells identified correctly targeted clones, which were then used for blastocyst injections to create chimeric mice. These mice were bred on a C57BL/6J genetic background, the LacZ-Neo cassette was removed by crossing mice to an *Actin*-FlpE deleter line [B6.Cg-Tg(ACTFLPe)9205Dym/J], and after various breeding steps, homozygous floxed alleles were generated. Then, homozygous floxed *Mphosph8* and *Morc2a* mice were crossed to either *Actin*-Cre [Tmem163^Tg(ACTB-cre)2Mrt^] or *Nestin*-Cre [B6.Cg-Tg(Nes-cre)1Kln/J] mice (*46*, *47*). To express EGFP under control of the neuronal *Thy1* promoter and thereby label neurons, mice were crossed to Tg(Thy1-EGFP)MJrs mice (*28*). Mouse genotypes were assessed by PCR (see table S1 for genotyping primer sequences). Notably, only age- and sex-matched littermates from respective crosses were used for experiments. Female and male mice were included in the trials, with no sex differences noted for any test. When not explicitly stated, mouse experiments were carried out 10 to 16 weeks after birth. All mice were bred, maintained, examined, and euthanized in accordance with institutional animal care guidelines and ethical animal license protocols approved by the legal authorities. All experimental animal projects were approved by the Federal Ministry of Education, Science, and Research. Experiments were performed in accordance with the ARRIVE guidelines. Dorsal and lateral photographs of the head were acquired from selected littermates of each genotype with a Nikon D7 digital camera and a Nikon AF-S Micro Nikkor 105 mm 1:2:8 G VR lens.

### Behavioral experiments

Behavior experiments were carried out under the animal license number GZ:2020-0.392.948 according to Austrian legislation. The open field, Y-maze, elevated plus maze, fear conditioning, grip strength, Morris water maze, and CatWalk tests were performed by the Preclinical Phenotyping Facility at the Vienna Biocenter Core Facilities GmbH (VBCF), Vienna Biocenter (VBC), Austria. For testing, mice were transferred to the preclinical phenotyping facility of the VBCF at least 1 week before experiments and housed at a 14-hour light/10-hour dark cycle in IVC racks with access to food and water ad libitum. Before each experiment, mice were allowed to habituate to the experimental room for at least 30 min before any testing.

#### Open field test

Naïve mice were allowed to explore an open field arena (www.tse-systems.com) sized 50 cm (width) by 50 cm (length) by 29.5 cm (height) for 30 min with the release from the center and video-tracked using TSE VideoMot 3D version 7.01 software. In the software, a “center” zone was defined as a central square 25 cm by 25 cm in size, the rest being the “border zone.” Light conditions were 200 lux in the center zone. The time spent in each zone, distances traveled, numbers of center visits, and rearings were recorded as readout parameters.

#### Y-maze test

The Y-maze was performed as a test for working memory using a custom-built Y-shaped maze with gray, opaque walls and floor with the following dimensions: arm length, 30 cm; arm width, 6 cm; and wall height, 14.5 cm. After at least 30 min of habituation to the test room (180 lux, visual cues on walls), mice were placed individually into the end of one of the three arms (arms A, B, and C), facing the wall at the end of the arm, and allowed to explore the maze for 5 min while being video-tracked using the Topscan software (Cleversys Inc., USA). The experimenter watched the videos in the same room, behind a curtain and scored the latency to leave the starting arm (which was alternated between the mice) and the numbers and sequences of arm entries. These sequences were evaluated in terms of the triplet arms. Three arm entries in a row were scored as either correct spontaneous alternations (SA; e.g., BAC, CBA, and ABC), erroneous alternate arm returns (AARs; e.g., BAB, CBC, and ABA), or erroneous same arm returns (SARs, e.g., BAA, CCB, and AAC). After each triplet was scored, the start of the analysis was shifted by one entry and the next triplet sequence was scored. Two such shifts of analyses result in overlapping triplets and the scoring of all possible decision points. Spontaneous alternation performance was calculated as [spontaneous alternations (SA)/(total arm entries – 2)].

#### Elevated plus maze test

Mice were placed in the center zone (6.5 by 6.5 cm), facing an open arm of a custom-built elevated plus maze (elevated 54 cm above the floor) with two open arms (OA, 30 cm length, 7 cm width) and two wall-enclosed arms (closed arms, CA, 30 cm length, 6 cm width, walls 14.5 cm high). Exploration paths were video-tracked for 5 min using the Topscan software (Cleversys Inc., VA, USA), and the amount of time spent and distances traveled in the open arms, closed arms, and center zone were recorded. Lux levels were 180 lux in the center zone and open arms and 35 lux in the closed arms.

#### Grip strength test

Grip strength was measured using a grip strength meter (Bioseb, USA). For forelimb measurements, the mouse was gently lowered over the top of a grid so that only its front paws could grip the grid. The animal was gently pulled back, and when it released the grid, which is connected to a sensor, the maximal grip strength value of the animal was displayed on the screen and noted. For the forelimb and hindlimb measurements, the mouse was gently lowered over the top of the grid so that both its front and hind paws could grip the grid. The torso was kept parallel to the grid and the mouse was gently pulled back steadily until the grip was released down the complete length of the grid. The maximal grip strength value of the animal was recorded. Both “forelimb only” and “fore- and hindlimb” tests were performed in an alternating fashion three times per mouse with 15-min intertrial intervals, and the values were averaged among the three trials.

#### Morris water maze

Mice were trained to swim in a pool (diameter: 1 m) with colored water (white paint used: OBI PU Buntlack schneeweiß glänzend 17.05.23) treated with aquarium cleaner (TetraAqua aquarium conditioner, according to the manufacturer’s instructions) at a temperature of 20° to 22°C. The platform (diameter: 10 cm) was submerged about 8 mm under the water surface, using the visual cues placed in the room for orientation. Mice were placed in the water facing the wall of the pool and given two sessions a day with four trials per session using alternating entry points in different quadrants for each trial and video-tracked using the software Topscan 3.0 (Cleversys Inc., VA, USA). On day 1, the visual capacity of the mice was assessed by making the platform visible with a black flag and letting the mice explore the pool for 1 min or until they found the platform. If they did not find the platform within 1 min of the first session, they were guided toward the platform by pointing a pair of forceps in front of their nose. After a break on days 2 and 3, mice were given hidden platform training from days 4 to 8 without any marking of the platform. The time needed to find the platform was recorded. After the last trial on day 8, mice were tested for short-term memory by removing the platform and letting the mice explore the pool for 1 min. This probe trial was repeated in the morning of day 11 to test for long-term memory. The time spent searching in the target quadrant and target zone (exact location of the platform) was evaluated.

#### Fear conditioning

In the morning of day 1 (9:00 a.m. to 1:00 p.m.) mice were trained to associate the conditioned sound stimulus (CS = 85 dB, 10 kHz) to an unconditioned foot shock stimulus (US = 0.5 mA) using the following protocol: 120-s prephase (no sound, no shock), 30-s CS with the last 2 s coupled to the US, 90-s intertone interval (no sound, no shock), 30-s CS with the last 2 s coupled to the US, and 70-s postphase (no sound, no shock) in a Coulbourn Habitest operant cage (Coulbourn Instruments, MA, USA, www.coulbourn.com) using house light in the visible range. Mice were video-recorded using the software FreezeFrame from Actimetrics, IL, USA (www.actimetrics.com). For context testing, mice were placed back in the same conditioning box 24 hours later and observed for 4 min without any sound or shock presentation. For the cue test, mice were placed in the same fear conditioning box, but with changed appearance (different texture of walls and floor, infrared house light, no ventilator, and lemon aroma spotted in box) for approximately 28 hours (in the afternoon session 1:00 p.m. to 5:00 p.m.) after the context test and the following protocol was applied: 120-s prephase (no sound, no shock), 60-s CS (only sound, no shock), 60-s intertone interval, 60-s CS (only sound, no shock), and 60-s postphase (no sound, no shock). Freezing was defined as a minimum of 2 s without movement except breathing and was analyzed using the FreezeView software from Actimetrics, IL, USA (www.actimetrics.com).

#### CatWalk test

Gait was analyzed using the CatWalk XT system (Noldus Information Technology) essentially as described in (*48*) with the following exceptions: Mice were not trained to reach a goal box but to directly reach the homecage. Training was performed on the first day and the test was done on two consecutive days directly after the training day. An average of three trials performed on each test day was calculated for each mouse and then an average across the two test days was calculated for each animal.

#### Motor activity in PhenoMaster cages

Activity measurements were performed at room temperature (21° to 23°C) on a 12-hour light/12-hour dark cycle in a PhenoMaster System (TSE systems, Bad Homburg, Germany) using an open-circuit calorimetry system and animals were checked daily by veterinary staff. Mice were housed individually, trained on drinking nozzles for 72 hours, and allowed to adapt to the PhenoMaster cage for 2 days. Food and water were provided ad libitum in the appropriate devices and measured by the built-in automated instruments. Activity parameters were measured for five consecutive days.

#### Accelerating Rotarod

Up to four mice were placed simultaneously on the rod compartments of a Rotarod device (Ugo Basile) to evaluate the motor ability. The assays were conducted in the afternoon, between 2:00 p.m. and 5:00 p.m. One day before the test sessions, the mice were trained to stay on the Rotarod apparatus with a rotation of 5 rpm for 5 min as a habituation trial. From days 1 to 4, the mice were assayed with accelerating mode from 5 to 40 rpm for 5-min time periods each. The latencies until the mice fell were recorded and passive rotations (clinging onto the rod without running) were treated like a fall.

### Magnetic resonance imaging

MR images were acquired in the Preclinical Imaging Facility at the Vienna Biocenter Core Facilities GmbH (VBCF), Vienna Biocenter (VBC), Austria, with a 15.2-T Biospec horizontal bore scanner (Bruker BioSpin) and a BFG6S-100 actively shielded gradient system (750 mT/m maximum gradient strength). A quadrature transmit/receive volume coil (23 mm inner diameter; Bruker BioSpin) was used. During imaging, all mice were anesthetized with 1.5% isoflurane. High-resolution 3D imaging was done using gradient echo sequence (TR = 160 ms, TE = 3.5 ms, voxel size 100 × 100 × 100 μm^3^, NEX = 3, total scan duration 1 hour 47 min). Each 3D image set was manually segmented using Amira-Avizo software version 2019.1 (Thermo Fisher Scientific, Waltham, MA, USA). The delineation of different brain structures was performed in the axial plane and subsequently controlled in the other two planes. A mouse brain atlas was used as a reference (*49*). The brain surface and structures were delineated on the basis of the MRI signal intensity differences.

### Resting-state fMRI

All animals were imaged using 15.2-T small-animal MRI (Bruker BioSpec) and 23-mm birdcage coil. Before imaging, all mice were anesthetized with 4% isoflurane (induction only) and then reduced to 1.5%. During imaging, care was taken to adjust the isoflurane levels immediately so that respiration did not fall below 140 breaths per minute (bpm) at any time. During imaging, respiration was maintained between 140 and 160 bpm. For the resting-state fMRI study, a single-shot spin echo EPI sequence with spin echo readout was used (TR = 2000 ms, TE = 19.7 ms, FOV = 16 × 16 mm^2^, voxel size = 250 × 250 μm^2^, 30 slices 0.5 mm thick, one average, 360 repetitions, 12-min total imaging time). Each time, following functional imaging, a high-resolution T1-weighted anatomical scan was acquired using gradient echo sequence (TR = 500 ms, TE = 3 ms, FOV = 16 × 16 mm^2^, voxel size = 125 × 125 μm^2^, 30 slices 0.5 mm thick, four averages).

### Teratoma formation

For teratoma formation, 1 million ES cells (Haplobank) were mixed with Matrigel (Corning, 356231) and injected subcutaneously into Crl:NU(NCr)-Foxn1<nu> nude mice. Teratoma growth was monitored for 4 to 6 weeks.

### Histology, immunostaining, and in situ hybridization

Mouse brains were harvested, macroscopically inspected, and fixed overnight by immersion in 4% paraformaldehyde, processed with an automated tissue processor (Logos, Milestone Medical or Donatello, DiaPath/Sanova), embedded in paraffin, and sectioned at a thickness of 2 μm with a standard rotary microtome (Microm HM 355, Thermo Fisher Scientific). Sections were stained with hematoxylin and eosin on an automated staining platform (HMS 740, Microm or Gemini AS, Thermo Fisher Scientific) or with Luxol Fast Blue–Cresyl Violet (LFBCV) using a standard manual protocol. Immunohistochemistry for the Neuronal Nuclear Antigen (NeuN) was performed using an automated immunostainer (Bond III, Leica or Infinity i6000, Biogenex). Slides were rehydrated, subjected to heat-induced antigen retrieval in a citrate buffer, and incubated with a mouse anti-NeuN antibody (clone A60, Millipore, MAB377; 1:100). The used secondary antibodies were mouse linker antibody (Abcam, ab133469) and a goat anti-rabbit antibody (Dako, E0432; 1:500). Chromogenic detection was performed with the Bond Intense R Detection System (Leica, DS9263) or the DCS Supervision 2 Polymer System (Innovative Diagnostik-Systeme, PD000POL-K) and the DAB substrate kit (Abcam, ab64238). In situ hybridization for Protocadherin beta 2 (*Pcdhb2*) was performed with a manual protocol using the RNAscope Probe - Mm-Pcdhb2 (ACD, 46781) followed by chromogenic detection using the RNAscope 2.5 HD Reagent Kit - RED (ACD). In situ hybridization for Protocadherin beta 14 (*Pcdhb14*) was performed using the RNAscope Probe - Mm-Pcdhb14 (ACD, 544981) followed by fluorescent detection with the RNAscope Multiplex Fluorescent Detection Kit v2 (ACD) and Opal 4-color flHC Kit (PerkinElmer).

Slides were reviewed by a board-certified pathologist with an Axioskop 2 MOT microscope (Zeiss). Whole-slide images were prepared using the Pannoramic FLASH 250 III whole slide scanner (3D Histech) with the 40×/0.95 plan apochromat objective and Adimec Quartz Q12A180 camera for bright-field and a pco.edge 4.2 4MP camera for fluorescent samples. Representative images were acquired from slides with a SPOT Insight 2 camera (Spot Imaging, Diagnostic Instruments) and from whole-slide images with the Case Viewer Software (3D Histech). Quantification of NeuN-positive cells was performed with QuPath, an open-source whole slide image analysis platform (*50*). For quantification of positive cells in the cortex, diencephalon, tectum (rostral and caudal colliculi), and tegmentum, these regions were manually annotated in each image within each workspace. For quantification of positive cells in the cerebellum, the granular layer and other regions (molecular layer and white matter) were separately delineated with the ANN_MLP Pixel classifier. Positive cells were detected by setting the intensity thresholds for the nuclear DAB OD mean score compartment. The threshold was applied to all images within the workspace with a command history script. Detection was performed with separate thresholds and scripts for (i) the granular layer of the cerebellum, (ii) the molecular and white matter layers of the cerebellum, and (iii) all the other indicated regions of the brain. Examples of the regions and corresponding cellular detections are presented in fig. S2 (C and D). Quantification of *Pcdhb2*- and *Pcdhb14*-positive spots was performed by automated quantification of nuclei and positive spots in the whole brain using nuclei detection via StarDist plugin (QuPath) and spot detection in QuPath with exported TIFF files from whole slide images.

### Synaptic number analysis

*Mphosph8*^Δ/Δn^ and *Morc2a*^Δ/Δn^ mice were crossed to Tg(Thy1-EGFP)MJrs mice (*28*) to express EGFP under control of the neuronal Thy1 promoter. Mice were perfused, brains were fixed overnight by immersion in 4% paraformaldehyde, cryo-protected in phosphate-buffered saline (PBS) with 30% sucrose, embedded in optimal cutting temperature compound (Sakura), and sagittally sectioned at a thickness of 10 μm. After counterstaining with 4′,6-diamidino-2-phenylindole (DAPI) and mounting in fluorescent mounting medium (Dako), the slides were analyzed using the LSM700 Axio Imager confocal microscope using a 63× objective. Synapse number counts were performed manually using FIJI software 2.1.0 (*51*).

### qRT-PCR and qRT-PCR analysis

Tissues and cells were isolated and homogenized in TRIzol reagent (Invitrogen). Total RNA was isolated according to the manufacturer’s instructions. RNA was reverse-transcribed with the iScript cDNA Synthesis Kit (Bio-Rad). Real-time PCR analysis was performed with GoTaq qPCR master mix (Promega) on a CFX384 system (Bio-Rad). Data were normalized to values for the housekeeping gene *Gapdh* for mouse samples and *ACTB* (encoding β-actin) for human samples. All primers used in this study are listed in table S1.

### mRNA sequencing and data analysis

cDNA libraries for each of the samples were generated from total RNA using the NEB PolyA Enrichment Kit following the manufacturer’s instructions. Fifty–base pair (bp) single-read (SR50) sequencing was performed on HiSeq 2500 at the VBCF NGS Unit (www.viennabiocenter.org/facilities) using v4 SBS reagents. RNA-seq reads were trimmed using trim-galore v0.5.0 and reads mapping to abundant sequences included in the iGenomes UCSC GRCm38 reference (mouse rDNA, mouse mitochondrial chromosome, phiX174 genome, adapter) were removed using bowtie2 v2.3.4.1 alignment. The remaining reads were aligned to the mouse genome (Ensembl GRCm38 release 94) using star v2.6.0c and reads in genes were counted with featureCounts (subread v1.6.2) and TEcount v2.0.3. Differential gene expression analysis on raw counts of genes or genes plus repeat elements was performed using DESeq2 v1.18.1, and gene set overrepresentation analysis was performed with clusterprofiler 3.6.0 in R v3.4.1. TEtoolkit, which uses multimapping read reassignment via an expectation-maximization (EM) algorithm and family-level quantification, was used to counteract analytical biases because of transposable element (TE) mapping ambiguity especially for recently active TE families (*52*). Nevertheless, due to the short-read sequencing strategy, younger TE families might be underrepresented or underestimated in the current analysis (*53*). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (*54*) and are accessible through the GEO Series accession number GSE185330 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185330).

### Protein isolation and immunoblotting

For protein extraction, cells or tissues were manually homogenized in Hunt buffer [20 mM tris-HCl (pH 8.0), 100 mM sodium chloride, 1 mM EDTA, and 0.5% NP-40] supplemented with Halt protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific). After full-speed centrifugation, the supernatant containing the soluble protein fraction was further used. Equal amounts of 20 to 30 μg of protein were separated by SDS–polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes (Immobilion-P, Merck Millipore) according to standard protocols. Blots were blocked for 1 hour with 5% milk in TBST [1× tris-buffered saline (TBS) and 0.1% Tween 20] and were then incubated overnight at 4°C with primary antibodies diluted in 5% milk in TBST. Blots were washed three times in TBST for 5 min and further incubated with horseradish peroxidase–conjugated secondary anti-mouse–IgG–H&L chain (Promega) or anti-rabbit-IgG-F(ab′)2 (GE Healthcare) antibody for 1 hour at room temperature, washed three times in TBST for 5 min, and visualized using enhanced chemiluminescence (ECL, GE Healthcare). See table S1 for a list of antibodies used in this study. β-Actin was used to control for protein loading.

### Sorting of neuronal nuclei

Freshly isolated mouse brains were homogenized in nuclear isolation buffer (10 mM tris-HCl, 50 mM sodium disulfite, 1% Triton X-100, 10 mM MgCl_2_, and 8.6% sucrose, pH 6.5) and centrifuged for 5 min at 455*g* at 4°C. The resulting pellet was washed four times with 900 μl of nuclear isolation buffer with centrifugation at 455*g* at 4°C. The pelleted nuclei were then resuspended in 1.4 ml of PBS, filtered through a cell strainer, and stained with a 1:1000 dilution of the anti-NeuN antibody (clone A60, Alexa Fluor 488–conjugated, Millipore MAB377X) for 45 min by rotation in the dark at 4°C after adding bovine serum albumin (BSA) to a final concentration of 0.1%. After washing in PBS, the stained nuclei were filtered through FACS tubes, sorted on a FACS Aria III (BD Biosciences) sorter in PBS, pelleted 5 min at 590*g* at 4°C, and the pellet was immediately used for RNA isolation or frozen at −80°C.

### Chromatin immunoprecipitation

Freshly isolated brains were finely minced and homogenized in PBS, washed with PBS, and cross-linked by adding formaldehyde (to a final concentration of 1%) at room temperature for 10 min. The cross-linking process was stopped by the addition of glycine to a final concentration of 125 mM. The homogenized and cross-linked brains were washed in PBS and used for fluorescence-activated sorting of neuronal brain nuclei (NeuN^+^) as described above. After the sort, the pelleted nuclei were immediately resuspended in ChIP lysis buffer (50 mM tris-HCl, 10 mM EDTA, and 1% SDS, pH 8.1). The chromatin isolation procedure was followed as previously described (*55*). For ChIP assays, equal amounts of Bioruptor-sonicated chromatin were diluted 10-fold and precipitated overnight with the following antibodies: H3K9me3 (Abcam) and rabbit IgG (Invitrogen) as a control. Chromatin antibody complexes were isolated using protein A beads for rabbit primary antibodies or G-beads for mouse primary antibodies (Dynabeads, Invitrogen). The PCRs with 1:20 dilutions of genomic DNA (input) were carried out together with the precipitated DNA. The extracted DNA was used for quantitative PCR analysis using the primers listed in table S1 and also for ChIP-seq.

For ChIP-seq input, DNA was quantified using Quant-iT PicoGreen dsDNA Assay (Thermo Fisher Scientific). One nanogram of input DNA was used for library preparation with the Ultra Low Input Library Kit (Qiagen, 180497). The procedure of library preparation was done according to the manual provided by Qiagen with an adapter dilution of 1:100. Quality control of the libraries included a fragment analyzer run and qPCR to determine average size and precise concentration. On the basis of the qPCR values, samples were pooled equimolarly to a concentration of 2.5 nM. The pool was loaded on an Illumina HiSeq2000 flowcell with a concentration of 18 pM and sequenced 50-bp single end. ChIP-seq reads were trimmed using Trim Galore v0.6.4 and thereafter aligned to the mm10 reference genome (igenomes) using bowtie v2.4.1. The sorted BAM was filtered to remove reads in blacklisted regions using bedtools v2.29.2 and mm10.blacklist.bed.gz v1, and alignments with a MAPQ score below 10 using samtools v1.9. Duplicated reads were marked and excluded with Picard MarkDuplicates v2.23.3. Sequence alignments were converted to bed format using bedtools, and differential ChIP-seq sites for merged replicates were called using diffReps v1.55.6 with settings --meth gt --window 1000.

The total number of reads and the alignment rates were the following:

66590_input: 10,072,887 total reads with an alignment rate of 97.65

66591_WT_H3K9me3: 10,571,810 total reads with an alignment rate of 96.77

66595_WT_H3K9me3: 9,432,555 total reads with an alignment rate of 96.84

66608_WT_H3K9me3: 9,076,968 total reads with an alignment rate of 95.91

66592_Mphosph8KO_H3K9me3: 9,979,521 total reads with an alignment rate of 97.1

66596_Mphosph8KO_H3K9me3: 9,785,475 total reads with an alignment rate of 96.93

66609_Mphosph8KO_H3K9me3: 10,005,564 total reads with an alignment rate of 96.64

66611_Morc2aKO_H3K9me3: 8,810,357 total reads with an alignment rate of 95.86

66612_Morc2aKO_H3K9me3: 8,968,962 total reads with an alignment rate of 87.18

For a detailed view of the normalized ChIP-seq read coverage per Pcdh exon, we retrieved exon positions in the genomic region chr18:37863700–36843100 (mm10 refGene/UCSC), collapsed overlapping exons using bedtools merge (v2.27.1), and kept flattened regions assigned to a single *Pcdh* gene only. ChIP-seq reads within those remaining exonic segments were recorded using featureCounts (Rsubread v2.4.3) and the filtered sequence alignments as input. Counts were converted to RPKM (Reads Per Kilobase per Million mapped reads) before visualization.

### Deletion of MPHOSPH8 and MORC2 in human ES cells

The human ES cell (hESCs) line WA09 (H9) was obtained from WiCell, verified to display a normal karyotype. H9 cells were cultured feeder-free on hESC-qualified Matrigel (Corning, 354230)–coated plates in E8 medium (IMBA Stem Cell Core Facility) in Dulbecco’s modified Eagle’s medium (DMEM)/F-12 (Gibco, 11320033) with an Antibiotic-Antimycotic cocktail (Thermo Fisher Scientific, 15240062). All stem cells were maintained in a 5% CO_2_ incubator at 37°C. Cells were split using 0.5 mM UltraPure EDTA (Invitrogen, 15575-038) in PBS to wash once, then incubated for 3 min, EDTA aspirated, rinsed in E8 medium, and plated on Matrigel-coated plates. For the generation of knockout cells, the pSpCas9(BB)-2A-Puro (PX459: Addgene, 62988) plasmid was used carrying a guide RNA targeting *MPHOSPH8* (clone C7 and C11: gCATAGACGATCACAAAACCA) or *MORC2* (clone A6 and C4: gACCAAACAAGAATTCGTGAG). H9 cells were nucleofected using the Amaxa nucleofector (Lonza) with the P3 primary cell 4D nucleofector kit L (Lonza LONV4XP-3024). Puromycin (Invivogen; 10 mg/ml, ant-pr-1) selection with 0.2 μg/ml in E8 medium was started 2 days after transfection. Puromycin was removed after 2 days, and the cells were further kept in E8 medium. After selecting bulk clones by TIDE analysis (http://shinyapps.datacurators.nl/tide), single-cell colonies were picked and verified to carry frameshift mutations. Loss of MPHOSPH8 and MORC2 protein in hESCs was confirmed by immunoblots.

### Human cerebral organoids

Cerebral organoids were generated and cultured as previously described (*34*) with slight modifications. Briefly, H9 hESC cells were grown to 60 to 80% confluency, washed with PBS, and single-cell suspensions were obtained using Accutase (Sigma-Aldrich, A6964). Pelleted cells were resuspended in E8 medium supplemented with RevitaCell cell supplement (Invitrogen, A2644501) and counted. A total of 9000 cells were seeded per well to form embryoid bodies in a 96-well ultralow-attachment U-bottom plate (Sbio, MS-9096UZ) in 150 μl of E8 medium supplemented with RevitaCell. On day 3, medium was changed to E8, and from days 6 to 13, organoids were grown in neural induction media [∼1 liter of neural induction media containing 1 liter of DMEM/F-12, 10 ml of N2 supplement (IMBA Molecular Biology Service), 10 ml of GlutaMAX (Invitrogen, 35050-038), 10 ml of MEM-NEAA (Sigma-Aldrich, M7145), and 1 ml of heparin (Sigma-Aldrich, H3149) of a 1 mg/ml dilution], slightly different as previously described (*34*, *56*). On day 10, embryoid bodies were embedded into Matrigel (Corning, 354234) droplets, transferred to a 10-cm dish, and cultured from day 13 until day 25 in differentiation medium without vitamin A [∼1 liter of differentiation media containing 500 ml of DMEM/F-12 and 500 ml of neurobasal media (Invitrogen, 21103049), 5 ml of N2 supplement, 10 ml of GlutaMAX, 5 ml of MEM-NEAA, 20 ml of B27 supplement minus vitamin A (Invitrogen, 12587010), 350 μl of a 1:100 dilution of 2-mercaptoethanol (Merck, 8057400250), and 250 μl of insulin [Sigma-Aldrich, I9278-5ML)] and then in differentiation medium with vitamin A (IMBA Molecular Biology Service), 0.4 mM vitamin C (Sigma-Aldrich, 255564-100G), and 0.1% m/v NaHCO_3_ (Merck, 1.06329.1000). From day 20 onward, cerebral organoids were constantly shaken on a horizontal shaker.

### Single-cell RNA-seq of cerebral organoids

Single-cell suspensions from two cerebral organoids per condition were prepared at day 27 using 0.9×:1× Accutase/Trypsin (Gibco, 11538876) and incubated for 15 min on 37°C while shaking and dissociating manually by pipetting every 5 min. Digestion was stopped by gradually adding two volumes of cold DMEM/F-12, washed with DPBS^−/−^ (Thermo Fisher Scientific, 14190094) plus 0.04% BSA (VWR, 9048-46-8). Cells were then filtered through a cell strainer, counted, and loaded onto a 10x Genomics controller in DPBS^−/−^ plus 0.04% BSA according to the manufacturer’s protocol with a target cell number of 4000 cells. Sequencing was performed on an Illumina NextSeq2000 lane and analyzed using 10x Cell Ranger 4.0.0 workflow, reference refdata-gex-GRCh38-2020-A and Seurat 3.2.2.

### Immunohistochemistry of cerebral organoids

Organoids were washed three times in PBS and fixed overnight at 4°C in 4% paraformaldehyde. The next day, the organoids were washed again three times in PBS and dehydrated overnight at 4°C in 30% sucrose. The organoids were then embedded with OCT in a multiwell format and stored at −80°C until cryo-sectioning. The block was cut in 20-mm sections, and the sections were stored at −80°C. For immunostaining, the slides were dried at room temperature, washed three times in PBS, and blocked in 4% BSA and 0.5% Triton X-100 in PBS. Afterward, the sections were incubated with the primary antibody overnight in a humidified chamber. The next day, the sections were washed three times in washing solution (PBS containing 0.05% Triton X-100) and incubated for 2 hours at room temperature in the secondary antibody and DAPI (Invitrogen, D3571; dilution 1:1000). The slides were afterward washed three times in washing solution, mounted, and sealed. See table S1 for a list of primary and secondary antibodies used for immunostaining of the cerebral organoids.

### Statistical analysis

All values are given as means ± SDs unless stated otherwise (SEM in behavior experiments in Fig. 3 and fig. S4). Comparisons between two groups were analyzed using unpaired two-tailed Student’s *t* tests and corrected for multiple comparisons using the Holm-Sidak method. Comparisons between more than two groups were analyzed using ordinary one-way analysis of variance (Fig. 6, D and E, and fig. S9, A to C). Survival curves (Figs. 1D and 2D and fig. S3I) were compared by the Log-rank (Mantel-Cox) test. *P* values were calculated with GraphPad Prism software: *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

Sample size determination: No statistical methods were used to predetermine sample size. For in vivo mouse experiments, we always used as many mice per group as possible in an attempt to minimize type I and type II errors and follow ethical guidelines. Experiments were performed at least in two independent measurements as indicated in the figure legends. All sample sizes are indicated in the figure legends.

Blinding: Investigators were not blinded during experiments as we co-caged control and mutant littermates to reduce other variables. Moreover, knockout mice are phenotypically different from their control, preempting any blinding. All animals were re-genotyped after the experimental end point, minimizing any potential bias on data collections. Quantification of images were performed blindly using automated software.

Inclusion/exclusion criteria: No data were excluded.

Replicates: All data describe biological replicates and are indicated in the figure legends.

# Supplementary material for: The HUSH complex controls brain architecture and protocadherin fidelity
**Source:** Sci Adv. 2022 Nov 4;8(44):eabo7247. doi: 10.1126/sciadv.abo7247
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Table S1

Supplementary Materials for  
**The HUSH complex controls brain architecture and protocadherin fidelity**

Astrid Hagelkruys *et al.*

*Sci. Adv.* **8**, eabo7247 (2022)  
DOI: 10.1126/sciadv.abo7247

**This PDF file includes:**

Figs. S1 to S9  
Table S1

**Supplementary Figure 1**

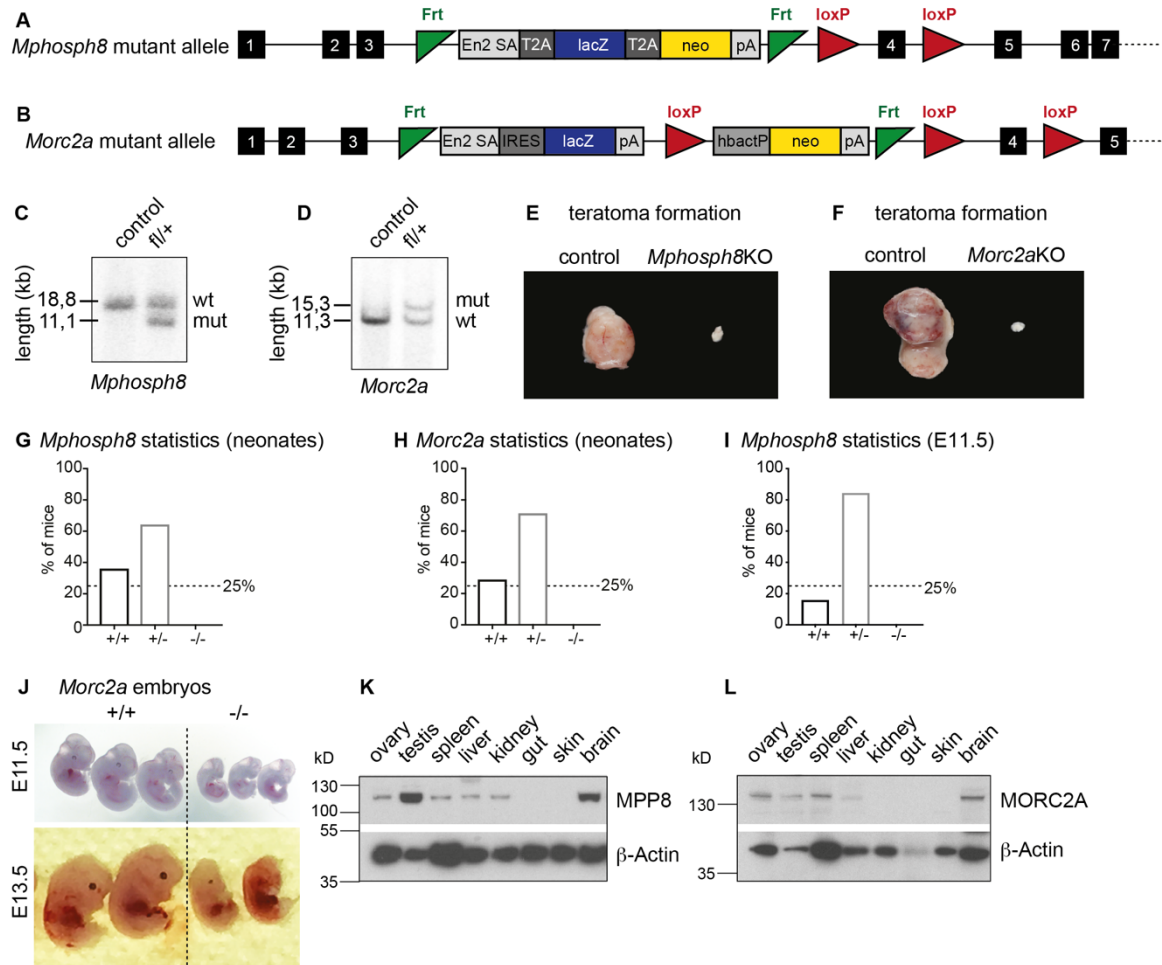

**Supplementary Figure 1. Generation of conditional *Mphosph8* or *Morc2a* knock-out ES cells and mice.**

(A,B) Schematic illustration of the conditional *Mphosph8* (A) and *Morc2a* (B) alleles. Exons are depicted as black numbered boxes and Frt and loxP sites are shown as green and red triangles, respectively. The LacZ-Neo cassette can be removed by crossing mice to a *FlpE* deleter line. LoxP flanked exon 4 can be removed upon recombination in mice expressing Cre recombinase. En2 SA = mouse En2 splicing acceptor, T2A = T2A element, pA = polyadenylation signal, IRES = internal ribosome entry site, hbactP = human beta actin promoter.

(C,D) Southern blot analysis of control versus heterozygous *Mphosph8*<sup>fl/+</sup> (C) and control versus heterozygous *Morc2a*<sup>fl/+</sup> (D) ES cells indicating correct targeting.

(E,F) Teratoma formation 4 weeks after injection of control versus *Mphosph8* knock-out ES cells (E) and control versus *Morc2a* knock-out ES cells (F).

(G,H) Genotype statistics of born mice with *Actin*-Cre-mediated full-body knock-out of *Mphosph8* (G, n = 39) and *Morc2a* (H, n = 59).

(I) Genotype statistics of embryonic day E11.5 mice with *Actin*-Cre-mediated full-body knock-out of *Mphosph8* (n = 19).

(J) Representative photographs of control (left) and *Actin*-Cre-mediated full-body knock-out of *Morc2a* (right) embryos at embryonic day E11.5 (upper panel) and E13.5 (lower panel).  
(K,L) Immunoblot analysis of adult wildtype tissue extracts with antibodies against MPP8 (K), MORC2A (L) and  $\beta$ -Actin as loading control.

**Supplementary Figure 2**

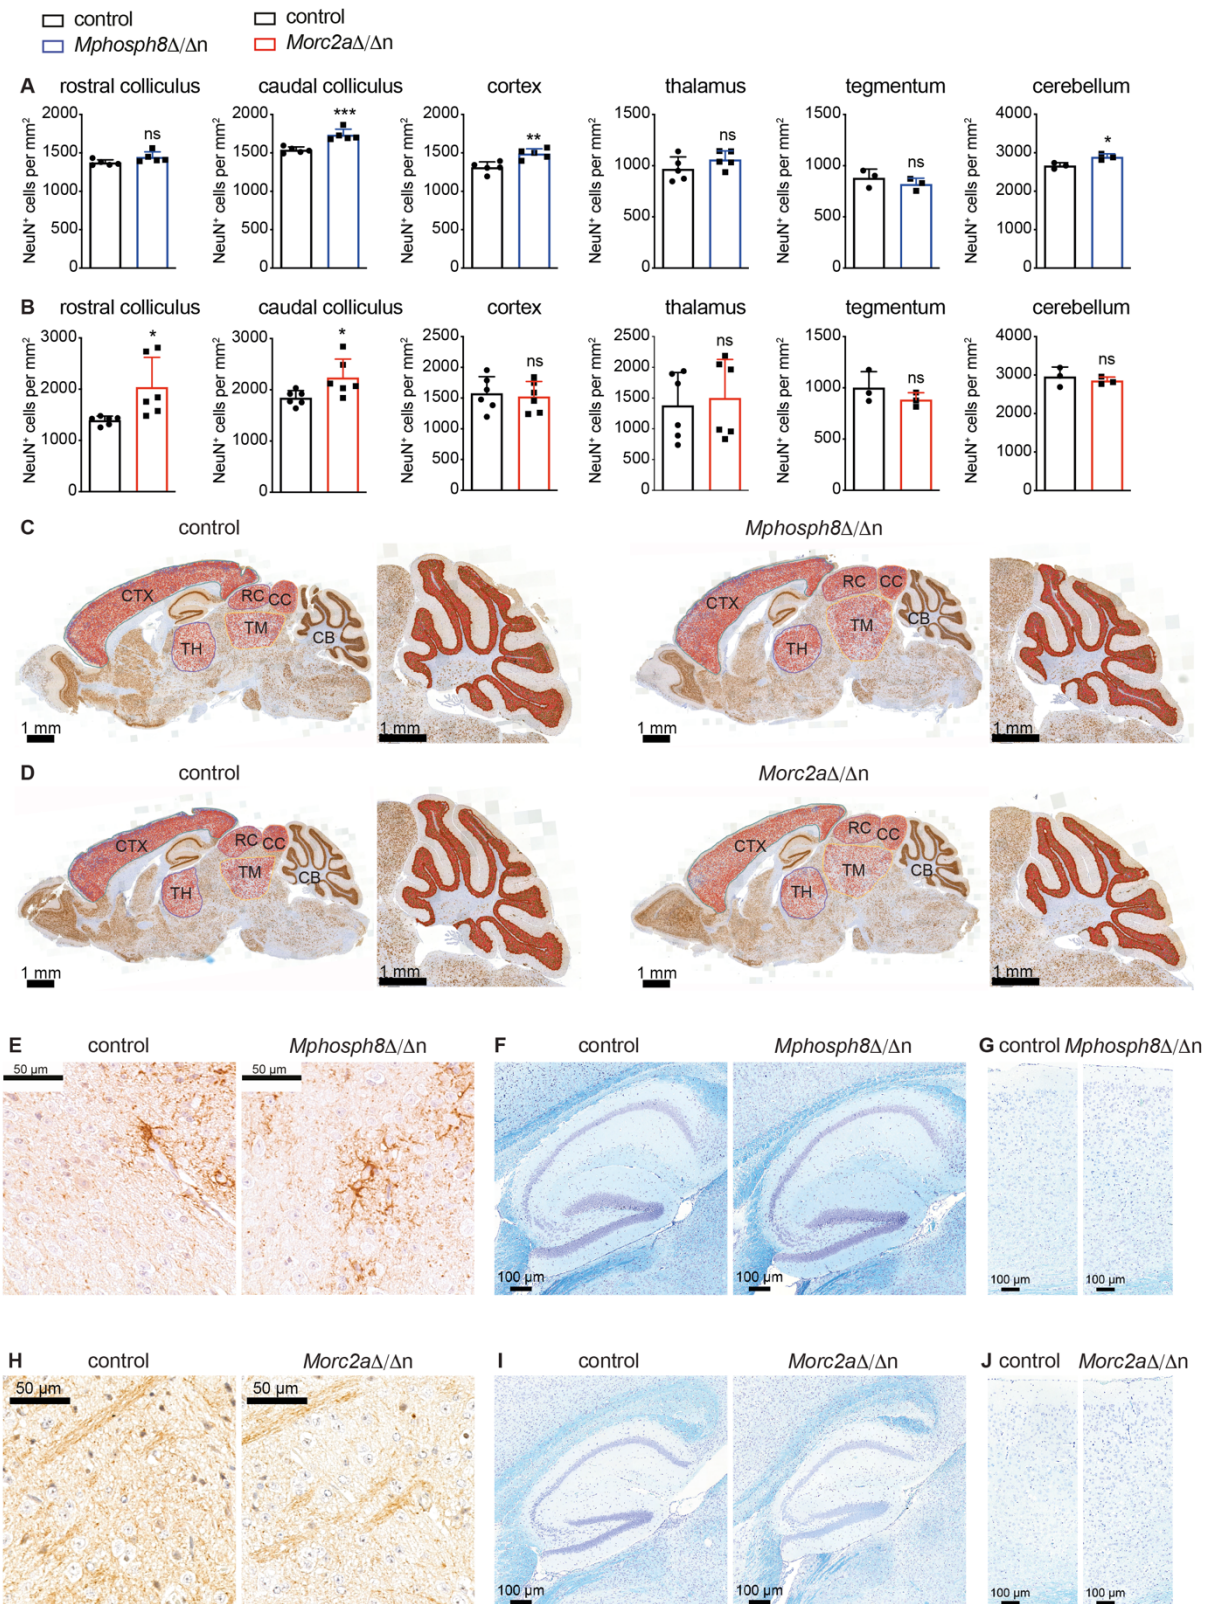

**Supplementary Figure 2. Increased density of NeuN+ neurons in defined brain regions of *Mphosph8*- or *Morc2a*-deficient mice.**

(A,B) Quantification of NeuN positive neurons in six brain regions of *Mphosph8*<sup>Δ/Δn</sup> (A) and *Morc2a*<sup>Δ/Δn</sup> mice (B). For rostral colliculus, caudal colliculus, cerebral cortex and thalamus data from two independent experiments were pooled and shown as mean values +/- SD (n > 4). For the tegmentum and the cerebellum (granular layer) data from one experiment are shown as mean values +/- SD (n = 3).

(C,D) Representative immunodetection of NeuN positive neurons in *Mphosph8*<sup>Δ/Δn</sup> (C) and *Morc2a*<sup>Δ/Δn</sup> (D) mice using QuPath v0.2.3 (scale bar = 1 mm). Five brain regions are marked, including the rostral colliculus (RC), caudal colliculus (CC), cerebral cortex (CTX), thalamus (TH) and tegmentum (TM) (left) and the granular layer of the cerebellum (CB) (right).

(E,H) Histomorphologic features of the rostral colliculus in *Mphosph8*<sup>Δ/Δn</sup> (E) and *Morc2a*<sup>Δ/Δn</sup> brains (H) stained with Glial Fibrillary Acidic Protein (GFAP).

(F,I) Histomorphologic features of the hippocampal formation in *Mphosph8*<sup>Δ/Δn</sup> (F) and *Morc2a*<sup>Δ/Δn</sup> brains (I) stained with Luxol Fast Blue - Cresyl Violet (LFBCV).

(G,J) Histomorphologic features of the cerebral cortical layers in *Mphosph8*<sup>Δ/Δn</sup> (G) and *Morc2a*<sup>Δ/Δn</sup> brains (J) stained with Luxol Fast Blue - Cresyl Violet (LFBCV).

For panels A and B each data point represents an individual mouse. *p* values were calculated using the Student's *t* test. \* *p* < 0.05; \*\* *p* < 0.01; \*\*\* *p* < 0.001; ns, not significant.

Supplementary Figure 3

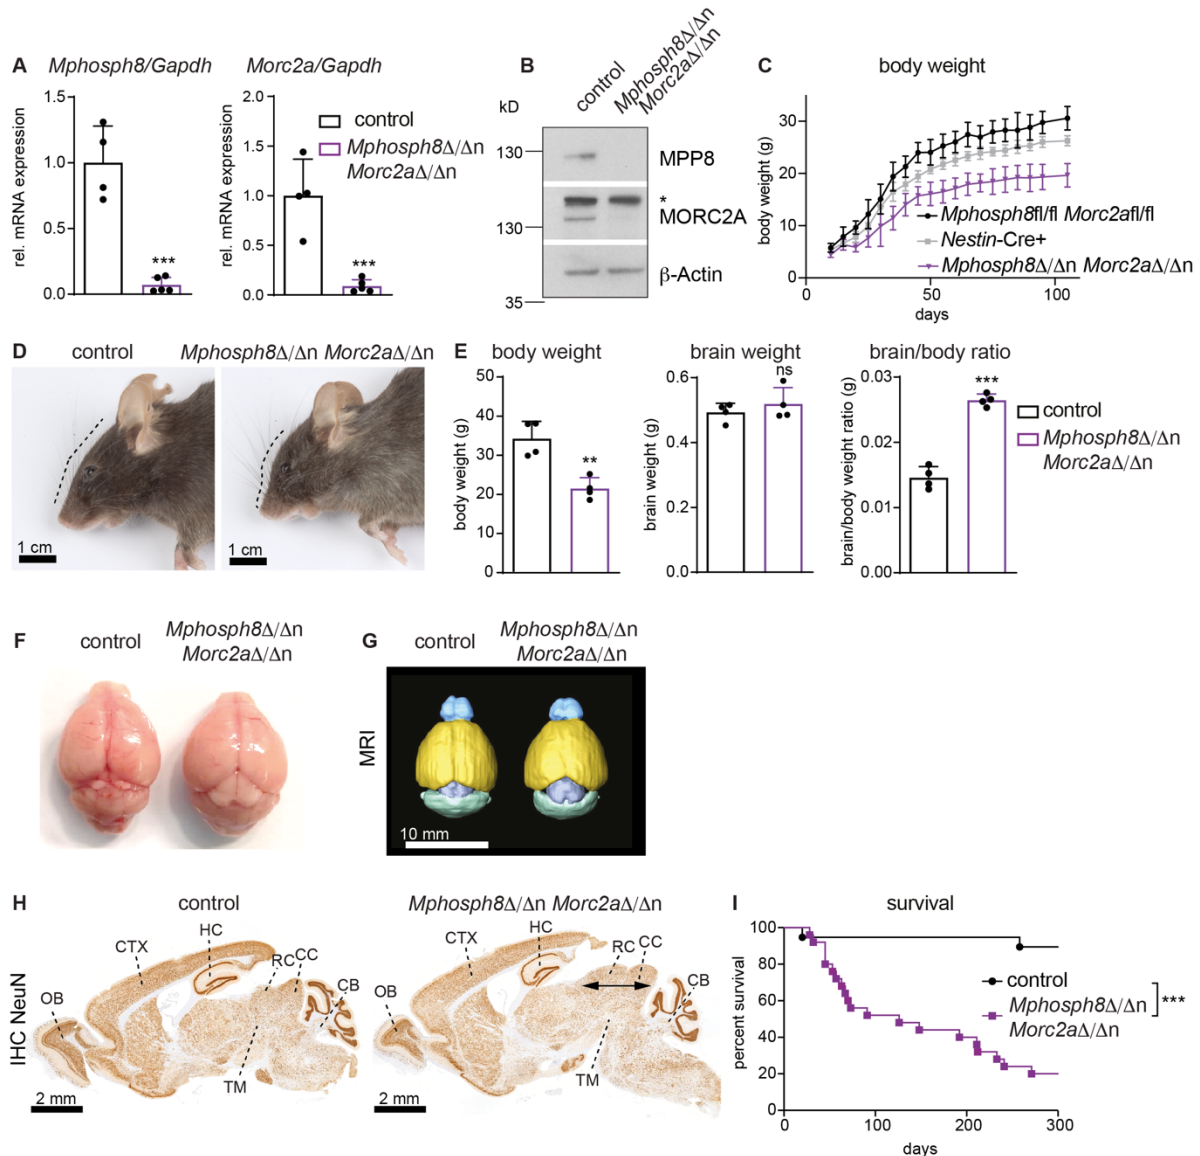

**Supplementary Figure 3. *Mphosph8* $\Delta/\Delta n$  *Morc2a* $\Delta/\Delta n$  double knock-out mice.**

(A) Relative mRNA expression of *Mphosph8* (left) and *Morc2a* (right) in littermate control and homozygous *Mphosph8* $\Delta/\Delta n$  *Morc2a* $\Delta/\Delta n$  double mutant brains. Mean values  $\pm$  SD were normalized to the housekeeping gene *Gapdh* ( $n > 3$ ). Data are shown for one of two independent experiments.

(B) Immunoblot analysis of littermate control versus *Mphosph8* $\Delta/\Delta n$  *Morc2a* $\Delta/\Delta n$  brain extracts with antibodies against MPP8, MORC2A and  $\beta$ -Actin as loading control. The asterisk indicates an unspecific band.

(C) Body weights of control *Mphosph8* $^{fl/fl}$  *Morc2a* $^{fl/fl}$  ( $n = 18$ ), *Nestin-Cre* $^{+}$  ( $n = 8$ ) and *Mphosph8* $\Delta/\Delta n$  *Morc2a* $\Delta/\Delta n$  ( $n = 14$ ) male littermates  $\pm$  SD during the first 3 months of age. Data from several litters were pooled.

(D) Representative macroscopic photographs of control (left) and *Mphosph8* $\Delta/\Delta n$  *Morc2a* $\Delta/\Delta n$  (right) mouse heads (scale bar = 1 cm).

(E) Body weights, brain weights and brain/body ratios of control compared to *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* adult (at 3-4 months) littermates. Data from one experiment are shown as mean values +/- SD (n = 4).

(F) Representative macroscopic images of a control (left) and a *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* (right) littermate adult (at 3-4 months) brain.

(G) Representative *in vivo* MRI brain scan of control (left) and *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* (right) adult littermates (scale bar = 10 mm). In total 3 mice per genotype were analyzed.

(H) NeuN immunohistochemistry (IHC) in adult (at 3-4 months) control (left) and *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* (right) brains (scale bar = 2 mm). At least 3 mice per genotype were analyzed by immunohistochemistry. OB = olfactory bulb, CTX = cerebral cortex, HC = hippocampus, RC = rostral colliculus, CC = caudal colliculus, TM = tegmentum, CB = cerebellum. Arrows indicate widening of collicular regions of the midbrain in *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* brains.

(I) Kaplan-Meier survival curve over the first 300 days of control versus *Mphosph8<sup>Δ/Δn</sup> Morc2a<sup>Δ/Δn</sup>* littermates. Data from several litters were pooled (n > 18) and survival curves were compared by the Log-rank (Mantel-Cox) test.

For panels A and E each data point represents an individual mouse. *p* values were calculated using the Student's *t* test. \*\* *p* < 0.01; \*\*\* *p* < 0.001; ns, not significant.

**Supplementary Figure 4**

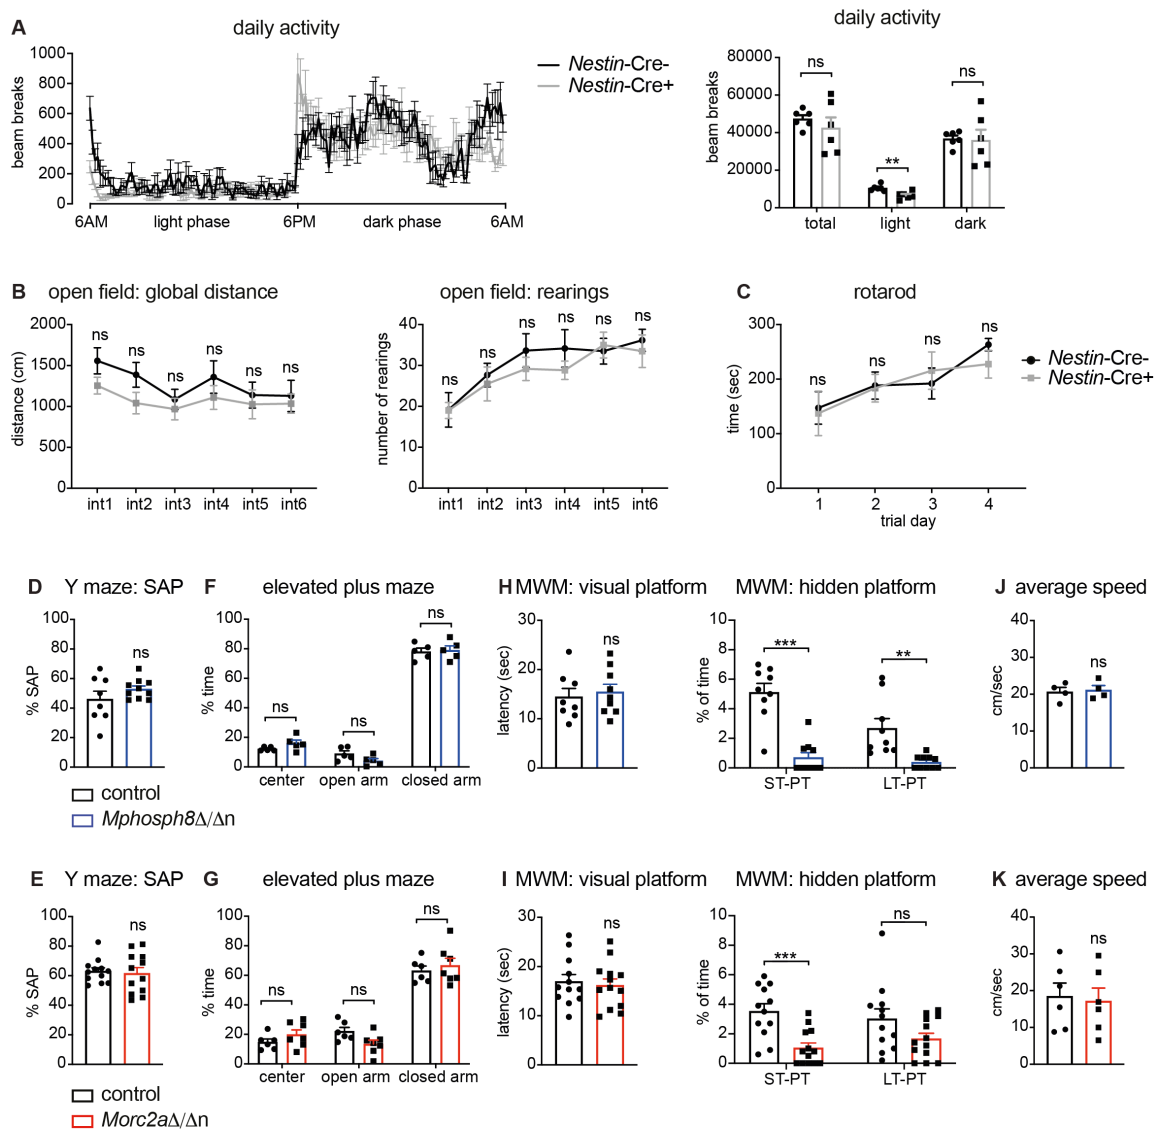

**Supplementary Figure 4. Behavioral assessment of *Mphosph8* or *Morc2a* mutant mice.**

(A) Daily activity in PhenoMaster cages measured by beam breaks of *Nestin-Cre*<sup>+</sup> mice compared to *Nestin-Cre*<sup>-</sup> littermates over 24 hours. Data from two independent experiments were pooled and shown as mean values  $\pm$  SEM (n > 5).

(B) Global distances travelled and numbers of rearings of *Nestin-Cre*<sup>+</sup> mice compared to *Nestin-Cre*<sup>-</sup> littermates in the open field test. Data from two independent experiments were pooled and shown as mean values  $\pm$  SEM (n > 5).

(C) Latency to fall from the accelerating Rotarod of *Nestin-Cre*<sup>+</sup> mice compared to *Nestin-Cre*<sup>-</sup> littermates. Data from two independent experiments were pooled and shown as mean values  $\pm$  SEM (n > 5).

(D,E) Spontaneous alteration performance (SAP) in the Y maze of *Mphosph8* $\Delta/\Delta n$  mice (D) and *Morc2a* $\Delta/\Delta n$  mice (E) compared to their respective control littermates. Data from two independent experiments were pooled and shown as mean values  $\pm$  SEM (n > 7).

**(F,G)** Percent time spent in the three compartments of the elevated plus maze by *Mphosph8*<sup>Δ/Δn</sup> mice (**F**) and *Morc2a*<sup>Δ/Δn</sup> mice (**G**) compared to control littermates. Data are representative of one of two independent experiments and shown as mean values +/- SEM (n > 4).

**(H,I)** Latency to find the visual platform in the Morris water maze (left panels) and percent time spent on the hidden platform in the Morris water maze in the short-term (ST-PT) and long-term (LT-PT) probe trial (right) of *Mphosph8*<sup>Δ/Δn</sup> mice (**I**, n > 7) and *Morc2a*<sup>Δ/Δn</sup> mice (**I**, n > 11) compared to control littermates. Data from two independent experiments were pooled and shown as mean values +/- SEM.

**(J,K)** Average speed in the Noldus CatWalk system of *Mphosph8*<sup>Δ/Δn</sup> mice (**J**, n = 4) and *Morc2a*<sup>Δ/Δn</sup> mice (**K**, n = 6) compared to control littermates. Data are shown as mean values +/- SEM.

For panel A (right part) and panels D-K each data point represents an individual mouse. *p* values were calculated using the Student's *t* test. \*\* *p* < 0.01; \*\*\* *p* < 0.001; ns, not significant.

Supplementary Figure 5

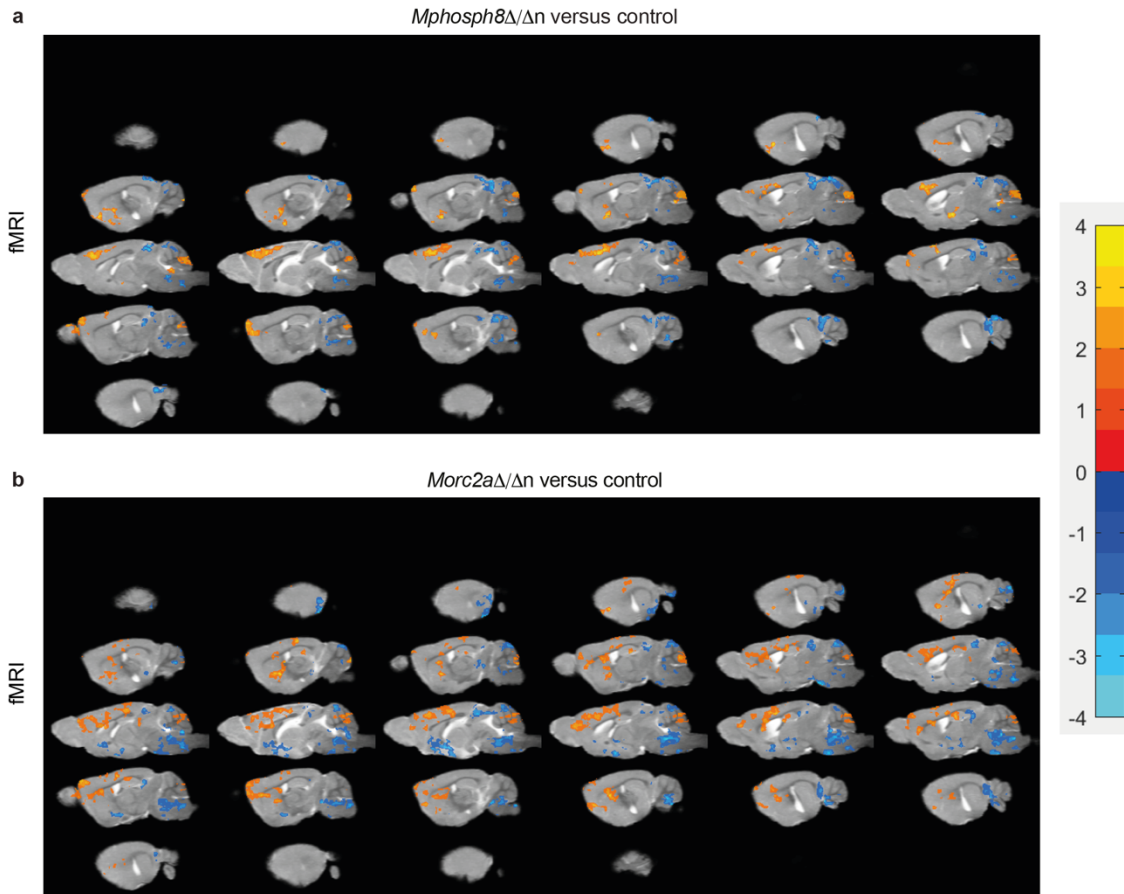

**Supplementary Figure 5. Functional Magnetic Resonance Imaging (fMRI) in *Mphosph8* and *Morc2a* knock-out mice.**

Resting state fMRI of *Mphosph8* $\Delta/\Delta^n$  mice (A) and *Morc2a* $\Delta/\Delta^n$  mice (B) compared to control littermates. Per group at least 4 individual mice were scanned. Z-score is shown from -4 (cyan) to 4 (yellow) to show brain regions with significantly lower activation in blue/cyan and higher activation in orange/yellow compared to the control group.

Supplementary Figure 6

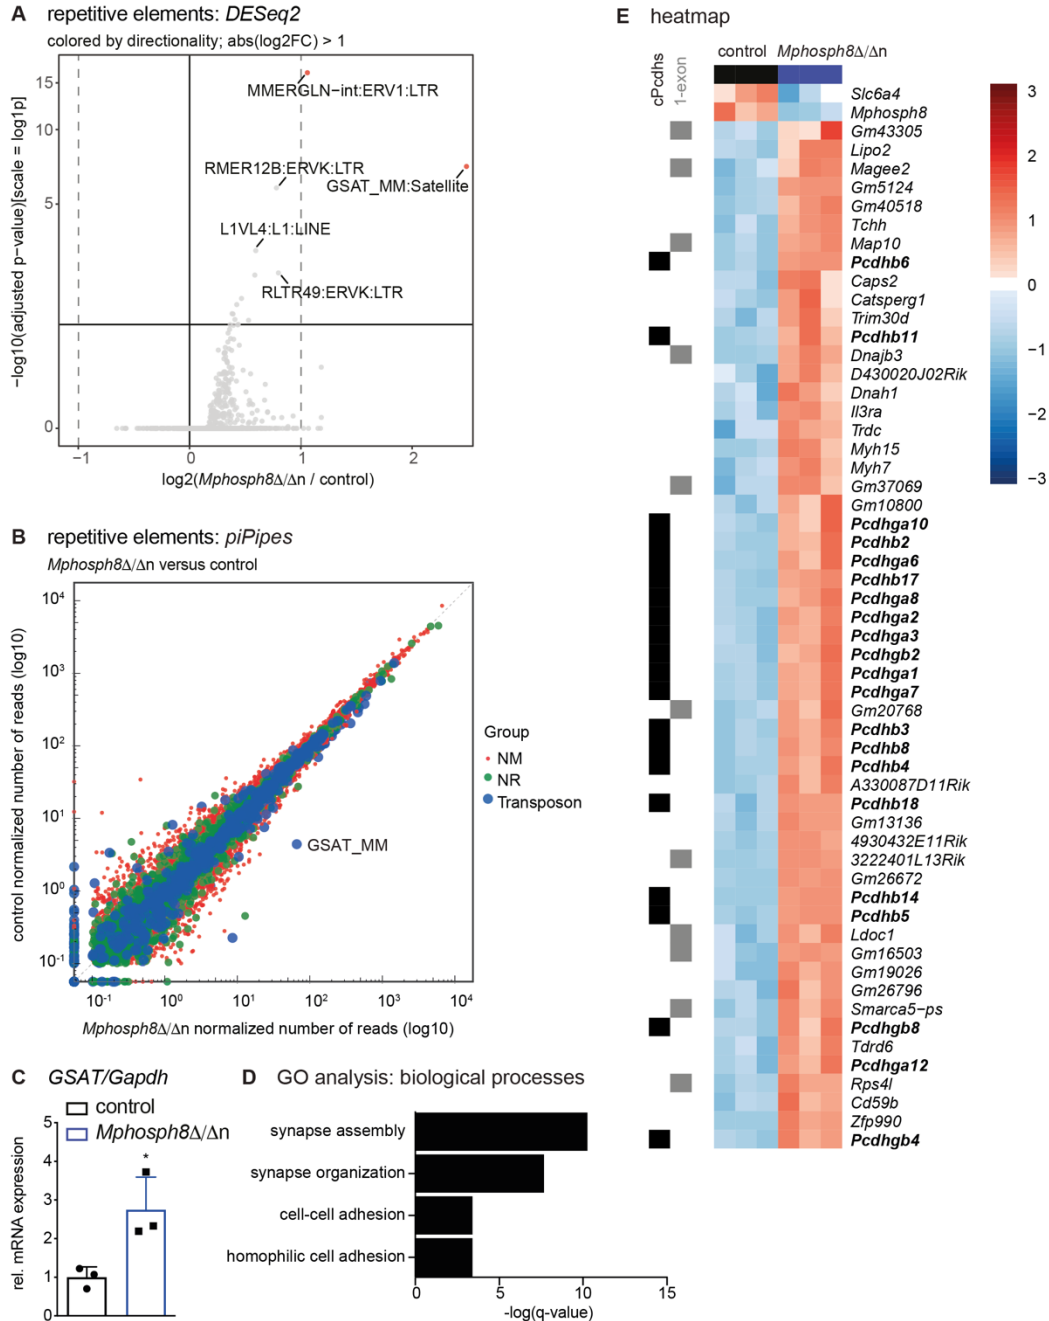

**Supplementary Figure 6. Upregulation of major satellite repeats and the protocadherin cluster in the brains of *Mphosph8* knock-out mice.**

(A) Volcano plot of differential expression analysis (*DESeq2*) to estimate repetitive element enrichment in an RNA-seq experiment of 3 littermate control and 3 *Mphosph8* $\Delta/\Delta n$  brains on postnatal day 14. Elements with a fold change  $> 2$  ( $\log_2$  fold change  $> 1$ ) are shown in red, others in gray. GSAT\_MM = major satellite repeats, MMERGLN-int:ERV1:LTR = LTR retrotransposon belonging to the ERV1 family.

(B) *piPipes* analysis to estimate repetitive element enrichment in an RNA-seq experiment of 3 littermate control and 3 *Mphosph8*<sup>Δ/Δn</sup> brains on postnatal day 14. NM = mRNA, NR = ncRNA. GSAT\_MM = major satellite repeats.

(C) Relative mRNA expression of major satellites repeats (GSAT) in littermate control and *Mphosph8*<sup>Δ/Δn</sup> brains. Mean values +/- SD were normalized to the housekeeping gene *Gapdh* (n = 3).

(D) Biological gene ontology (GO) processes overrepresented among the gene set of 55 upregulated genes in an RNA-seq experiment of 3 littermate control and 3 *Mphosph8*<sup>Δ/Δn</sup> brains on postnatal day 14 (adjusted *p* value < 0.05). The negative log10 of the q-value to control the positive false discovery rate for multiple testing is shown.

(E) Heatmap of differentially regulated genes (adjusted *p* value < 0.05, fold change >2) found in the RNA-seq experiment illustrated in (D) showing approximately half of the upregulated genes are from the protocadherin gene cluster (cPcdh, marked in black) and 11 more upregulated genes are also intronless (1-exon, grey). Z-score is shown from -3 (blue) to 3 (red).

(F) Relative mRNA expression of *Mphosph8*, *Morc2a* and *Pcdhb14* in littermate control, *Mphosph8*<sup>Δ/Δn</sup> and *Morc2a*<sup>Δ/Δn</sup> sorted brain NeuN+ nuclei. Mean values +/- SD were normalized to the housekeeping gene *Gapdh* (n = 2).

For panel C each data point represents an individual mouse. *p* values were calculated using the Student's *t* test. \* *p* < 0.05.

Supplementary Figure 7

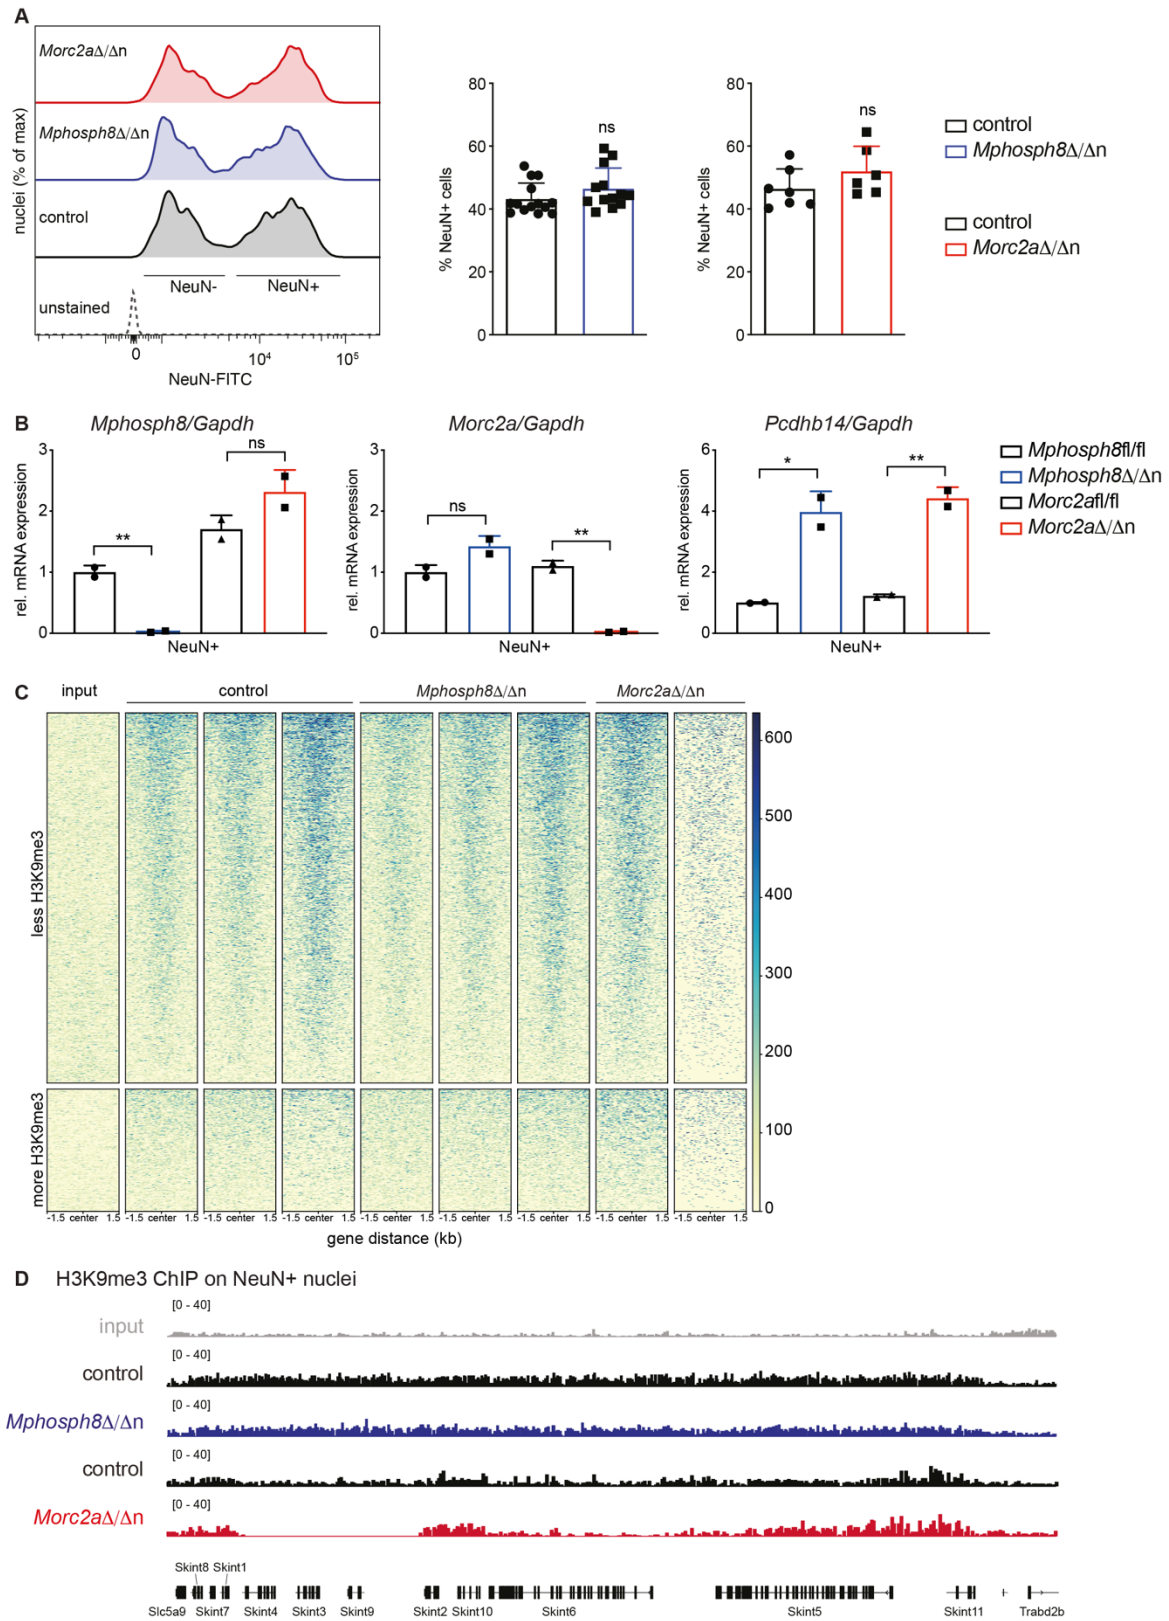

**Supplementary Figure 7. Analysis of NeuN positive nuclei in *Mphosph8* and *Morc2a* knock-out mice.**

(A) Representative plots (left) and quantifications (right) of flow cytometry-based sorting of NeuN-immunotagged brain nuclei in control versus *Mphosph8*<sup>Δ/Δn</sup> (n > 12) and control versus *Morc2a*<sup>Δ/Δn</sup> (n > 5) mice. The gray dotted line in the histogram indicates unstained nuclei as background control. For the graphs on the right, data from several independent experiments were pooled and shown as mean values +/- SD.

(B) Relative mRNA expression of *Mphosph8*, *Morc2a* and *Pcdhb14* in littermate control, *Mphosph8*<sup>Δ/Δn</sup> and *Morc2a*<sup>Δ/Δn</sup> sorted brain NeuN<sup>+</sup> nuclei. 

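Panel B measures mRNA by reverse transcription and quantitative PCR, in which a pair of primers amplifies a short stretch of each transcript and the amount is given relative to *Gapdh* and to the control nuclei. It does so in sorted nuclei, as in Fig. 4E, and its measurements are not analysed here. What it reports on each gene depends on where the primers of table S1 lie, which was read from exact matches to the GENCODE M21 transcripts of GRCm38. For *Mphosph8*, the forward primer matches exon 3 and the reverse primer matches exon 4, so that a transcript without exon 4 gives no product. For *Morc2a*, the forward primer matches exon 4, and the reverse primer as printed has no exact match in the gene's transcripts. For *Pcdhb14*, the reverse primer matches the single exon, and the forward primer as printed has no exact match. The *Gapdh* primers match exons 2 and 3. The panel's values for *Mphosph8* and *Morc2a* thus follow the presence of the floxed exon, whereas a count of reads over a whole gene, as in RNA sequencing, follows all of its exons.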

Mean values +/- SD were normalized to the housekeeping gene *Gapdh* (n = 2).

(C) Heatmap of normalized ChIP-seq signals of the NeuN-sorted control, *Mphosph8*<sup>Δ/Δn</sup> and *Morc2a*<sup>Δ/Δn</sup> replicates in 3kb windows around the center of the differentially H3K9me3 methylated regions reported in *Setdb1* knock-out versus wildtype cortical neurons (Supplementary Table 1 of (14)). Signal intensities from 0 (yellow) to 600 (blue) are shown.

(D) Normalized read density plots of H3K9me3 ChIP-seq in brain NeuN<sup>+</sup> nuclei from control, *Mphosph8*<sup>Δ/Δn</sup> and *Morc2a*<sup>Δ/Δn</sup> mice for the *Skint* gene cluster on chromosome 4.

For panel A and B each data point represents nuclear preparations originating from an individual mouse. *p* values were calculated using the Student's *t* test. \* *p* < 0.05; \*\* *p* < 0.01; ns, not significant.

**Supplementary Figure 8**

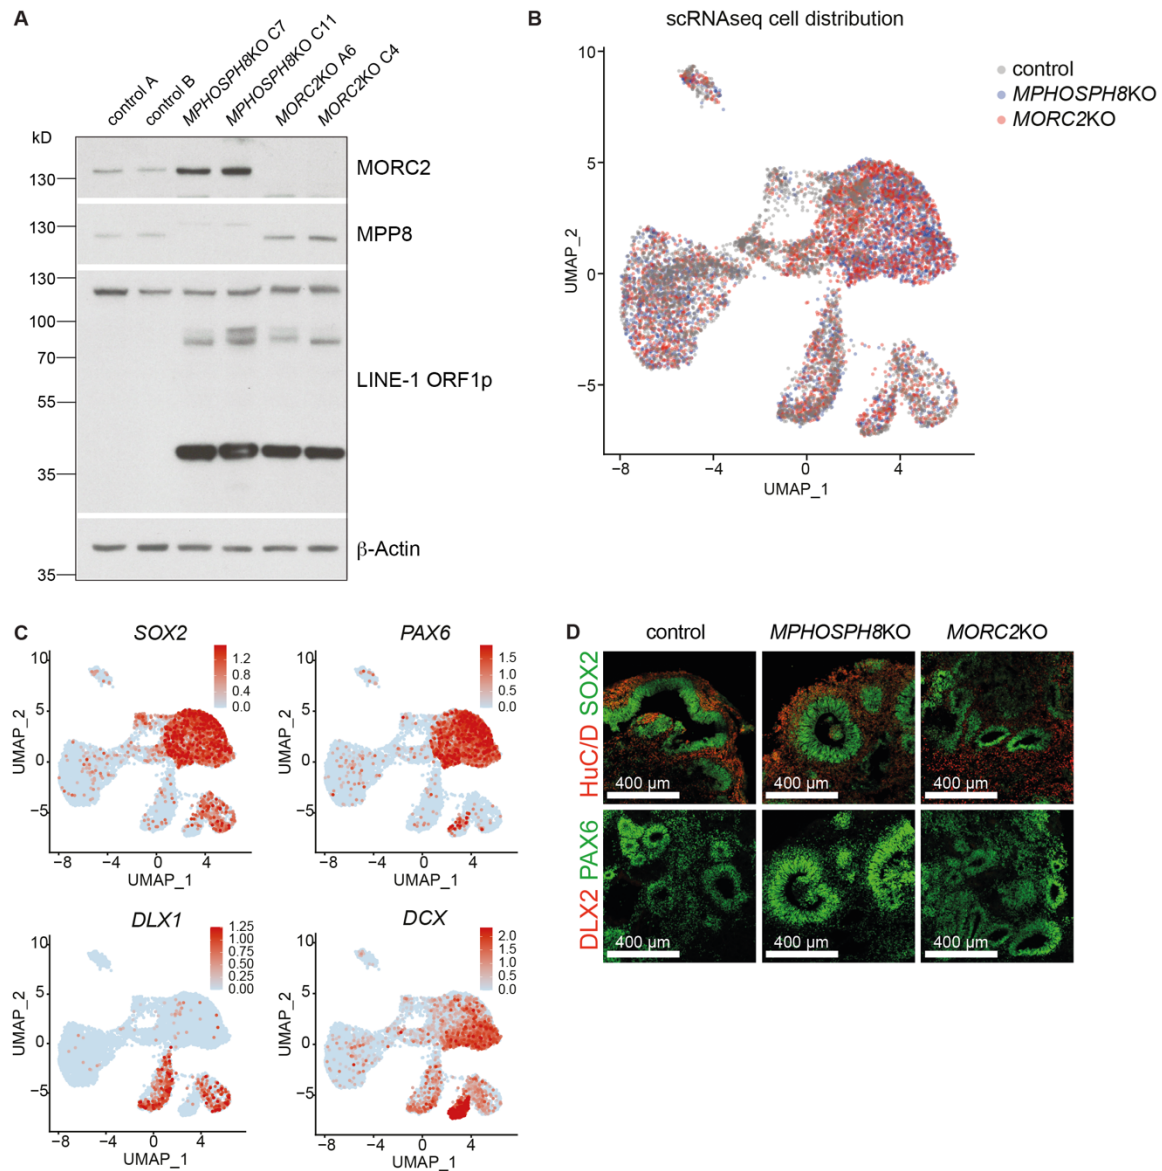

**Supplementary Figure 8. Characterization of *MPHOSPH8KO* and *MORC2KO* human embryonic stem cells and human cerebral organoids.**

(A) Immunoblot analysis of two independent clones of control, *MPHOSPH8KO* and *MORC2KO* H9 human embryonic stem cells used for cerebral organoid generation. The blots were incubated with antibodies against MPP8, MORC2A, LINE-1 ORF1p and β-Actin as loading control.

(B) Uniform manifold approximation and projection (UMAP) plot of single-cell RNA-sequencing from day 27 cerebral organoids. Approximately 3400 cells per group were analyzed and are color-coded by genotype. For each group two organoids (each organoid originating from an independent ESC clone) were pooled.

(C) Individual UMAP plots for the neuronal precursor marker genes *SOX2*, *PAX6*, *DLX1*, and also *DCX* as marker for immature neurons for all cells shown in (B).

**(D)** Representative staining of neural progenitors (SOX2, green) and neurons (HuC/D, red) (upper panels) as well as dorsal neural progenitors (PAX6, green) and the ventral transcription factor (DLX2, red) (lower panels) of day 60 control, *MPHOSPH8*KO and *MORC2*KO cerebral organoids (scale bar = 400  $\mu$ m).

Supplementary Figure 9

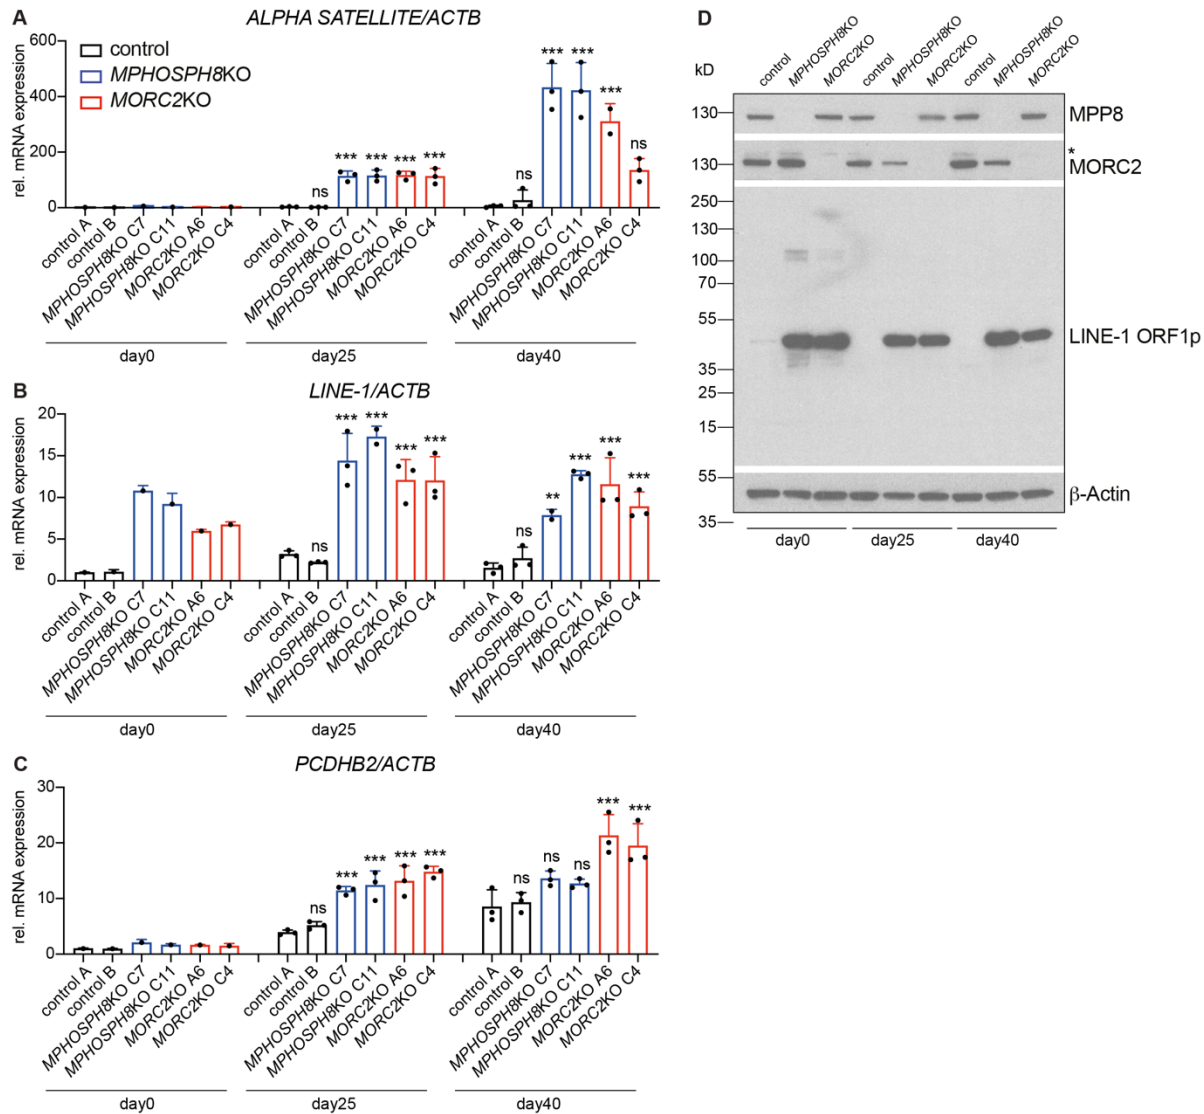

**Supplementary Figure 9. *MPHOSPH8KO* or *MORC2KO* human cerebral organoids show a strong upregulation of repetitive elements and clustered protocadherins.**

(A,B,C) Relative mRNA expression of alpha satellites (A), LINE-1 transposable elements (B) and *PCDHB2* (C) in two independent clones of control, *MPHOSPH8KO* and *MORC2KO* hESCs (day 0) and cerebral organoids (day 25 and day 40). Mean values  $\pm$  SD were normalized to the housekeeping gene  $\beta$ -Actin (*ACTB*) (n = 1 for day 0 ESC, n = 3 for day 25 and day 40 cerebral organoids). Data are shown for one of three independent experiments.

(D) Representative immunoblot of control, *MPHOSPH8KO* and *MORC2KO* H9 hESCs (day 0) and cerebral organoids (day 25 and day 40). The blot was incubated with antibodies against MPP8, MORC2A, LINE-1 ORF1p and  $\beta$ -Actin as loading control. The asterisk indicates an unspecific band.

For panels A-C each data point represents an individual organoid and *p* values were calculated using one-way ANOVA and Dunnett's multiple comparisons test compared to control A for each time point. \*\* *p* < 0.01; \*\*\* *p* < 0.001; ns, not significant.

## Supplementary Table 1.

### Genotyping primers:

|                  |                                                                                                                                                                   |
|------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Mphosph8</i>  | GTTCTTTATGAGAGCACCAAG<br>TCTACACACGCCTGAGC<br>WT allele: 467 bp, floxed allele: 584 bp                                                                            |
| <i>Morc2a</i>    | TTCACATGCCCAGGTACATTAC<br>TTCTGGTAGCATCAGCATCTCTG<br>WT allele: 581 bp, floxed allele: 778 bp                                                                     |
| <i>Cre</i>       | TAATCGCCATCTTCCAGCAG<br>CAATTTACTGACCGTACAC<br>Cre: 1000 bp                                                                                                       |
| <i>FlpE</i>      | GTGGATCGATCCTACCCCTTGCG<br>GGTCCAAGTGCAGCCCAAGCTTCC<br>FlpE: 700 bp                                                                                               |
| <i>Thy1-Egfp</i> | ACAGACACACACCCAGGACA<br>CGGTGGTGCAGATGAACTT<br>CTAGGCCACAGAATTGAAAGATCT<br>GTAGGTGGAAATTCTAGCATCATCC<br>Internal positive control: 324 bp, EGFP transgene: 415 bp |

### Primers for mouse cDNA:

|                 |                                                       |
|-----------------|-------------------------------------------------------|
| <i>Gapdh</i>    | GTCGGTGTGAACGGATTTGG<br>GACTCCACGACATACTCAGC          |
| <i>Mphosph8</i> | GCTACCATCACCTGTGTTTG<br>TCTTCTTTGTCCAAATCATACC        |
| <i>Morc2a</i>   | GCTGATGCTACCAGAATAGAC<br>GGCTGACTTCCCAAAGT            |
| <i>GSAT</i>     | GATTTTCGTCATTTTTCAAGTCGTC<br>GCACACTGAAGGACCTGGAATATG |
| <i>Pcdhb3</i>   | CAGGTCCACATCCTGGTCTT<br>TCCCGTATCCAAGTCAGAGG          |
| <i>Pcdhb14</i>  | GCTGTCATTCCAAGTCTCA<br>GGCAGAGTGTGGAGGTTCTC           |

### Primers for mouse ChIP:

|                   |                                              |
|-------------------|----------------------------------------------|
| <i>Pcdhb14+69</i> | CTGCGTCCAGCAACATTAAA<br>AGATAATGGCGGTCACTTGC |
|-------------------|----------------------------------------------|

### Primers for human cDNA:

|                         |                                                  |
|-------------------------|--------------------------------------------------|
| <i>ACTB</i>             | TTGCCGACAGGATGCAGAAGGA<br>AGGTGGACAGCGAGGCCAGGAT |
| <i>MPHOSPH8</i>         | CGATCACAAAACCAAGGAAAA<br>TTCTCATCTGCTTGGCACAC    |
| <i>MORC2</i>            | TGGCTTTCACAAATTACAGCA<br>TT GCATTATCAACCAGTTCAGC |
| <i>LINE-1</i>           | TAACCAATACAGAGAAGTGC<br>GATAATATCCTGCAGAGTGT     |
| <i>alpha satellites</i> | AAGGTCAATGGCAGAAAAGAA                            |

|                |                                                                       |
|----------------|-----------------------------------------------------------------------|
| <i>PCDHB2</i>  | CAACGAAGGCCACAAGATGTC<br>GGGGCTGGAGATAGGAGAAC<br>TAACAACAAATCCCCGGTCT |
| <i>PCDHB5</i>  | TGGCTCTGAGGCAGTTAGGT<br>TAGAAGCAAATTGCCGGTCT                          |
| <i>PCDHB14</i> | CCTTGTTTTGCTGGGATTGT<br>CCCTAGGTCCCTCGCTAGAT                          |

Antibodies for immunoblots and ChIP:

|                |                             |
|----------------|-----------------------------|
| $\beta$ -Actin | A5316 (Sigma)               |
| MPP8           | 16796-1-AP (Proteintech)    |
| MORC2          | PA5-51172 (ThermoFisher)    |
| GAPDH-HRP      | 3683 (Cell Signaling)       |
| NeuN           | MAB377 (Merck Millipore)    |
| LINE-1 ORF1p   | MABC1152 (Merck Milipore)   |
| C-terminal H3  | clone 1B1-B2 (Active Motif) |
| H3K9me3        | ab8898 (Abcam)              |

Primary and secondary antibodies for immunohistochemistry:

|                                  |                               |
|----------------------------------|-------------------------------|
| SOX2                             | AB5603 (Merck), rabbit        |
| PAX6                             | ab195045 (Abcam), rabbit      |
| DLX2                             | sc-393879 (Santa Cruz), mouse |
| HuC/D                            | A-21272 (Invitrogen), mouse   |
| anti-rabbit IgG, Alexa Fluor 555 | A-21428 (Invitrogen)          |
| anti-mouse IgG, Alexa Fluor 633  | A-21053 (Invitrogen)          |

How the deposited data were processed for this re-analysis (not part of the article)

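The data are RNA sequencing libraries of NeuN+ nuclei sorted from adult mouse brains, 5 from control, 3 from *Mphosph8* Δ/Δn and 2 from *Morc2a* Δ/Δn mice. Control replicates 1 to 3 carry floxed *Mphosph8* alleles, control replicates 4 and 5 carry floxed *Morc2a* alleles, and none of the 5 carries *Nestin*-Cre. The paper's other assays, such as in situ hybridization, imaging and RT-qPCR, are not analysed here. The authors enriched poly(A) RNA, sequenced single 50-base reads, trimmed adapters with trim-galore 0.5.0 and removed reads that aligned to abundant sequences with bowtie2. They then aligned the remaining reads to GRCm38 with STAR 2.6.0c and Ensembl release 94 genes, and counted reads in genes with featureCounts of subread 1.6.2. The deposited values are raw counts of reads for each of 54532 genes, whole numbers to which the authors applied no normalization. The strand setting of the counting, and how a read that overlaps several genes was counted, were searched for in the paper and its supplement and not found. Symbols, positions, exons and the share of exonic bases that a gene has in common with other genes were taken from the GENCODE M21 annotation of GRCm38, joined by Ensembl gene identifier.

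Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered by edgeR's filterByExpr on the 3 groups, which kept 18573 genes, and library sizes were scaled by TMM. CPM were computed from the counts and the scaled library sizes. All 10 libraries entered 1 quasi-likelihood fit with a mean for each of the 3 groups (common dispersion 0.141), in which each knockout was compared with all 5 controls. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and a gene was called at an adjusted p below 0.05 and a fold change above 2. The tests assume that the nuclei of each library come from different mice, 1 library per replicate.

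Sets of genes were tested with fry. The lists, written before the data were examined, were the cPcdhs and their arrays, 12 protocadherin genes outside the cluster, 11 *Skint* genes, 5 sex-linked genes, and 12 lists of marker genes for astrocytes, oligodendrocytes, their precursors, microglia, endothelial cells, neurons in general, forebrain excitatory neurons, inhibitory neurons, striatal neurons, cerebellar granule cells, the midbrain and hindbrain, and recent activity. A list of 10 pituitary genes was written after the counts of *Gh* had been seen. The 24 tests of the marker lists were adjusted together. Summed CPM and numbers of members with a count were compared by two-sided exact permutation of the libraries. The share of genes with 1 exon among called genes was compared by Fisher's exact test. The difference between the effects of both knockouts was tested as an interaction in a fit of 4 groups, each knockout against the controls of its own floxed line. The genes named in the text are the targeted genes, *Rbfox3* and those that the paper names, for each knockout the 5 largest rises and the 5 largest falls among the called genes whose knockout libraries all lie beyond every control, the 5 called cPcdhs with the largest rises, and labels of Fig. 4E that go against the figure. Other genes were chosen after their values were seen, for their position in the cluster, their level or their counts.

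The alternatives were size factors of the median-of-ratios method, plain CPM for sums, testing all genes with at least 1 count in any library, testing genes with at least 10 counts in every library, controls of the same floxed line, the pair of compared groups alone, each library left out in turn, the replicate number as a block, DESeq2, limma-voom, edgeR's glmTreat against a fold change of 1.2, no minimum fold change, autosomal genes, and camera with a preset correlation of 0.01 or an estimated one. DESeq2 is the tool of the paper, which used another version of it, 1.18.1. Scaling the targeted genes to *Gapdh* was added after their values had been seen.

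The depth was between 6686038 and 10764555 counts per library. With genes of at least 50 counts in sum, the chi-square per degree of freedom between replicates of a group was between 9.55 and 38.4 over 14 pairs of libraries, so that the spread between libraries exceeds counting error and sets the precision. Whether replicates of the same number belong together was checked by the correlation of their residuals, which was between -0.0526 and 0.0817 for the 7 pairs of libraries of different groups with the same number and between -0.0838 and 0.0526 for the 24 others, so the numbers were not taken to pair the libraries.

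The analysis was tested on simulated data with the means, dispersions and depths of these libraries. Of 200 genes changed 4-fold, DESeq2 called 71.5% and 66.0%, limma-voom 63.5% and 57.5%, and edgeR with controls of the same line 65.5% and 60.5% in the *Mphosph8* Δ/Δn and *Morc2a* Δ/Δn comparisons. Of the calls of DESeq2, 9.49% and 14.3% were false, above the nominal rate. The fry test called a set raised 2-fold and did not call an unchanged set in either comparison. Genes were simulated independently and a single set of each kind was drawn, so this gives no rate of false calls for correlated genes. The cPcdhs had estimated correlations between genes of 0.116 in *Mphosph8* Δ/Δn and 0.119 in *Morc2a* Δ/Δn. Random draws used 100 thinned sets of counts, 100 simulations of unchanged groups and 10000 draws of genes. The sequencing reads themselves were not used here, so that neither exon 4 nor single promoters were counted.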

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

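All the tests of explanations in this part, which concern *Gh*, *Gm47283* and the cerebellar transcripts, were chosen after the result was seen.

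Among the 5 control libraries, 38 values per library were searched for a single library far from the rest, by the gap to its nearest neighbour as a share of the range. In 3 of them this share was above the critical value of 0.71 (Dixon's test at 95%), where chance gives 1.9. *Oscar* had 21.1 CPM in control replicate 1, against 9.21 to 12.6 CPM in the other controls. The summed CPM of the striatal list was 2351 in control replicate 2, against 2157 to 2191. No explanation was tested for either value. Without control replicate 1 the fall of *Oscar* in *Morc2a* Δ/Δn remained past the threshold.

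The 3rd value is the summed CPM of the cerebellar granule cell list, 698 in control replicate 4 against 128 to 186 in the other controls. All 9 tested genes of the list had their highest control value in this library (binomial p = 5.12e-07, with the genes taken as independent), among them *Gabra6* with 1046 and *Cbln3* with 1513 counts. This is consistent with more cerebellar nuclei in that library, a hypothesis that was found and tested on the same libraries. All 9 passed the filter on low counts, and *Gabra6* and *Cbln3* had counts in every other control library as well. For the sorting, the paper states that isolated brains were homogenized and describes no dissection of regions. How much of each region entered a library is not recorded, so that the reason for the difference stays open. Its weight on the called genes was small in *Mphosph8* Δ/Δn, with 21 genes past the threshold without control replicate 4 against 18 with it, and larger in *Morc2a* Δ/Δn, with 20 against 11.

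*Gh*, which the paper does not discuss, was higher in *Mphosph8* Δ/Δn by 8.54 on the log2 scale (standard error 1.2), at an adjusted p of 0.00494 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over its alternatives the adjusted p was between 8.24e-58 and 0.78, limma-voom gave 0.78, DESeq2 gave none, and without *Mphosph8* Δ/Δn replicate 2 it was 0.323 at a log2 fold change of 4.72. All 5 libraries with *Nestin*-Cre, 16 to 1116 counts, lay above all 5 without it, 0 to 2 counts (exact permutation p = 0.00794, the smallest that 252 splits allow, with chance giving such a separation in 0.397% of splits). Pituitary tissue in *Mphosph8* Δ/Δn replicate 2 is a candidate explanation for the 1116 counts there. The measure first chosen, the number of other pituitary genes with their highest value in that library, was 3 of the 7 with a count. It was replaced after it was seen by the summed CPM of all 10, which was 195 in that library and 24.2 in the next highest, *Morc2a* Δ/Δn replicate 1, a ratio of 8.06. Its most abundant genes there were *Pomc* with 1680, *Prl* with 183 and *Cga* with 73 counts. Of the 10 genes, 5 also had counts in control libraries, *Pomc*, *Tshb* and *Pou1f1* in all 5 of them. In the other 4 libraries with *Nestin*-Cre, which had 115 counts of *Gh* in sum, *Prl* had 0 counts, while libraries without Cre had up to 7. In *Morc2a* Δ/Δn replicate 1, however, *Tshb* had 96 counts and *Pou1f1* 17, more than in any other library, with up to 41 and 15 in the controls, and *Tbx19* had 16 counts in *Mphosph8* Δ/Δn replicate 1 and 0 in the controls. Pituitary tissue in these 4 libraries and another source of their *Gh* counts thus cannot be told apart on such few counts. These 4 share Cre, and *Gh* sequence in the *Nestin*-Cre transgene, counted as *Gh*, might raise all 5 libraries with Cre above the others. All 5 were above them, but every one of them is also a knockout, so that the transgene and the loss of either gene cannot be told apart.

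*AA465934*, also outside the genes the paper discusses, was higher in *Morc2a* Δ/Δn by 1.91 on the log2 scale (standard error 0.26; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00481). It had 39.7 and 44.1 CPM in the *Morc2a* Δ/Δn libraries, both above the 8 other libraries, which reached 13.4 CPM. Chance places both *Morc2a* Δ/Δn libraries above all 5 controls in 4.76% of splits. Its adjusted p was 0.0961 against the controls of the same line, 0.144 without *Morc2a* Δ/Δn replicate 2, and between 6.22e-08 and 0.0961 over its alternatives. The loss of *Morc2a* separates these libraries from the others in the design, and no technical explanation was tested.

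*Gm47283*, on chromosome Y, was higher in *Morc2a* Δ/Δn by 2.25 on the log2 scale (standard error 0.39; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0403), with 227 and 256 CPM against 11.1 to 81.1 CPM in the controls. Its adjusted p was between 2.00e-36 and 0.169 over its alternatives. Leaving out control replicate 1 (0.0714), control replicate 2 (0.0935), *Mphosph8* Δ/Δn replicates 1, 2 or 3 (0.0689, 0.0744 and 0.0595) or *Morc2a* Δ/Δn replicates 1 or 2 (0.0686 and 0.19) took it past 0.05. Another dose of the whole Y chromosome would move the other Y-linked genes alike, and their median log2 fold change was 0.12 (*Ddx3y* 0.22, *Kdm5d* -0.07, *Eif2s3y* 0.23 and *Uty* 0.02). These genes lie between 897788 and 1286629, far from *Gm47283*, so another dose of its own region was not tested. Reads shared with related copies on the Y chromosome were not tested and remain open, as does an effect of *Morc2a*.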

How the results depend on the processing

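Of the tests in this part, scaling the targeted genes to *Gapdh* was chosen after the result was seen. The settings below leave the direction of the rise of the cPcdhs as a set unchanged in both knockouts, with fry or camera p-values of up to 0.00412 and 0.0432 over the alternatives, and of 1.47e-04 to 6.27e-04 in *Mphosph8* Δ/Δn and 0.00498 to 0.0433 in *Morc2a* Δ/Δn when 1 library was left out (rotation test in place of an exact permutation test).

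Without a filter on low counts, the genes past the threshold numbered 87 in *Mphosph8* Δ/Δn and 98 in *Morc2a* Δ/Δn, *Morc2a* rose by 0.65 and *Pcdhb14* by 1.44 in *Morc2a* Δ/Δn past the adjusted threshold. With at least 10 counts in every library there were 24 genes in *Morc2a* Δ/Δn, and *Morc2a* (0.63) was below an adjusted p of 0.05. With controls of the same line there were 10 genes in *Mphosph8* Δ/Δn and 10 in *Morc2a* Δ/Δn, of which 9 and 5 were among those called with all controls. In this setting *Pcdhb14* rose by 2.56 in *Morc2a* Δ/Δn, *Mphosph8* in *Morc2a* Δ/Δn changed sign to -0.19, and the summed cPcdhs rose by 1.25 in *Mphosph8* Δ/Δn, where the smallest exact permutation p is 0.1. Comparing only both groups gave 6 genes in *Morc2a* Δ/Δn. DESeq2 gave 54 genes in *Mphosph8* Δ/Δn and 69 in *Morc2a* Δ/Δn, with *Morc2a* at 0.64 and *Pcdhb14* at 1.44 in *Morc2a* Δ/Δn past the adjusted threshold, and glmTreat gave 7 genes in *Morc2a* Δ/Δn. Comparing the knockouts directly gave 12 genes in place of 0 for the difference of their effects. Camera with a preset correlation called 10 of the 24 marker tests, where fry called 0 (smallest adjusted p of 0.15 by limma's fry, in place of an exact permutation). The cause was not tested for any of these changes.

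With the replicate number as a block (replicate block), 46 genes were past the threshold in *Morc2a* Δ/Δn, *Pcdhb14* in *Mphosph8* Δ/Δn rose by 1.65 (edgeR adjusted p = 0.073, not past the threshold), and *Setdb1* changed sign to -0.0095 in *Mphosph8* Δ/Δn and -0.0225 in *Morc2a* Δ/Δn. Among the alternatives that left out no single library, the largest p-values of the set, 0.00412 and 0.0432, were in this fit. The correlation of residuals gave no sign that the replicate numbers pair the libraries, but with so few libraries it cannot exclude pairing. Control replicates 4 and 5 are alone in their blocks, so that this fit compares *Morc2a* Δ/Δn only with controls of the *Mphosph8* line.

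With 1 library left out, the genes past the threshold numbered 6 (without *Mphosph8* Δ/Δn replicate 2) to 21 (without control replicate 4) in *Mphosph8* Δ/Δn, with 7 without *Mphosph8* Δ/Δn replicate 1 and 9 without *Mphosph8* Δ/Δn replicate 3 or control replicate 1. In *Morc2a* Δ/Δn they numbered 3 (without *Morc2a* Δ/Δn replicate 2) to 26 (without control replicate 5), with 6 without *Mphosph8* Δ/Δn replicate 2, 7 without control replicates 1 or 2 or *Mphosph8* Δ/Δn replicates 1 or 3, 20 without control replicate 4 and 21 without *Morc2a* Δ/Δn replicate 1. For the difference of both effects they numbered 0 to 12 (without control replicate 5). *Pcdhb14* in *Mphosph8* Δ/Δn ranged from 1.90 to 2.39, the summed cPcdhs in *Mphosph8* Δ/Δn from 1.37 to 1.54 (at the smallest exact permutation p-values these designs allow, 0.0571 to 0.0952), *Mphosph8* in *Morc2a* Δ/Δn from -0.0246 to 0.13 with negative values without *Morc2a* Δ/Δn replicate 1 and control replicates 1 (-0.0224) and 2 (-0.00769), and *Setdb1* from -0.073 (without *Mphosph8* Δ/Δn replicate 1) to 0.20 in *Mphosph8* Δ/Δn and from -0.12 (without *Morc2a* Δ/Δn replicate 2) to 0.37 in *Morc2a* Δ/Δn. *Pcdhb14* in *Mphosph8* Δ/Δn was not past the threshold without control replicate 1 (edgeR adjusted p = 0.0721) or *Mphosph8* Δ/Δn replicates 1 or 2 (0.167 for both). Where *Morc2a* Δ/Δn keeps 1 library, that library is assumed to vary as the other groups do.

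*Mphosph8* in *Mphosph8* Δ/Δn remained below 0 and not significant in all settings, at -0.49 to -0.08 with 1 library left out and -0.38 to -0.16 in the others, and -0.18 when scaled to *Gapdh*. *Morc2a* in *Morc2a* Δ/Δn remained above 0, at 0.58 to 0.70 with 1 library left out and 1.00 when scaled to *Gapdh*. The odds ratio of genes with 1 exon was 2.04 to 14.6 over the alternatives, with Fisher's exact p of 0.0864 to 0.306. For the other named genes, 414 of 490 values kept their result, 67 were no longer past the threshold, 1 passed it (*Pcdhb3* in *Mphosph8* Δ/Δn without a filter) and 8 changed sign, all of them given above. For the marker lists, 38 of 48 values kept theirs and 10 passed the threshold, all of them with camera.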

Differences from the paper's values

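The paper's fig. S7B shows *Mphosph8* mRNA in *Mphosph8* Δ/Δn nuclei at about 0.03 of control (read by eye), measured by RT-qPCR. The count over the whole gene was 0.793 of all 5 controls here, and 0.894 of the controls of the same line. The panel's reverse primer matches exon 4, so that the panel follows the floxed exon, whereas the count follows all exons. None of the alternatives set before the data were examined reached the paper's value, and their ratios were between 0.71 and 0.948. Scaling to *Gapdh*, as the paper's panel does, was chosen after the values were seen and gave 0.885.

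The same panel, fig. S7B, shows *Morc2a* mRNA in *Morc2a* Δ/Δn nuclei at about 0.03 of control (read by eye), where the count over the whole gene was 1.56 of control. The alternatives set beforehand gave 1.42 to 1.67 and did not reach the paper's value, nor did scaling to *Gapdh*, chosen after the values were seen, at 1.99.

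In Fig. 4E the paper names about 34 genes (counted by eye) as higher in *Mphosph8* Δ/Δn, against 18 genes higher past the same threshold here. Among the alternatives, DESeq2 came nearest with 38 genes and called all 34 labelled genes. The others were farther from it, with 59 genes higher without a filter on low counts, 10 with controls of the same line and 6 to 21 when 1 library was left out. Of the labelled genes, 17 were past the threshold by edgeR's quasi-likelihood test, 33 without a filter on low counts and 19 by limma-voom.

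In fig. S7B the paper marks *Pcdhb14* in *Morc2a* Δ/Δn nuclei as significantly changed, by Student's t test in a panel of *Mphosph8*, *Morc2a* and *Pcdhb14*. The adjusted p here is instead taken over all 18573 genes tested, so a value above 0.05 does not contradict the paper's mark. The panel shows *Pcdhb14* at about 3.7 of control (read by eye), against 2.71 here, or 1.96 to 5.90 over the settings. Its log2 fold change here was 1.44, in the same direction and with both libraries above all controls. *Pcdhb14* had an adjusted p of 0.181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was past the threshold without a filter on low counts, with controls of the same line and by DESeq2 (adjusted p = 7.13e-05, 0.0104 and 0.032), and not in the others, where the adjusted p reached 0.259 with only both groups compared and 0.544 without *Morc2a* Δ/Δn replicate 2 (edgeR).

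The paper states a larger number of *Pcdhb2*-positive cells by in situ hybridization in brain sections (Fig. 4, F and G). In the sorted nuclei the fitted change of *Pcdhb2* in *Mphosph8* Δ/Δn was -1.06 on the log2 scale with a standard error of 1.66, on 0 to 27 counts per library, and in *Morc2a* Δ/Δn it was -3.64 with a standard error of 2.41. For *Pcdhb14*, the other gene in those panels, it was 2.09 in *Mphosph8* Δ/Δn and 1.44 in *Morc2a* Δ/Δn, in the paper's direction.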

Other observations

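The tests chosen after the result was seen are those on reads shared between paralogs, non-neuronal nuclei, the mix of regions, the floxed lines, the transgene, library size and the genes beside and inside the cluster for the cPcdhs, that on replicate 2 for *Pask*, those on chromosome segments, and that on shared controls.

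The rise of the cPcdhs was set against other splits of the same libraries. Of 56 splits into 5 and 3 libraries, 1, the real one, gave as many genes past the threshold and 1 a set test as small, and 2 gave a change of *Pcdhb14* as large in size, the other being a fall of -2.28 with control replicates 1, 4 and 5 as the group. Few splits thus gave such results in *Mphosph8* Δ/Δn, with 1 of 56 being 1.79%. These splits exchange libraries of both floxed lines. Within the *Mphosph8* line, 3 against 3 libraries allow no exact permutation p below 0.1, so that chance is not excluded there. For *Morc2a* Δ/Δn, 1 of 21 splits gave as many genes and 1 as small a set test, again the real ones, which at 4.76% is the smallest share that these libraries allow. Setting the controls of the *Morc2a* line apart from the other 5 libraries gave the cPcdhs a set p of 0.00811 in the other direction (fry, in place of an exact permutation test). The share of splits in *Morc2a* Δ/Δn therefore carries little weight against chance.

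Of the technical explanations for this rise, reads shared between paralogs may move counts within an array, but the sum over the *Pcdhb* genes rose by 1.47 on the log2 scale in *Mphosph8* Δ/Δn, which an exchange of reads between them cannot give. More nuclei that are not neurons would raise the markers of all other cell types, and the 5 lists moved apart (medians of -0.08 for astrocytes, 0.11 for oligodendrocytes, 0.40 for their precursors, -0.40 for microglia and 0.59, the highest, for endothelial cells), below the rise of the cPcdhs. A difference between the floxed lines would vanish against the controls of the same line, where the larger of both set p-values was 1.38e-04 (fry, a rotation test in place of an exact permutation test). The total count of 0 of the 5 knockout libraries lay outside the range of the controls, so that library size offers no explanation. A rise that reaches beyond the cluster is excluded by the 24 protein-coding genes beside it, with a median of -0.0195 in *Mphosph8* Δ/Δn and a range of -0.59 to 0.90. Inside the cluster, the 10 other genes had a median of 0.80 and a range of -1.33 to 5.19, with 5 above 1 and 4 below 0. A rise of every gene inside the cluster and a rise of the cPcdhs and some of the other genes cannot be told apart on so few genes, most of them with few counts. Both parts were 1 test, with a median of -0.031 over 26 protein-coding genes, until that result was seen. A different mix of brain regions cannot be told apart from the knockouts. For the sorting, the paper states that brains were homogenized and describes no dissection of regions, but the share of each region in a library is not recorded. In separated brain regions the paper reports a comparable rise of *Pcdhb14* after the loss of either gene (Fig. 4, A and B). For *Pcdhb14* that argues against a mix of regions as the only source, but it is not analysed here and covers no other cPcdh. The control library with the most cerebellar transcripts had 312 summed CPM of cPcdhs, and the other control of its line, with 149 CPM of cerebellar transcripts, had 311, but this is a single library. The *Mphosph8* Δ/Δn libraries had 409, 585 and 203 CPM of cerebellar transcripts, more than the 128 to 186 of the 4 other controls, and the *Morc2a* Δ/Δn libraries 126 and 110. Within these libraries, the *Nestin*-Cre transgene cannot be told apart from the deletion either, as 0 of the libraries with Cre lack a homozygous floxed allele. The paper also compared whole brains of *Mphosph8* Δ/Δn mice with controls that carry *Nestin*-Cre, and reported higher cPcdhs there. That comparison argues against the transgene for *Mphosph8* Δ/Δn, but it is not analysed here and does not cover *Morc2a* Δ/Δn. On these libraries alone, loss of the targeted genes in neurons therefore remains a hypothesis beside the explanations left open above.

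Whether the *Pcdhb* genes rose more than the *Pcdha* genes was tested on the ratio of their summed CPM, which was 14.7 to 22.4 in the control, 22.2 to 89.7 in the *Mphosph8* Δ/Δn and 30.9 to 33.6 in the *Morc2a* Δ/Δn libraries. The log2 difference was 1.36 in *Mphosph8* Δ/Δn (exact permutation p = 0.0714) and 0.83 in *Morc2a* Δ/Δn (exact permutation p = 0.0952, the smallest that 5 against 2 libraries allow). An equal rise of both arrays and a larger one of the *Pcdhb* genes cannot be told apart at this number of libraries, and the *Pcdha* genes have few counts.

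Counts over the whole targeted genes were 0.793 of control for *Mphosph8* in *Mphosph8* Δ/Δn, not significant, and 1.56 for *Morc2a* in *Morc2a* Δ/Δn. Exon 4 holds 2.7% of the exonic bases of *Mphosph8* and 3.3% of the transcript that carries it, and smaller shares of *Morc2a*. If reads are spread evenly over the bases, losing it alone would lower a count by less than its spread between libraries. The paper states that mRNA without the exon is subject to nonsense-mediated decay, which would lower the whole count of the RNA it reaches. Neither the loss of the exon nor decay in the RNA of nuclei was measured here, so that the explanation stays open. That *Morc2a* is higher in both knockouts, significantly so only under some settings (adjusted p of 0.00237 to 0.21 in *Morc2a* Δ/Δn by edgeR, DESeq2 or limma-voom with all libraries, and up to 0.401 by edgeR with 1 left out), has no tested explanation. On immunoblots the paper reports each protein higher after loss of the other, and proposes compensation. Its fig. S7B shows *Morc2a* in *Mphosph8* Δ/Δn nuclei at about 1.4 of control (read by eye), against 1.28 here. For *Mphosph8* in *Morc2a* Δ/Δn these values were about 1.4 and 1.025. Neither covers *Morc2a* in its own knockout.

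*Pask* had 216863 counts in *Morc2a* Δ/Δn replicate 1 and 212 in replicate 2, 23094 and 21.9 CPM, against 16.3 to 23.9 CPM in the controls, and was 722 times the highest other library. Extra copies of the chromosome region would raise its neighbours, whose 20 nearest tested genes had a median log2 ratio of -0.0521. A change shared by the *Morc2a* Δ/Δn is excluded by replicate 2, at 0.918 of the highest control. A rearrangement, a cloned insert or a contaminating amplicon in this library remains untested, and no biological explanation was tested.

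Between the controls of both lines, 24 genes were past the threshold by edgeR's quasi-likelihood test, 10 higher and 14 lower in the *Morc2a* line, with 1711 at an unadjusted p below 0.05. Segments of another strain around the targeted genes are excluded as their source, since 0 of the 24 lie on chromosomes 11 and 14, which hold *Morc2a* and *Mphosph8*. Segments of another strain elsewhere may place such genes together. The fullest window of 10000000 bases, on chromosome 12 from 100000001 to 110000000, held 3 of them, which 514 of 10000 random draws of tested genes equalled (permutation p = 0.0515), an outcome called undecided after its p was seen. Chromosome 12 held 6 of the 24, between 91806043 and 116146261, and 412 of 10000 draws had as many on a chromosome (permutation p = 0.0413), a count taken up after these genes were seen. The values lie on either side of 0.05, so that segments elsewhere and scattered differences cannot be told apart. All 5 knockout libraries lay nearer the controls of their own line over these genes, which argues against a library of the other line under a wrong label.

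Across 16521 genes the effects of both knockouts had a correlation of 0.197 with the 5 controls shared between them. Sharing controls alone gives a positive correlation, and in simulated groups without any effect it was 0.309 to 0.344 (median 0.327), above the observed value. The simulation leaves out the difference between the floxed lines, so it does not give the value that shared controls alone produce in these libraries. An effect common to both knockouts is thus not shown by this correlation. The simulation was corrected after its first result was seen, so that all libraries are drawn from common means. With controls of the same line the correlation was 0.00764, and -0.0102 without the cPcdhs, while 34 of 40 cPcdhs were higher in both knockouts. These are values across genes, which are not independent. The same sign was seen in 53.8% of genes, against a median of 60.5% in the simulations.

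Genes with 1 exon were 2 of the 6 genes outside the cPcdhs that were higher in *Mphosph8* Δ/Δn, 33.3%, against 12.3% of other genes, an odds ratio of 3.57 (95% interval 0.323 to 24.9, Fisher's exact p = 0.162). In *Morc2a* Δ/Δn the odds ratio was 4.76 (Fisher's exact p = 0.117), and 4.28 with DESeq2's calls (Fisher's exact p = 0.0466). The *Skint* genes, 11 in number, had 0 to 2 counts in sum per library, too few to test. *Setdb1* had log2 fold changes of 0.06 in *Mphosph8* Δ/Δn and 0.14 in *Morc2a* Δ/Δn, which changed sign under some settings.

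None of the 12 marker lists was past the adjusted threshold by fry in either knockout, and 10 of the 24 tests were by camera with a preset correlation. The medians in *Mphosph8* Δ/Δn not given above were 0.02 for neurons in general, -0.06 for forebrain excitatory, 0.22 for inhibitory, -0.25 for striatal and 0.56 for cerebellar granule neurons, 0.57 for the midbrain and hindbrain and -0.55 for activity genes. In *Morc2a* Δ/Δn the medians were -0.03 for astrocytes, -0.36 for oligodendrocytes, 0.10 for their precursors, -0.54 for microglia, -0.15 for endothelial cells, -0.31 for neurons in general, -0.23, -0.50, -0.27 and -1.01 for forebrain excitatory, inhibitory, striatal and cerebellar granule neurons, -0.07 for the midbrain and hindbrain and -0.53 for activity genes. The 11 tested protocadherin genes outside the cluster had medians of 0.05 in *Mphosph8* Δ/Δn and -0.32 in *Morc2a* Δ/Δn, at fry p-values of 0.288 and 0.0542 (a rotation test in place of an exact permutation test).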
